# High-throughput in vivo mapping of RNA accessible interfaces to identify functional sRNA binding sites

**DOI:** 10.1038/s41467-018-06207-z

**Published:** 2018-10-04

**Authors:** Mia K. Mihailovic, Jorge Vazquez-Anderson, Yan Li, Victoria Fry, Praveen Vimalathas, Daniel Herrera, Richard A. Lease, Warren B. Powell, Lydia M. Contreras

## Abstract

Herein we introduce a high-throughput method, INTERFACE, to reveal the capacity of contiguous RNA nucleotides to establish in vivo intermolecular RNA interactions for the purpose of functional characterization of intracellular RNA. INTERFACE enables simultaneous accessibility interrogation of an unlimited number of regions by coupling regional hybridization detection to transcription elongation outputs measurable by RNA-seq. We profile over 900 RNA interfaces in 71 validated, but largely mechanistically under-characterized, *Escherichia coli* sRNAs in the presence and absence of a global regulator, Hfq, and find that two-thirds of tested sRNAs feature Hfq-dependent regions. Further, we identify in vivo hybridization patterns that hallmark functional regions to uncover mRNA targets. In this way, we biochemically validate 25 mRNA targets, many of which are not captured by typically tested, top-ranked computational predictions. We additionally discover direct mRNA binding activity within the GlmY terminator, highlighting the information value of high-throughput RNA accessibility data.

## Abstract (web summary)

Mapping RNA accessibility is valuable for identifying functional/regulatory RNA regions. Here the authors introduce INTERFACE, an intracellular method that quantifies antisense hybridization efficacy of any number of RNA regions simultaneously via a transcriptional elongation output, measurable via RNA-seq

## Introduction

Bacterial small regulatory RNAs (sRNAs) constitute a distinctive class of RNAs that possess intrinsic roles in cellular regulation^1,2^. To respond to environmental stress, sRNAs tune metabolic and regulatory pathways, typically by altering messenger RNA (mRNA) translation or stability via direct association^3,4^. To date, a relatively small proportion of confirmed sRNAs (e.g., >100 in *E*. *coli*^5,6^, >70 in *M*. *tuberculosis*^7^, >40 in the non-pathogenic *M*. *smegmatis*^7,8^) have been mechanistically characterized (e.g., <20 in *E*. *coli*)^5^. The challenges of functional sRNA characterization can be partly attributed to specific characteristics such as: regulation of targets in trans, regulation of multiple targets per sRNA, and relatively small regulatory regions^2^ (10–25 nt^9^ with 8–9 nt^10^ of imperfect complementary). sRNA interactions are initiated via seed sequences of pairing regions that canonically reside in single-stranded (unstructured) sequences or in hairpin apical loops, typically located in the first 2/3 of sRNA sequences^1^. In recent years, computational target prediction programs have incorporated various facets of sRNA regulation, including seed parameters^11^, to offer thousands of putative bacterial sRNA:mRNA pairs; however, only a small set has been successfully validated in vivo^2^. This can be attributed to true targets (energetically) ranking well into the hundreds of predicted targets in popular algorithms^12^ coupled with the demanding nature of traditional partner validation assays (i.e., each potential sRNA:mRNA interaction is tested one at a time).

Another confounding factor hindering sRNA characterization is the regulatory impact of the Hfq chaperone, an Sm-protein known to affect sRNA:mRNA interactions. The extent to which Hfq globally impacts the ability of all sRNAs to establish interactions with cognate mRNA targets is a fundamental question concerning intracellular proteins’ effects on sRNA networks. Because its intracellular quantity is limited, sRNAs are in constant competition for Hfq and are likely cycled off of Hfq once they have established stable base pairing with an mRNA target^13,14^. Many mechanistic details of the Hfq-binding RNA sequence have been well-studied, uncovering characteristic binding motifs and interaction mechanisms, such as its ability to recognize a number of sRNA Rho-independent terminators^13,15^. However, the mechanistic necessity of Hfq for proper RNA interactions remains elusive due to a combination of factors, such as under-realized insights into the hierarchy of Hfq-sRNA regulation^15^, cross-regulation of sRNAs by other putative chaperones, such as ProQ^16^, absence or limited function of Hfq homologues within GC-rich Gram-positive bacteria^17^, and variable roles of Hfq on different sRNA:mRNA pairs^14,15^. Thus far, it has been proposed that sRNAs rely on Hfq to increase local concentrations of sRNA and respective target mRNA^18,19^, stabilize interaction partners, facilitate base pairing catalysis by structural rearrangement^13,15^ or present some combination thereof, depending on the target mRNA^3^.

In recognition of the need for high-throughput mechanistic sRNA insights in vivo, recent efforts have unveiled large sets of RNA:protein and RNA:RNA interactions and even corresponding interacting regions^20–24^. However, these methods are somewhat limited by requisite targeting toward a single protein binding partner of interest^24,25^, as well as by difficulties sensing interactions involving low-abundance non-coding RNAs^23^. To this end, efforts have recently been made to complement computational predictions with in vivo insights to enhance prediction reliability. For example, in vivo chemical and enzymatic probing methods gauge the level of “protection” or reactivity of individual bases/backbones within a region of interest, and have recently been adapted for high-throughput use^26,27^. As these local nucleotide availabilities do not always correlate with regional-level accessibility that more accurately mimics RNA:RNA interactions of regulatory interfaces^28^, efforts have also been placed on methods to quantify regional in vivo RNA hybridization. Corresponding datasets have yielded useful predictions of regions capable of establishing RNA:RNA interactions^28^. Nonetheless, acquisition of these data is typically limited by low-throughput experiments^28,29^ and reliance on sRNA overexpression that disturbs native transcript or protein stoichiometry^30^. As such, there remains a need for high-throughput methods to identify characteristic features of RNA regions that are likely to engage in regulatory interactions with respective mRNA targets.

To obtain molecular insight concerning global RNA function in vivo, we developed INTERFACE, **i**n vivo transcriptional **e**longation analyzed by **R**NA-seq for **f**unctional **a**ccessibility **c**haracterization in a single **e**xperiment. INTERFACE is a high-throughput method capable of surveying the regional accessibility of a large collection of RNAs simultaneously by mimicking in vivo antisense hybridization. In vivo antisense hybridization has previously been shown to be sensitive to sites involved in intermolecular interactions and to capture transient configurations often relevant to regulation^28,31^. INTERFACE is an engineered RNA system that exploits conserved bacterial mechanisms of translational stalling and Rho-dependent transcription termination mechanisms to quantify RNA hybridization via a transcriptional elongation response. In this work, we apply machine learning to design over 900 antisense oligonucleotide probes to interrogate the accessibility of regions fully covering a library of 71 experimentally validated sRNAs in *E*. *coli* in their native environment. These sRNAs represent two distinct subclasses: mechanistically characterized sRNAs, meaning that exact binding sites corresponding to at least one mRNA target have been confirmed (27 total sRNAs, of which 16 are used as a training set and the remaining 11 are probed blindly), and mechanistically uncharacterized sRNAs (44 total) (Supplementary Data 1). To demonstrate the ability of INTERFACE to capture global impacts of relevant intracellular factors on sRNA accessibility landscapes, we assess sRNA accessibility profiles both in wild-type *E*. *coli* BW25113 and in an isogenic strain in which the well-characterized Hfq chaperone is knocked out^32^. In this way, we propose hybridization dependency or independency for 14 sRNAs whose relationship with Hfq is not characterized in the literature. We also identify a global pattern of either “extreme” low or high likelihood for antisense RNA (asRNA) hybridization in regions harboring mapped mRNA-binding sites in 16 well-characterized sRNAs that comprise our training set. This information enables identification of likely functional sites in other sRNAs to serve as “in vivo filters” of computational predictions^11^ to identify true mRNA targets in vivo. Upon benchmarking the value of these “INTERFACE-informed” computational predictions against typically tested, top-ranked predictions via in vitro binding assays, we confirm thirteen novel mRNA targets for three uncharacterized sRNAs (SroE, SroG, Tpke70). Of these validated targets, six correspond exclusively to INTERFACE-informed computational predictions, one exclusively to top-ranked computational predictions, and six are shared by both approaches. We additionally confirm twelve INTERFACE-informed targets in six sRNAs that represent both uncharacterized and characterized sRNAs (SroH/Tpke11/SroA, and CyaR/GcvB/GlmY, respectively), of which half fall below the top-20 in computation prediction ranking. Finally, we showcase a trans antisense regulatory potential within the GlmY terminator as suggested by INTERFACE accessibility data; to our knowledge, GlmY has only been implicated in indirect mRNA regulation via RapZ protein sequestration^33^.

## Results

### Enabling high-throughput RNA accessibility characterization

Assessment of hybridization potential has proven informative in identifying RNA interfaces accessible to RNA:RNA interactions but has previously been limited to low-throughput approaches^28,31^. To allow large-scale identification of accessible RNA interfaces via next generation sequencing (NGS), we constructed a system that harnesses transcriptional regulation by coupling in vivo asRNA:RNA hybridization to transcription elongation control. In short, this approach allows sensing of molecular interactions between an asRNA toehold-switch “probe” (encoded by a plasmid-based expression system) and a complementary region in a target RNA (taRNA) by virtue of hybridization-activated transcription anti-termination (described below). The anti-termination output was inspired by *trp* operon attenuation^34^ that was previously used to synthetically convert translational to transcriptional control in bacteria^35^. In this engineered system, differential transcriptional elongation, quantified via RNA-seq, is a direct function of the propensity for a taRNA region to interact with a corresponding asRNA probe. Short and long transcripts indicate low and high asRNA probe hybridization in a targeted region, respectively.

The inducible system is composed of five main elements that together enable transcription elongation in response to asRNA probe:taRNA hybridization (Fig. 1a). (i) The asRNA probe is a variable length sequence (9–26 nt) complementary to a region of interest within the taRNA. Downstream of the asRNA probe is (ii) the ribosomal binding site sequestration element (RSE) and (iii) a strong ribosomal binding site (RBS). These three elements can form a structure reminiscent of a toehold-switched hairpin loop^36^, in which the asRNA probe is the toehold and the RSE and RBS form the hairpin. This is followed by (iv) the elongation switch (ES), which consists of a *tnaC* (*trp* attenuator) leader peptide nucleotide sequence followed by a Rho utilization (*rut*) transcription termination site. Finally, located directly downstream is (v) the RNA elongation reporter (RER), consisting of a truncated GFP coding sequence that supports maximum possible transcript lengths. If a taRNA region is accessible to the asRNA probe, elongated transcripts are generated. This output is stimulated by successful binding of the probe to its target region, which disrupts the hairpin loop structure and enables translation of the *tnaC* leader peptide preceding the *rut* site (Fig. 1b, left). In the presence of tryptophan, the *tnaC* leader peptide induces nascent polypeptide-mediated ribosome stalling which occludes the *rut*^37^. Due to *rut* occlusion, the Rho protein cannot efficiently terminate transcription and allows extended transcriptional elongation into the RER. Conversely, if asRNA probe hybridization with its target region is not established due to inaccessibility of the taRNA region, truncated, or partial transcripts are produced. This occurs because the toehold hairpin is not switched open and *tnaC* translation is not initiated (Fig. 1b, right); thus, the *rut* site remains available to the Rho factor and routine transcription termination occurs. Because a unique probe sequence (corresponding to a unique taRNA region) is incorporated within each INTERFACE transcript, NGS results not only contain information pertaining to transcript length, indicative of taRNA region accessibility, but also a unique sequence identifier of the corresponding target region. Although this sequence identifier is reminiscent of barcoding approaches that have been used in genome-wide RNA structure probing methods, this system yields specific, “bar-coded” outputs for each interrogated taRNA region, rather than variable RNA-specific fragment outputs^26^. In this way, INTERFACE supports the simultaneous characterization of regional accessibility profiles within any number of RNAs.

**Fig. 1:**
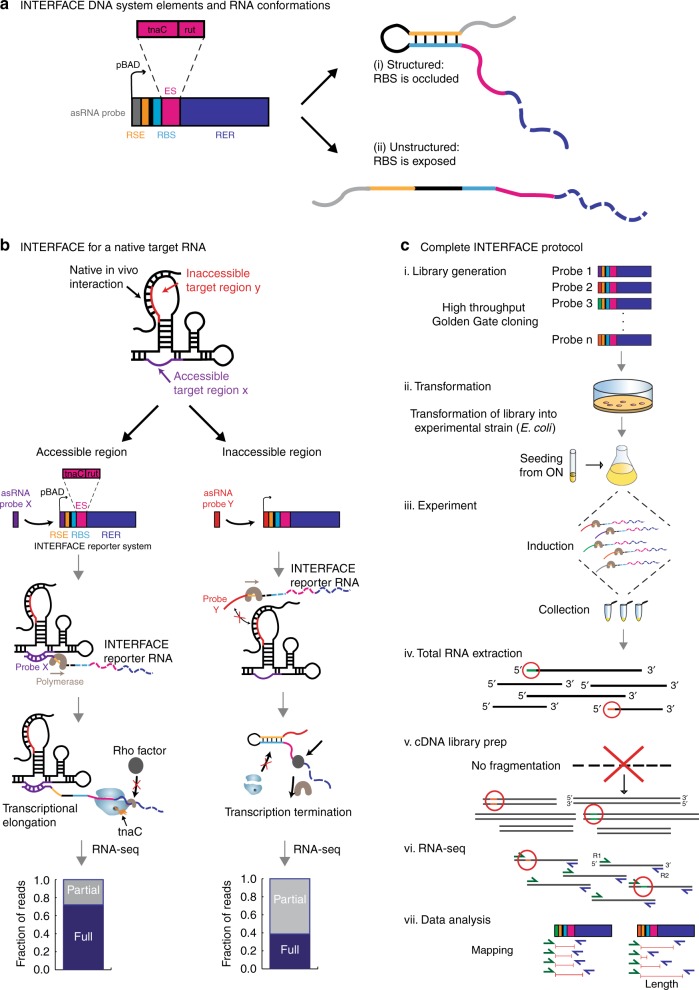
Elements, utility, and complete protocol of INTERFACE. **a** Moving from 5′ to 3′, each INTERFACE is composed of a unique asRNA probe, followed by the RSE, then the ES, comprised of *tnaC* and the *rut* site, and then the RER (a truncated *gfp* gene). INTERFACE can adopt two distinct RNA conformations depending on asRNA probe:taRNA region binding that determines the exposure of the RBS upstream of the ES: (i) a structured hairpin in which the RBS is occluded and (ii) an unstructured domain in which the RBS is exposed. **b** When targeting an accessible region (left panel), the INTERFACE asRNA probe ‘X’ binds strongly, releasing the RBS for *tnaC* translation. Translation of *tnaC* causes ribosomal stalling near the *rut*. The stalled ribosome physically occludes the Rho factor from the *rut* site which enables transcriptional elongation. In contrast, INTERFACE targeting of an inaccessible RNA region with asRNA probe ‘Y’ (right panel) generates a truncated transcript. Specifically, the absence of *tnaC* expression due to lack of binding between the asRNA probe and the taRNA enables *rut* site availability for Rho-dependent transcriptional termination. **c** (**i**) A library of asRNA probes is inserted into either of two parent plasmids (Supplementary Fig. 1). (**ii**) The library is transformed into the relevant experimental strain as described in Methods section. (**iii**) The INTERFACE system is induced and the library of asRNA probes interact with corresponding taRNA regions in vivo to varying degrees, generating a spectrum of transcript lengths bar-coded with the probe sequence at the 5′-end. (**iv**) Total RNA, including transcripts of interest containing corresponding probes (green and orange 5′-ends circled in red), is extracted. (**v**) A cDNA library for Illumina-platform RNA-seq is generated, in which INTERFACE RNA is among the pool of adapter-ligated RNA and consequently in the final cDNA library (red). (**vi**) RNA-seq is performed per standard procedures in a paired-end 75 × 2 run in the Illumina platform. (**vii**) Mapping against synthetic INTERFACE library is performed to exclude non-INTERFACE transcripts and associate corresponding 3′-ends (R2) to 5′-ends (R1) to determine the length of each region-specific INTERFACE transcript

As shown in Fig. 1c, the implementation of INTERFACE in RNA characterization consists of seven main steps: (i) plasmid library preparation and generation, (ii) library transformation, (iii) polyclonal culture growth and INTERFACE plasmid induction, (iv) total RNA extraction (v) cDNA library generation, (vi) RNA-seq, and (vii) downstream data analysis. Specifically, a library of asRNA probes—each of which is an 9–26 nt long asRNA oligonucleotide complementary to a specific taRNA region is individually inserted into the desired INTERFACE plasmid (Supplementary Fig. 1). The pool of plasmids is transformed as a library into the relevant bacterial strain (in this case *E*. *coli*) and the system induced in early log growth. Once a user-specified growth phase is reached, total RNA is extracted from the library culture, and a cDNA library is generated for deep sequence analysis. Importantly, fragmentation of RNA is omitted to preserve the ability to correctly assign a 3′-end to the corresponding 5′-end of each transcript and reliably identify the extent of transcriptional elongation for each transcript (based on the taRNA to which the distinct asRNA probe hybridized). Following cDNA purification, samples are sequenced using a standard paired-end Illumina-platform protocol. Finally, corresponding forward and reverse RNA-seq reads are paired and filtered for INTERFACE transcripts corresponding to distinct asRNA probes; asRNA probe-specific transcriptional elongation can then be correlated with the accessibility of respective taRNA regions.

### Validating molecular features that enable INTERFACE

Three basic mechanistic premises enable INTERFACE to capture regional accessibility: (1) asRNA probe binding to a corresponding taRNA region disrupts the stem loop to expose the RBS, (2) RBS exposure governs transcriptional elongation of the INTERFACE RNA system, and (3) elongation patterns are dependent on the elongation switch and are reliable indicators of regional accessibility. First, asRNA probe hybridization to its taRNA region has been previously verified to expose the RBS using a low-throughput, fluorescence-based asRNA hybridization assay^31^. Second, we confirmed that RBS exposure governs transcriptional elongation by designing two control INTERFACE constructs to represent the extremes within the spectrum of RBS exposure: (i) a permanently sequestered RBS (RSE stably sequesters RBS due to enhanced complementarity) and (ii) a permanently opened RBS (RSE is mutated to expose the RBS). Both constructs contained identical, random asRNA probes predicted to have limited interaction with the transcriptome. From NGS data, we observed three major transcript length peaks present at different loci of the INTERFACE transcript (Fig. 2a): (i) ~80 nt, terminating within the ES sequence (specifically *tnaC*), (ii) ~140 nt, terminating at the end of the *rut* terminator and (iii) ~200 nt, terminating at an RER position that denotes the full extent of transcriptional elongation. Consistent with expectations, the sequestered RBS and the open RBS controls exhibited partial (terminating at *tnaC*) and full (terminating in RER) transcript lengths, respectively (Fig. 2a).

**Fig. 2:**
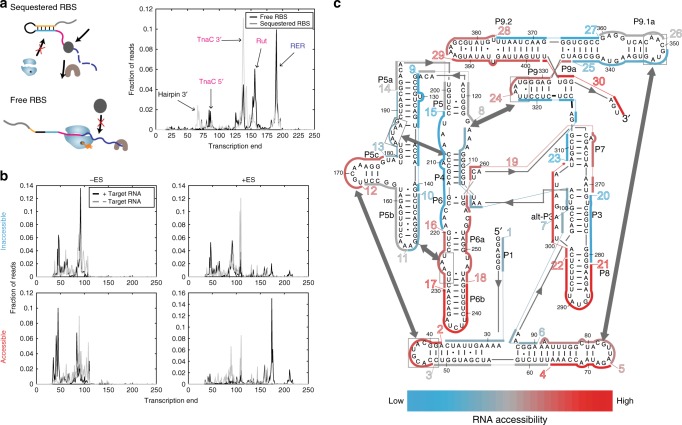
INTERFACE supports high-throughput characterization of hybridization landscapes. **a** RBS exposure influences transcriptional elongation. The sequestered RBS control, expected to prevent initiation of *tnaC* translation and allow Rho-dependent transcription termination (top left), shows shorter transcriptional elongation (gray) than the free RBS control (black), expected to allow *tnaC* translation to cause ribosomal stalling and prevent Rho termination (bottom left). Traces depict the weighted average of the length per read calculated from RNA-seq results. Landmarks of the INTERFACE transcript are indicated. **b** The inclusion of the Elongation Switch (ES) enables accessibility-correlated differential transcriptional elongation. Two previously characterized probes, one inaccessible and one accessible^31^, were tested in the presence and absence of the group I intron (black and gray, respectively), without and with the ES (left and right, respectively). **c** INTERFACE is capable of fully characterizing accessibility of an ensemble of RNA regions in a single experiment. Probes targeting gI intron regions alternating between 10 and 16 nucleotides were designed and tested. The level of accessibility per region is indicated according to the color scale below. It is interesting to note that, in contrast to chemical footprinting data typical of gI introns^77^, complementary sides of stem-loops can exhibit accessibility differences (*cf*. region 9 and 13). Although discrepancies between accessibility and footprinting methods have been previously recognized^31^, this observation supports a heightened sensitivity of accessibility probes to spatial arrangement of the taRNA

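Relative accessibility of gI intron region 9 (nucleotides 126 to 141 of the intron) and region 13 (nucleotides 178 to 193), both probed with a 16 nt asRNA probe, was recomputed from the deposited read pairs as the mean transcript length less the 85 nt baseline in induced cultures, divided by the same value in uninduced cultures. The ratio was 0.942 ± 0.0874 (SD, n = 3) for region 9 and 1.12 ± 0.0638 (SD, n = 3) for region 13. The ratios of region 13, from 1.08 to 1.20, all lay above those of region 9, from 0.868 to 1.04 (difference 0.180). A two-sided exact permutation test gave p = 0.1, the smallest p that 3 values against 3 allow. Both regions were probed in the same pooled cultures, which that test ignores. In replicates 1, 2 and 3 the ratios were 1.08, 1.20 and 1.09 for region 13 against 0.868, 1.04 and 0.922 for region 9. No paired test was run. Induction was also tested with limma, which gave every region the same SE, a spread pooled over regions rather than that of its own replicates. Against its own uninduced cultures, region 13 had longer transcripts on induction (adjusted p = 0.0363 from limma with Benjamini-Hochberg adjustment) and region 9 did not differ (adjusted p = 0.252 from limma). That call depends on the processing: over the other settings tried the adjusted p of region 13 from limma ran from 0.00144 to 0.356, with the highest value without replicate 2 (ratio 1.09), and with the median in place of the mean end position it was 0.107. The direction for region 13 also depends on the reference: set against the mean of both control constructs in the same library, a setting added after the data were seen, its ratio was 0.847 (adjusted p = 0.0621 from limma) and that of region 9 was 0.714. For region 9 the adjusted p from limma ran from 5.40e-05 to 0.678 over the settings, and passed 0.05, with shorter transcripts on induction, against the controls and with only the commonest 5′ end (ratio 0.861), both added after the data were seen.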

Third, to test the dependency of differential transcriptional elongation on the elongation switch, we assayed the hybridization capacity of well-characterized regions^31^ along the model *Tetrahymena* group I (gI) intron taRNA in vivo using an INTERFACE plasmid that supports taRNA overexpression (O-INTERFACE, Supplementary Fig. 1A). Figure 2b shows representative INTERFACE probing results for two regions within this model RNA, one highly inaccessible and one highly accessible (nucleotides 361-375 and 399-414, respectively), as previously reported using a low-throughput assay^31^. Importantly, we observed the expected shift toward longer transcripts for the taRNA region of the gI intron most accessible to its corresponding asRNA probe, but only in the presence of both the ES and the taRNA (Fig. 2b). Moreover, this bias toward larger transcript sizes was absent from transcriptomic data when probing the highly inaccessible region (Fig. 2b, compare upper and lower right panels).

To evaluate the expected high-throughput potential of this approach, we fully characterized the gI intron in a single in vivo experiment via transcriptomics analysis of an O-INTERFACE plasmid library targeting 30 unique regions within the gI intron (in a combination of 10-mer and 16-mer probe sequences for 100% coverage) (Fig. 2c, Supplementary Fig. 2). 

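The data behind the gI intron profile are paired-end reads of unfragmented RNA from 3 uninduced cultures and 3 cultures induced with both aTc and arabinose, all of the E. coli strain K-12 MG1655. The gI intron is a self-splicing intron from Tetrahymena that is expressed from the same plasmid as the probe. The paper gives final concentrations of 0.8% arabinose and 100 ng/μL aTc in 40 mL cultures, and the sample labels give 0.8% arabinose and 100 ng per mL aTc in 20 mL cultures. The authors trimmed the reads with Cutadapt, mapped them with BWA MEM to the sequences of the constructs, kept first reads with at least 7 nt of the probe and joined each to its mate, and the deposited files list the mapped positions of every read pair without normalization. Uninduced libraries held 376824 to 412517 read pairs (median 380797) and induced libraries 236156 to 314298 (median 298846). Each of the 30 probes had between 318 and 61397 read pairs in every library. The transcript length of a probe was taken as the mean end position of its read pairs on the construct sequence, and the paper's baseline of 85 nt was subtracted. When the length was counted from the mapped transcript start instead, 27 of the 30 probes had a value at or below 0 in some library, so the position scale was used, a choice made after both had been computed. The commonest 5′ end held 92.5 to 93.9% of the read pairs in uninduced libraries and 49.2 to 62.1% in induced libraries. Differences were tested with limma on the log2 scale, without pairing of replicates, over the probes with at least 10 read pairs in every library. The fit gave every region the same SE (0.0746), so its p-values rest on a spread pooled over regions, not on each region's own replicates. Region 8 had lengths less the baseline of 81.7, 73.5 and 63.0 nt uninduced and 98.6, 93.9 and 69.4 nt induced. Its adjusted p was still 0.00130 from limma.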

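Over the 30 gI intron regions, relative accessibility had a median of 1.28, and 25 regions had longer transcripts on induction than without it. Both control constructs, for which the methods describe a random probe, lengthened by as much (ratios 1.31 for the free RBS control and 1.37 for the other), so that a ratio of 1 is not the value of a construct without a target in the intron. At an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 25 regions changed, 23 toward longer and 2, regions 20 and 23, toward shorter transcripts. The highest ratio was that of region 30 (nucleotides 403 to 412), 1.76 ± 0.0471 (SD, n = 3), a log2 change of 0.82 (SE 0.07, adjusted p = 2.19e-18 from limma). The lowest was that of region 20 (nucleotides 272 to 281), 0.771 ± 0.0121 (SD, n = 3), a log2 change of -0.38 (SE 0.07, adjusted p = 3.41e-06 from limma). The regions alternate between 16 nt and 10 nt probes, and this ranking sets both lengths together. Regions 20 and 30 had 10 nt probes. Besides region 20, the ratios under 1 were those of regions 9, 15, 23 and 27, all with 16 nt probes. How far the probe length sets the order was not tested. Region 23 (nucleotides 308 to 323) had a ratio of 0.894 and was named only after its values were seen, and so was region 27 (nucleotides 361 to 376), which covers the interval that earlier work found inaccessible. Region 27 had a ratio of 0.918 ± 0.0297 (SD, n = 3) and did not differ from its uninduced cultures (adjusted p = 0.113 from limma). With the replicate number as a block, region 27 was shorter on induction (adjusted p = 0.0225 from limma; over the settings tried 1.87e-05 to 0.677). The setting that moved the count most set each length against the mean of both controls in the same library, added after the data were seen: 8 regions changed, region 30 toward longer (ratio 1.33, adjusted p = 0.00111 from limma) and 7 toward shorter transcripts, region 27 among them (ratio 0.693). The median end position in place of the mean gave 12 changed regions. With the share of read pairs elongated past the rut site in place of the mean length, the 25 regions that could be tested gave 20 changes, all toward more elongation, but their order was unrelated to that of the mean lengths (Spearman's rho -0.0277 across regions, which are not independent replicates). On that measure the ratio of region 30 was 0.780 (adjusted p = 0.481 from limma, the upper end of a range from 1.12e-21 over the settings tried) and that of region 27 was 2.64 (adjusted p = 0.0195 from limma). The measure was near its floor: read pairs ending past position 240 made up 0.113 to 0.197% of uninduced and 0.545 to 0.805% of induced libraries. The regions left out had no read pair past the rut site in some library. The order and the ratios on that measure thus rest on few read pairs.

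**Figure D1:**
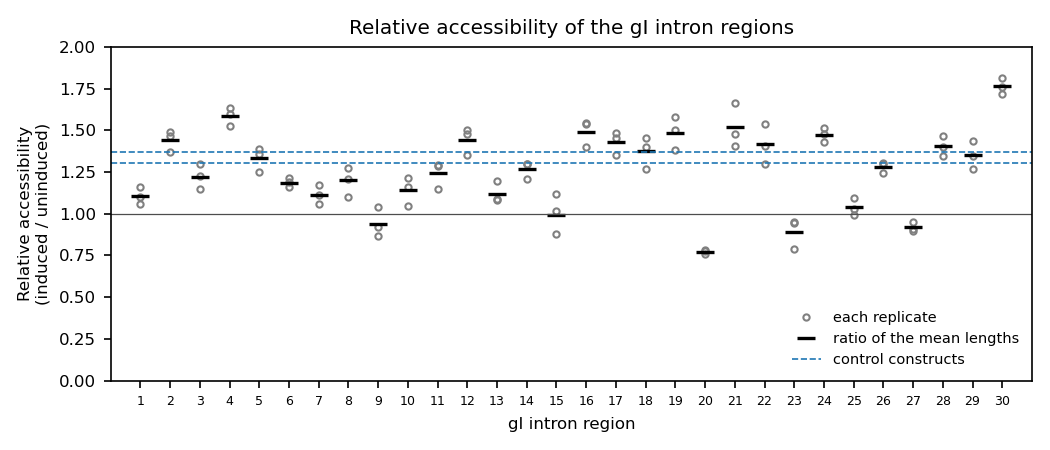
Relative accessibility (mean transcript length less 85 nt, induced over uninduced) of the 30 gI intron regions, numbered from the 5′ end on the horizontal axis. Circles are the ratios of the 3 replicates, dashes the ratios of the mean lengths, and the solid line at 1 marks equal lengths in both conditions; broken lines are the ratios of the 2 control constructs; region 30 is highest at 1.76 and region 20 lowest at 0.771.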

The regional accessibility results from these 30 asRNA probes are consistent with evidence from previous studies^31^, validating the ability of this method to assess hybridization accessibilities in a high-throughput manner via NGS.

### Functional regions of a native sRNA ensemble revealed

To assess universal molecular features of sRNAs that contribute to accessible surfaces for in vivo interactions, we designed a large-scale INTERFACE experiment to collectively characterize accessible interfaces within a native library of 71 experimentally validated sRNAs^5,6^. taRNA region sequences were selected for in vivo accessibility probing by coupling an established biophysical model of asRNA:RNA hybridization^28^ to a machine-learning algorithm (Fig. 3a). This approach simultaneously minimizes experimental effort and maximizes information recovery regarding sRNA interfaces likely to form intermolecular interactions (assumed as highly accessible regions)^28,31^. 

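The sRNA data are paired-end reads from 3 parent strain (BW25113) cultures, each carrying the whole pooled library of probes, and the labels describe induction with 0.8% arabinose. The libraries of replicates 1, 2 and 3 held 1752563, 1363867 and 1982862 read pairs, as the authors kept them after Cutadapt trimming, BWA MEM mapping to the construct sequences, removal of chimeric and multi-mapped reads and the joining of each first read with its mate. No count of read pairs was normalized. The files name each probe by a number for its target and a number for the probe, but not by region. Of 73 target numbers, 71 are those of the sRNAs in Supplementary Data 1. Probes were placed on regions by matching recomputed accessibilities to those of Supplementary Data 2: 928 of its 970 regions were met by exactly 1 probe each, and 42 were not placed. The placed values are therefore not independent of the paper's table. As a separate check, the position of the peak between 200 and 240 nt on the construct, which moves with the length of the probe, was compared with the probe length of the placed region over 532 regions (Spearman's rho 0.633 across regions, permutation p = 0.0001, the smallest the permutations can give). The match required the removal of values from fewer than 3 read pairs or with a mean end position under 164, the only one of 32 settings tried that met every reported value, and the list of settings was composed after this one had been found. The values given here were instead computed with at least 10 read pairs per region and replicate, in at least 2 replicates, and without that removal. Mean end positions were scaled from 0 to 1 within each sRNA and replicate, averaged over replicates, and scaled again. A region that is lowest or highest in its sRNA in every replicate is therefore at 0 or 1 with an SD of 0 by construction.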

Briefly, the predicted accessibilities of ~70,000 randomly selected potential target regions (9–16 nt in length) along the 71 chosen sRNAs (Supplementary Data 1) were evaluated using an adapted version of a previously developed biophysical model (Methods)^28^. Predictions were fed to an algorithm known as sparse knowledge gradient (SpKG)^38,39^ that is capable of delivering experimental suggestions based on value-of-information analysis^40^. Ultimately, the top 1.5% of SpKG-ranked regions (~970 sequences across all 71 RNAs), fulfilling the constraints of minimal overlap and full coverage, were chosen for INTERFACE accessibility probing to obtain accessibility landscapes of the sRNA ensemble (Supplementary Data 2, Supplementary Fig. 3). 

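In the parent strain, 818 regions of 67 sRNAs had an accessibility, with a median of 228 read pairs per region and replicate. The median SD between replicates was 0.0983 on the 0 to 1 scale. Across the 749 regions with a value in every library, the accessibilities of replicates correlated with Pearson's r between 0.658 and 0.754, although regions of an sRNA share their scaling and are not independent. Accessibility was under 0.125 in 95 regions and over 0.875 in 149. The second scaling puts the lowest probe of each sRNA at 0 and the highest at 1, which fixes part of both counts in advance.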

Simulated comparisons showed that the combination of the biophysical model with SpKG reduced our experimental INTERFACE profiling efforts (Supplementary Fig. 4).

**Fig. 3:**
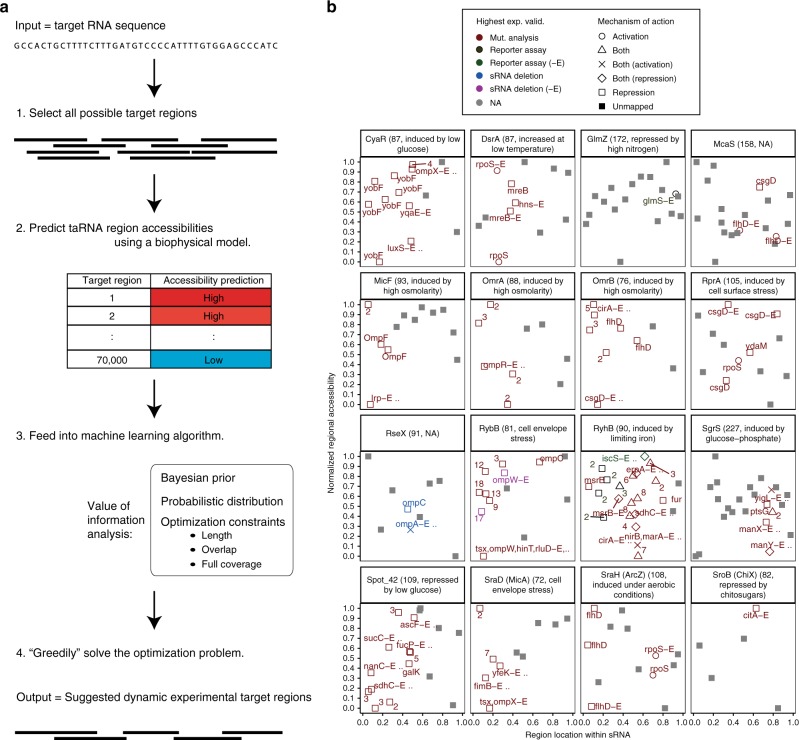
INTERFACE investigation supports identification of binding site features in an ensemble of native sRNAs. **a** Workflow for machine-learning algorithm to select for accessible interfaces. Machine-learning methodologies modified for batch use were coupled to a biophysical model to select for potentially accessible regions, a consideration previously shown important to successful interactions^12, 28^, in a large ensemble of *E*. *coli* sRNAs. Given RNA sequence only, the biophysical model predicts the accessibility of all possible regions. Regions of interest are selected via the machine learning algorithm, based on value of information analysis, to minimize experimental effort and meet specified optimization constraints. **b** The accessibility of all regions evaluated via INTERFACE, both chosen by the machine learning algorithm and deliberately designed to target previously mapped exact binding sites, are shown with respect to sRNA location for the pool of 16 well-characterized sRNAs within the ensemble (length and known stress response are indicated in the title). “-E” is listed following regions corresponding to exact mapped mRNA-binding sites that make up our exact binding site training set. The names of target mRNAs are listed beside regions that are fully contained within known binding sites (and, in the case of multiple targets, numbers corresponding to the number of mRNAs known to establish base pairs with said region). Exact binding site mRNA labels are followed by “..” if the region is also fully contained within other experimentally confirmed interactions (Supplementary Data 1). Interestingly, exact mapped binding sites tend toward the extreme thirds of accessibility and tend away from extreme 3′ positions—interactions past the first 80% of the sequence are only seen in sRNAs GlmZ, RprA, and McaS. Colors indicate the highest experimental validation (ranked as: mutational analysis, reporter assay, sRNA deletion). Shapes indicate the mechanism of sRNA regulation of mRNA expression. In the case that a region contains binding segments for multiple mRNAs, the mechanism corresponding to an exact mapped binding site is listed (“-E” in legend)

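Of the 46 exact binding regions among the probes to the 16 sRNAs, 41 had an accessibility in the parent strain. With the scale parted into 3 equal parts, 10 lay in the low part (up to 0.333), 11 in the middle part and 20 in the high part, against 18, 47 and 101 of the 166 other regions. Outside the middle part were thus 73.2% of the exact binding regions and 71.7% of the others. The exact binding regions that ended past 80% of the sRNA length were GlmZ-16 (nucleotides 150 to 169 of 172), McaS-21 (127 to 135 of 158), RprA-11 (79 to 97 of 105), SgrS-21 (168 to 187 of 227) and SraH-9 (66 to 91 of 108). The midpoint of the region was past that point in GlmZ-16, McaS-21 and RprA-11 only. Accessibility was 0.681 for GlmZ-16, 0.677 for McaS-21 and 0.925 for RprA-11.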

To apply INTERFACE to describe accessibility patterns of functional sRNA regions, we also deliberately selected ~40 regions previously mapped to sRNA:mRNA interactions in our training set of 16 well-characterized sRNAs for INTERFACE probing. These regions, termed “exact binding regions” are contiguous nucleotides previously confirmed to host interactions with specific mRNA targets (Supplementary Data 1). We hypothesized that these previously mapped binding sites would either be actively bound by a cellular target (appearing lowly accessible to INTERFACE asRNA probing) or unoccupied by a target and thus highly available for binding (appearing highly accessible to INTERFACE asRNA probing). Upon performing and analyzing results of the INTERFACE experiment, a comparison of proportions test confirmed that exact binding regions (38) (Fig. 3b) exhibited a significantly increased proportion in top 25% accessibility “extremities” (<0.125 or >0.875 on a 0–1 scale) compared to regions of these same sRNAs selected for INTERFACE probing by the machine learning algorithm only (179 regions) (*P*-value <0.1, N-1 *χ*^2^-test) (Fig. 3b). Furthermore, as expected based on prior observations^41^, most of these experimentally validated sRNA sites within our training set host mRNA interactions towards their 5′-end (Fig. 3b). 

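The proportion of regions under 0.125 or over 0.875 was 34.1% of the exact binding regions (14 of 41) and 28.9% of the other regions of the same sRNAs (48 of 166), a difference of 5.23 percentage points that did not pass the paper's threshold of 0.1 in the N-1 chi-square test (p = 0.514, two-sided). Of the 14, 6 lay at the low and 8 at the high end. As the second scaling puts the lowest and the highest probe of each sRNA at 0 and 1, part of the extreme regions is fixed in advance. The setting that moved the difference most was the median end position in place of the mean, which gave 20 of 41 against 48 of 166, or 19.9 points (p = 0.0155 in the N-1 chi-square test). The filter found by matching Supplementary Data 2, chosen after seeing the values, gave 15 of 39 against 45 of 178, or 13.2 points (p = 0.0963 in the N-1 chi-square test). For the 5.23 points, a permutation of the region labels within each sRNA gave a p of 0.846. From its comparison of proportions, the paper concludes that sites mapped to mRNA binding lie more often at the extremes of accessibility.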

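The midpoint of the exact binding regions lay at a median of 36.5% of the sRNA length from the 5′ end, against 46.2% for the other regions of the 16 sRNAs. Of the 46 exact binding regions, 31 had their midpoint in the 5′ part before the middle of the sRNA.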

The exclusion of 3′-sRNA interactions may reflect the role of the Hfq chaperone Sm-protein in binding near the 3′-end (Rho-independent terminator and poly-U tail)^42^, a model of regulation recently supported by ligation and sequencing approaches (RIL-seq)^25^.

### INTERFACE data informs computational target mRNA prediction

Based on trends in accessibility and position observed for known functional sRNA interfaces in the 16 well-characterized sRNAs (Fig. 3b), we anticipated that high-throughput INTERFACE data could support identification of functionally relevant regions within mechanistically uncharacterized sRNAs. As a proof of concept, we also identified regions exhibiting extreme accessibility in the 5′-end of well-characterized sRNAs that were excluded from our training set (e.g., IstR, MicL/RyeF, and RydC). 

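IstR-1 region 1 (nucleotides 1 to 9) was the most accessible region of its sRNA in every parent replicate, which places it at 1, and lies inside the interval mapped to tisB. RyeF region 5 (nucleotides 38 to 52 of 390) had a mean scaled value of 0.782 ± 0.108 (SD, n = 3) and an accessibility of 0.859, and RyeF region 3 (11 to 21) one of 0. MicL, probed as a separate shorter sRNA, had an accessibility of 1 in region 1 (1 to 9) and 0 in region 2 (7 to 16). RydC region 1 (nucleotides 1 to 9 of 64) had a mean scaled value of 0.969 ± 0.0270 (SD, n = 3), the highest average among the RydC regions with a value in at least 2 replicates. RyeF region 1 (1 to 9) rested on 12 or 13 read pairs per replicate and had a scaled value of 0.730 ± 0.316 (SD, n = 3), a wide spread whose cause was not tested.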

Notably, many of the selected regions align with confirmed mRNA binding sites (Supplementary Data 1, Supplementary Fig. 3). We therefore hypothesized that experimentally determined regional accessibility by INTERFACE could be coupled to computational sRNA:mRNA predictions to identify mRNA targets that are most relevant to in vivo functionality. This approach is motivated by the inability of even the best-performing computational thermodynamic prediction algorithms, such as CopraRNA and IntaRNA, to account for the intracellular environment; this shortcoming often leads to low ranking of true targets (below hundreds of predicted pairings) as well as high rankings (i.e., those within the top 10 predictions) that do not correspond to any experimentally confirmed targets^12^. To aid identification of most-likely true targets, we propose a pipeline that begins with the identification of likely functional RNA regions from INTERFACE accessibility data (Fig. 4a), based on extreme (high or low) accessibility and location in the RNA. These functional regions can then be used as guides to filter results of computational sRNA target predictions, to obtain a reduced list of computational targets (Fig. 4a, left of table). Importantly, the filtered list includes targets of any computed energy rank, as long as their predicted sRNA binding region was found to exhibit extreme accessibility in vivo by INTERFACE.

**Fig. 4:**
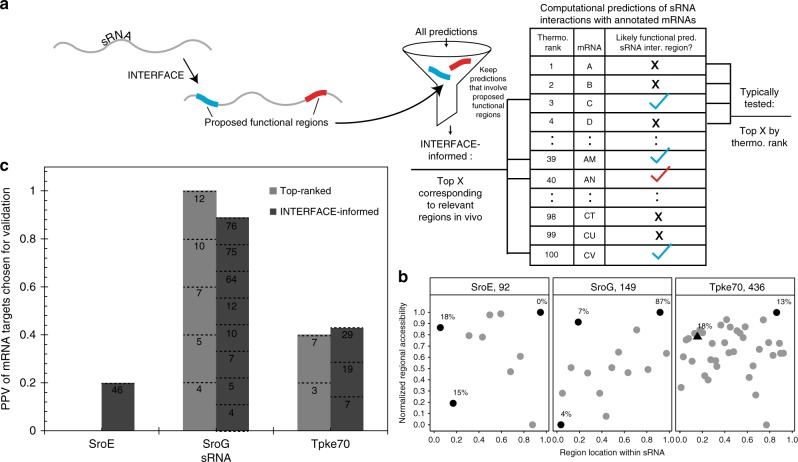
Benchmarking the use of INTERFACE for selection of “true” predicted target mRNAs of under-characterized sRNAs. **a** INTERFACE data, along with position and motif information, allows filtration of a pool of sRNA regions targeted for the selection of likely functional regions. Specifically, likely functional regions are chosen as those that exhibit accessibility values within extremes chosen for benchmarking (>0.75 or <0.25), 5′- or 3′-end position, and, in rare circumstances, the presence of a YUNR motif (see Methods). These likely functional regions can be used to inform computational mRNA target predictions for sRNAs to suggest positive binding partners (INTERFACE-informed, left of table) that may not typically be chosen for experimental validation (top-ranked, right of table) due to low energetic favorability. **b** Regional position versus accessibility for three representative uncharacterized sRNAs selected for benchmarking of computational mRNA predictions. Dark gray regions correspond to likely functional regions, chosen for their extreme accessibilities in the 5′ or 3′ 20% end of the transcript. In the case of accessibility clustering, presence of a YUNR motif is indicated by a triange. Percentages of predicted mRNA target interactions within top 100 computational predictions that involve the likely functional regions are listed beside the corresponding region. **c** Positive predictive values (PPV) of computationally predicted binding partners for three representative uncharacterized sRNAs as evaluated using EMSA. Numbers within bars correspond to the ranking (out of 100) of all confirmed mRNA interaction partners for each prediction category (INTERFACE-informed v. top-ranked). For SroE, one mRNA target from the INTERFACE-informed group (ranking 46/100 in IntaRNA predictions) was confirmed via EMSA, although none of the top-ranked IntaRNA predicted targets tested (within top 12/100) exhibit sRNA binding (Supplementary Fig. 5). For SroG, INTERFACE correctly pinpoints a region implicated in many of the top predictions (Fig. 3b), further giving confidence to these as true partners, and also pinpoints lowly ranked targets via the two proposed functional regions at the 5′-end (Fig. 3b). Finally, considerable overlap between INTERFACE-informed predictions and top-ranked tested IntaRNA predictions (within top 14/100 rank) of Tpke70 led to the confirmation of *mcrA* as a target (Table 1). Importantly, IntaRNA correctly predicts a confirmed weak target (*agaS*) to interact with a region not captured by the INTERFACE-informed group

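The accessibilities drawn here were recomputed for the parent strain. In SroE, the regions from 1 to 9, 10 to 21 and 82 to 92 of its 92 nucleotides had mean scaled values of 0.784 ± 0.108, 0.239 ± 0.193 and 0.894 ± 0.106 (SD, n = 3 each). The 10 to 21 region rested on 12 to 26 read pairs per replicate and the 82 to 92 region on 14 to 19. In SroG, the region from 1 to 9 was at 0 in replicates 1 and 3 and at 0.511 in replicate 2, so that its mean of 0.170 ± 0.295 (SD, n = 3) depends on which replicates enter, whereas the region from 22 to 34 had 0.928 ± 0.0333 (SD, n = 3). The SroG region from 129 to 144 was the highest of the sRNA in each replicate. In Tpke70, the region from 61 to 76 of 436 nucleotides had 0.727 ± 0.0858 (SD, n = 3) with at least 4098 read pairs per replicate, and that from 369 to 382 had 0.920 ± 0.139 (SD, n = 3) with 11 to 16 read pairs.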

To benchmark this approach, we first considered three representative uncharacterized sRNAs (SroE^43^, SroG^43^, and Tpke70^44^) for interaction validation by in vitro electrophoretic mobility shift assays (EMSAs) (Supplementary Data 3). These sRNAs exemplify a variety of length, hybridization profiles, and reported Hfq dependencies (Supplementary Data 1). Taking extreme accessibility and position (5′ and 3′ ends) as a signature of functional sRNA interfaces, up to three representative likely functional regions were identified for each sRNA (Methods) (Fig. 4b). Notably, we considered functional regions in the 3′ position to include sRNAs whose characterization has likely been limited by an inability to co-immunoprecipitate with Hfq (ie. Tpke70^45^). In cases in which an sRNA region’s likelihood of being a functional interface was ambiguous based on accessibilities, we paired the accessibility signature with the YUNR motif previously identified as characteristic of asRNA:RNA recognition^46^ (Methods). INTERFACE-informed mRNA targets were then selected as those within the top 100 IntaRNA mRNA target predictions^11^ whose predicted interaction relied on at least five nucleotides of the likely functional sRNA region (Methods). IntaRNA^11^ was selected for computational predictions as it offers high accuracy without requiring homology information^12^. We benchmarked INTERFACE-informed predictions against conventional methods of putative target selection for validation (e.g., selection of the top-ranked computational targets) (Fig. 4a) (Supplementary Data 3). All mRNA targets considered for experimental validation were additionally subject to in vivo expression constraints (Methods) in which we excluded mRNA candidates whose predicted sRNA binding site was not expressed in previously performed transcriptomics studies^47^.

Upon biochemical experimentation (EMSA) of predicted targets, we found that positive predictive values (PPVs) of INTERFACE-informed and top-ranked computational predictions for each sRNA are comparable, but positive mRNA targets added by INTERFACE-informed predictions are often low-ranking in IntaRNA predictions, and thus have low chances of being further considered as true targets in the absence of other experimental data (Fig. 4c, rank indicated by dotted lines). The ability of the INTERFACE-informed approach to capture computationally lowly ranked true mRNA targets is best exemplified in the case of SroG sRNA (Fig. 4c, Table 1). Specifically, in addition to the top-ranked targets suggested by IntaRNA, INTERFACE-informed selections also capture true mRNA targets ranking as low as 64/100, 75/100, and 76/100 (Fig. 4C, Table 1). Positive binding EMSAs and predicted interactions of all validated sRNA:mRNA pairs for these sRNAs are illustrated in Fig. 5. We also tested the use of INTERFACE-informed predictions to identify targets for three other under-characterized sRNAs, SroA, SroH, and Tpke11, confirming *rhtA* and *rplK* for SroA, *kbl* for SroH and three targets (*pgsA*, *prlC*, *yehU*) for Tpke11 (Supplementary Data 3 and Supplementary Fig. 5). Finally, we evaluated whether INTERFACE could identify new targets in well-characterized sRNAs by suggesting regions of extreme accessibility not already implicated in known target binding. As an example, we observed extreme accessibility in CyaR and GcvB (CyaR-13 and GcvB-21, respectively, Supplementary Data 2, Supplementary Fig. 3), which are outside of previously characterized binding regions (Supplementary Data 1). 

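CyaR-13 (nucleotides 62 to 76 of 87) had a mean scaled value of 0.980 ± 0.0286 (SD, n = 3) in the parent strain, the highest average of CyaR, on 643 to 1094 read pairs per replicate. GcvB-21 (nucleotides 182 to 195 of 205) had 0.905 ± 0.0199 (SD, n = 3), or 0.984 after the second scaling, on 95 to 108 read pairs per replicate. In both, the spread between replicates was small against the distance to the middle of the scale. The values depend on the summary of length: with the share of read pairs past the rut site in place of the mean, the accessibility was 0.787 for CyaR-13 and 0.585 for GcvB-21.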

Importantly, using these regions to inform computational predictions (Methods), we confirmed additional targets *zapC* for CyaR and *thrL* (previously validated as an in vivo target of the *Salmonella* GcvB homologue^48^) and *gadX* for GcvB (Supplementary Fig. 5, Supplementary Data 3). Interestingly, both *gadX* and GcvB are known contributors to acid resistance but their function has not previously been coupled in vivo^49^.

**Table 1:** Rank, name, and in vitro binding results for three representative uncharacterized sRNAs

Rank	mRNA	INTERFACE-informed or top-ranked?	In vitro binding?
SroE			
3	*yieH*	Top-ranked	No
5	*yeaG*	Top-ranked	No
9	*yahN*	Top-ranked	No
10	*mdtA*	Top-ranked	No
12	*creA*	Top-ranked	No
18	*arcC*	INTERFACE	No
32	*pdxY*	INTERFACE	No
38	*marC*	INTERFACE	No
46	*ligB*	INTERFACE	Yes (weak)
61	*fadH*	INTERFACE	No
SroG			
4	*cdsA*	Both	Yes
5	*cysJ*	Both	Yes
7	*yfbR*	Both	Yes
10	*yncD*	Both	Yes
12	*mepM*	Both	Yes
64	*potA*	INTERFACE	Yes
65	*dosP*	INTERFACE	No
75	*pgl*	INTERFACE	Yes
76	*fecE*	INTERFACE	Yes (weak)
Tpke70			
3	*agaS*	Top-ranked	Yes (weak)
6	*dkgB*	Both	No
7	*mcrA*	Both	Yes
12	*mdoB*	Both	No
13	*dbpA*	Both	No
14	*degS*	Both	No
19	*torT*	INTERFACE	Yes
29	*glnK*	INTERFACE	Yes

**Fig. 5:**
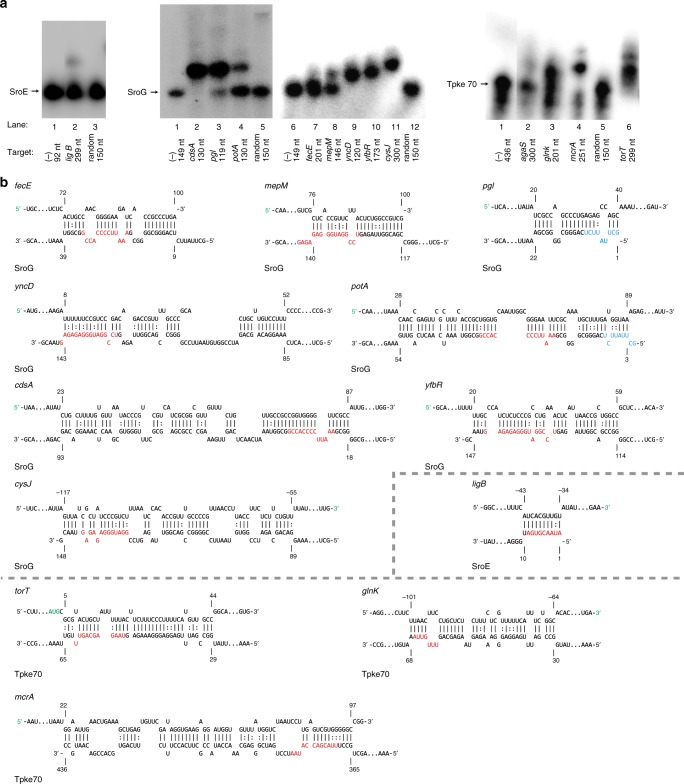
Validated sRNA:mRNA interactions support the use of INTERFACE insights to inform sRNA target predictions. **a** All positive EMSA results from the benchmarking study are pictured with respective controls (i.e., sRNA only and sRNA+ random sequence). A 1:10 molar sRNA:mRNA ratio was used in all cases. sRNA names are indicated above corresponding EMSA results, and mRNA names and lengths of representative fragments chosen for validation are indicated under each respective lane. **b** Predicted IntaRNA interactions are shown for each positive result. Likely functional regions that were selected via the pipeline for selection of “true” predicted mRNA targets of under-characterized sRNAs (Fig. 4b) are highlighted in colors corresponding to their observed accessibilities (red = high, blue = low). mRNA positions are indication, in which the 5′-UTR corresponds to negative position values relative to the start codon. Start codon positions (first nucleotide = +1) are highlighted in green

### INTERFACE uncovers regulation at the GlmY terminator

Upon analysis of sRNA profiles, we noticed a unique pattern in GlmY, in which accessibility drastically increases in the terminator region (Fig. 6a). 

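GlmY-17 (nucleotides 166 to 181 of 184) had a mean scaled value of 0.750 ± 0.168 (SD, n = 3) in the parent strain, on 178 to 229 read pairs per replicate, and GlmY-18 (174 to 184) had 0.992 ± 0.0142 (SD, n = 3) on 104 to 133. The region before them, GlmY-16, had 0.532 ± 0.255 (SD, n = 3). GlmY-18 lay above every other region of the sRNA on average. With the median end position in place of the mean, its accessibility was 0.808, so that another region was then the highest. GlmY-16, GlmY-3 and GlmY-6 were picked for comparison after their values were seen. The difference of GlmY-17 from GlmY-3 (16 to 29), at 0.683 ± 0.0893 (SD, n = 3), and from GlmY-6 (49 to 64), at 0.677 ± 0.207 (SD, n = 3), was within the spread between replicates. With the share of read pairs past the rut site in place of the mean, the accessibility of GlmY-17 was 0.352. From the high accessibility of the terminator regions, the paper proposes that they may be regulatory and tests mRNAs predicted to bind there.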

In light of the possibility of these regions being regulatory, we collected top 100 IntaRNA predictions corresponding to the full sRNA sequence based on overlap with the accessible terminator regions. We additionally evaluated predictions obtained by inputting the accessible portion of the terminator region alone as the query RNA, given our suspicion that predicted interactions involving the terminator would not be well-represented given strong terminator structures. Of seven total in vitro-tested targets, we observed strong binding of GlmY to two zinc-binding mRNAs, *add* and *yphC*^50^ (Fig. 6b); of these, one was computationally predicted using the entire GlmY sequence as the query input. Importantly, we confirmed terminator-dependent binding of these confirmed targets (Fig. 6c) via EMSAs in the presence and absence of the terminator region (Fig. 6c, Supplementary Data 3). Given that GlmY has only been implicated in sequestration of the RapZ protein^33^, this is the first report of GlmY engaging in direct RNA:RNA interaction. Notably, regulatory sRNA:mRNA base-pairing involving sRNA terminators has been observed^51,52^, but remains an uncommon mechanism in the literature. It is worth noting that we did not find any dependence on the presence of the terminator region for target binding in the cases of CyaR and GcvB, despite the fact that these newly uncovered targets were also predicted to bind terminator regions (Supplementary Fig. 5).

**Fig. 6:**
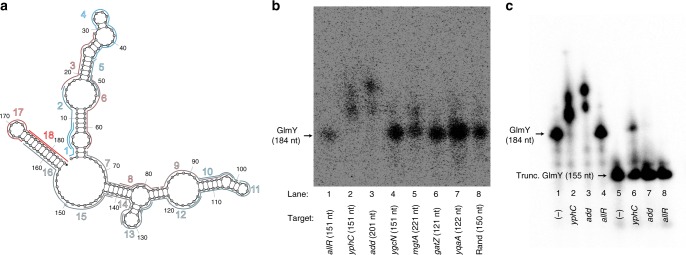
INTERFACE pinpoints mRNA regulation in the GlmY terminator region. **a** Regions 17 and 18 within the GlmY terminator exhibit drastically high accessibility compared to all other regions probed for accessibility within the sRNA. Pictured minimum free energy secondary structure was predicted via Nupack^78^. **b** Seven mRNAs were tested for interaction with GlmY based on computational predictions implicating at least five nucleotides of the accessible terminator regions in target binding. Importantly, *allR* and *yphC* were selected from IntaRNA predictions of the INTERFACE–accessible terminator sequence alone as the query RNA input. Two strong targets are observed: *yphC* and *add*. **c** Binding assays of the two confirmed strong targets as well as a negative control (*allR*) were performed with full-length GlmY as well as a truncated version, in which all nucleotides downstream of the first basepair in the terminator stem were excised. Confirmed target binding to GlmY is diminished in the absence of the terminator

### Hfq selectively impacts sRNA accessibility landscapes

The INTERFACE accessibility of all regions within the 71 sRNAs was additionally evaluated in an isogenic BW25113 Hfq-knockout strain (JW4130-1^32^) to evaluate the global impact of Hfq on regional hybridization within a library of sRNAs in their native intracellular context (Supplementary Data 2). These results were analyzed relative to the accessibility profiles of these sRNAs in the wild type strain (in the presence of Hfq). 

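The hfq knockout data are 3 libraries of the same pooled probes, with 2172773, 1670511 and 1982730 read pairs in replicates 1, 2 and 3, handled by the authors as for the parent strain and here scaled in the same way. An accessibility was obtained for 861 regions of 70 sRNAs, with a median of 225 read pairs per region and replicate and a median SD of 0.113. The libraries differed in the lengths they held: read pairs ending past position 240 made up 12.6, 22.9 and 7.02% in parent replicates 1, 2 and 3 and 2.83, 30.3 and 10.4% in knockout replicates 1, 2 and 3, which the scaling within each sRNA and replicate removes only where all probes of an sRNA shift alike. Across regions, replicates of the knockout strain correlated with Pearson's r between 0.631 and 0.830, and libraries of different strains with r between 0.340 and 0.645. For the comparison of the strains, limma was fitted to the scaled accessibilities with the replicate number as a block, as the paper's test pairs replicates, over 794 probes with at least 10 read pairs in at least 2 replicates of each strain.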

Based on earlier literature reports, the 71 sRNAs represent 39 Hfq-dependent RNAs (with less than half mechanistically well-understood), and 13 Hfq-independent RNAs, with the remainder of the sRNAs uncharacterized in terms of functional Hfq dependency (Supplementary Data 4). When comparing INTERFACE datasets derived from the *hfq*-null and *hfq*+ strains, we anticipated strongly altered sRNA regional accessibilities for sRNAs that highly depend on Hfq for target regulation. Consistent with previous reports, perturbations of accessibility (*P*-value <0.1, paired two-tailed *t*-test) were observed in distinct regions of the well-established Hfq-dependent sRNA Spot 42 (Fig. 7a) but were not seen in RybA (MntS) sRNA, which was shown not to co-immunoprecipitate with Hfq in a prior study (Fig. 7b)^53^.

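Of the 21 Spot 42 regions, 20 were placed on a probe and compared between the strains, and 12 differed at an unadjusted p under 0.05 (limma), all 12 with higher accessibility in the parent strain. The largest difference was at region 11 (nucleotides 34 to 44), with 0.970 ± 0.0263 (SD, n = 3) in the parent and 0.291 ± 0.120 (SD, n = 3) in the knockout strain. At region 14 (48 to 56) the values were 0.820 ± 0.0465 and 0.181 ± 0.0674 (SD, n = 3 each). The smallest adjusted p in Spot 42 was 0.0674 (limma with Benjamini-Hochberg adjustment). The calls depend on the scaling: with lengths in nt, only regions 8 and 11 of the 12 differed at an unadjusted p under 0.05 (limma), region 11 longer in the parent and region 8 longer in the knockout strain. Among the regions outside the 12, region 3 (-28.3 nt) and region 7 (-62.7 nt) were longer in the knockout strain (unadjusted p = 0.00512 and 6.94e-10 from limma). Those p-values in nt rest on a spread that the fit shared over probes. Region 7 had the lowest accessibility of Spot 42 in the knockout strain (0). As it was shorter in the parent, the low end of the parent scale lay lower. A lower end raises the scaled values above it, so the 12 of 12 cannot be told apart from a shift of the scale. Regions 3, 7, 11 and 14 were named after their values were seen. None of the 7 RybA regions that could be compared had an unadjusted p under 0.05 from limma, and differences ran from -0.136 to 0.113. RybA regions 9 and 10 are the lowest and the highest of that sRNA in every library and cannot differ after scaling. With at least 50 read pairs these ends drop out in the parent strain only, and a difference of -0.551 at RybA-3 then comes from the change of the ends.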

**Fig. 7:**
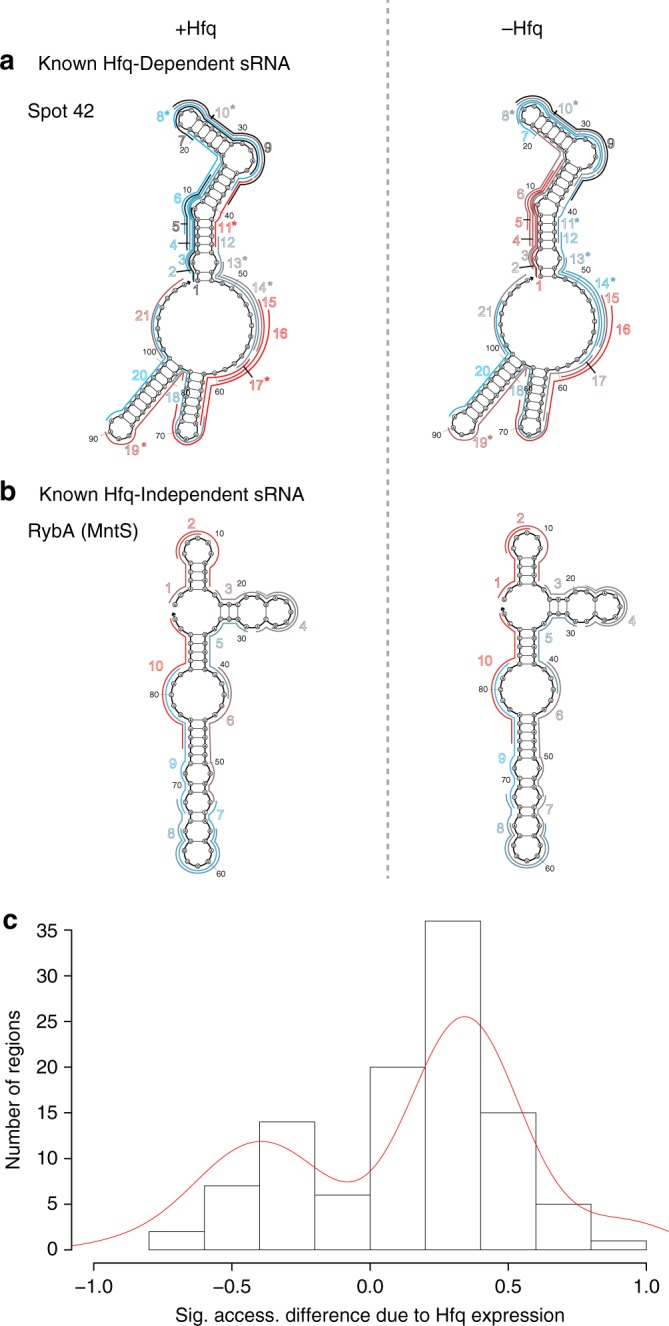
INTERFACE can distinguish sRNA accessibility changes attributed to presence of a pleiotrophic RNA regulator. **a** INTERFACE is sensitive to Hfq dependency, as shown by changes in accessibility landscapes in a strongly Hfq-dependent sRNA (Supplementary Data 4) Spot 42 between the parent strain (+Hfq) and an isogenic Δ*hfq* strain (−Hfq). Accessibility differences significant to *P*-value <0.1 in a paired two-tailed *t*-test are indicated by asterisks. **b** In contrast, no significant changes are observed for RybA, an sRNA believed to be Hfq-independent due to its inability to co-immunoprecipitate with Hfq in prior studies (Supplementary Data 4). The level of accessibility per region is indicated according to color (blue = low, gray = mid, red = high). **c** INTERFACE supports an accessibility-increasing role of Hfq in sRNAs, indicated by the skew of accessibility difference upon presence of Hfq relative to the absence of Hfq (parent – Δ*hfq*) to the right for all significant differences (*P*-value <0.05, two-tailed *t*-test) within the entire sRNA ensemble (106 regions)

In light of the observed sensitivity of INTERFACE to Hfq-associated accessibility landscape changes, we propose a binary INTERFACE-derived Hfq dependency for all sRNAs under investigation, classifying 46 as Hfq-dependent due to significant variation in their ability to hybridize with cognate asRNA probes, *P*-value <0.05 for paired two-tailed *t*-test, in at least one region in the absence of Hfq. 

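At least 1 region with an unadjusted p under 0.05 (limma) was found in 57 of the 71 sRNAs, in 12 of them a single region and in 45 of them 2 or more. An sRNA with more tested regions has more chances of such a region. The number of sRNAs expected to have 1 with nothing changed was not computed. No region passed an adjusted p of 0.05, and the smallest adjusted p was 0.0674; with no replicate block in the fit, 49 did. In simulated data with no region changed, the same fit gave 56 of the 794 tested probes an unadjusted p under 0.05, against 188 found. The simulation drew each region independently and without the scaling within an sRNA. It therefore holds no shift of the scale ends, which moves the regions of an sRNA together, and the 56 is no baseline for such shifts. The setting that moved the number of sRNAs most was the transcript length in nt without scaling, with 43. With the paper's test on each region alone, 48 sRNAs had such a region. From such regions, the paper proposes a binary Hfq dependency for each sRNA.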

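The 188 probes that differed between the strains at an unadjusted p under 0.05 (limma) comprised 121 with higher accessibility in the hfq+ strain and 67 with lower, or 64.4% higher and a ratio of 1.81. Of all tested probes, 59.7% were higher in that strain. The 64.4% differs from an even split (two-sided binomial test over 188 probes, p = 0.00010), with the limit that regions of an sRNA share their scaling and are not independent. Over the settings tried, the share ran from 60.3% without replicate 3 to 78.0% with lengths in nt without scaling, where 77.4% of all tested probes were higher in that strain. With the share of read pairs past the rut site, the changed probes (62.0%) lay below all tested probes (63.8%). The share was 62.1% with the paper's test on each region alone and 74.3% without replicate 2. Among regions with the same direction in all 3 pairs of replicates, the smallest p belonged to DsrA-4 (nucleotides 15 to 30), with a difference of -0.781 (SE 0.0417), SraD-4 (6 to 31), -0.745 (SE 0.0459), and FnrS-7 (64 to 72), 0.769 (SE 0.0534), each with an adjusted p of 0.0674 from limma.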

Within this group (106 regions), there was a clear positive skew of hybridization changes in *the hfq+* strain relative to the *hfq*-null mutant (~2-fold) (Fig. 7c), supporting the previously proposed structure-relaxing Hfq RNA chaperone mechanism^54–56^. It is likely that INTERFACE is sensitive to structural rearrangements that can be attributed to the presence of Hfq in vivo. Furthermore, as seen within native RNA:RNA interactions, some INTERFACE asRNA:target interactions may also be facilitated by Hfq. For example, absent Hfq, it is interesting to note a significant decrease of accessibility in GlmY terminator (GlmY-17, Supplementary Data 2), suggesting Hfq may facilitate terminator-involving GlmY:mRNA interactions in vivo, both with the INTERFACE probe and the actual mRNA target. 

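In the knockout strain, GlmY-17 had a mean scaled value of 0.593 ± 0.127 (SD, n = 3), below the parent value by 0.157 (SE 0.0488) and lower in 3 of 3 pairs of replicates. The unadjusted p was 0.0413 and the adjusted p 0.190 (limma). Under 10 of the other settings tried, including each fit without a replicate, the unadjusted p of GlmY-17 was above 0.05. GlmY-18 had 0.946 ± 0.0933 (SD, n = 3), which did not differ from the parent strain (adjusted p = 0.625 from limma).

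**Figure D2:**
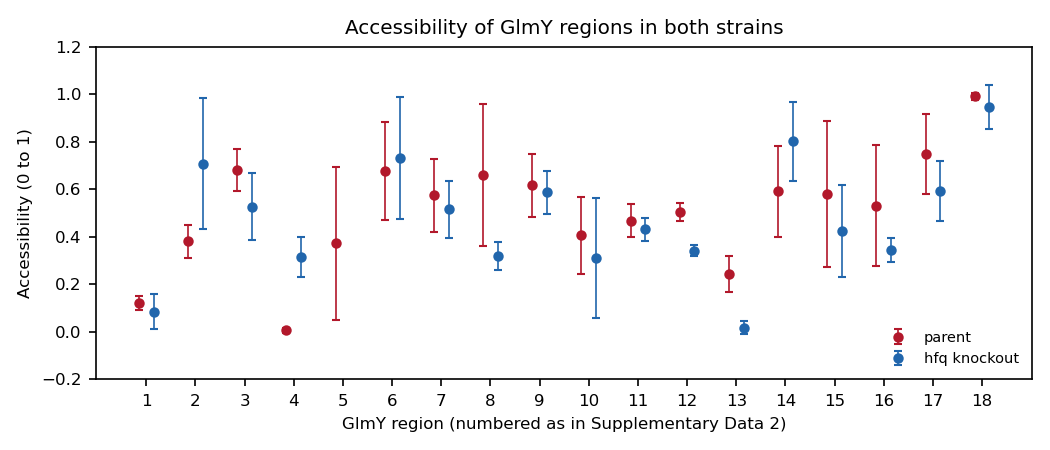
Accessibility (0 to 1 within the sRNA) of the GlmY regions, numbered along the horizontal axis as in Supplementary Data 2, in the parent strain (red) and the hfq knockout strain (blue). Points are means and bars the SD of up to 3 replicates; region 17 is at 0.750 in the parent and 0.593 in the knockout strain.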

Although many sRNAs probed in this work exhibit Hfq-dependent hybridization patterns, many others show no hybridization landscape changes due to Hfq absence, suggesting that their RNA-binding activity is independent from Hfq under tested conditions. Supplementary Data 4 combines our INTERACE-inferred Hfq dependencies with corresponding experimental confirmations reported in the literature and also includes other information related to Hfq dependency, e.g., sRNA class (I or II)^57^, ProQ protein associations^16^, etc. Notably, INTERFACE-based classification is consistent with 31 of 52 sRNAs whose Hfq association (or lack thereof) has been previously experimentally characterized (Supplementary Data 4).

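Of the 52 sRNAs with a reported Hfq association or lack of it, 37 fell in the same class here, by the rule of at least 1 region with an unadjusted p under 0.05 from limma. Such a region was found in 34 of the 39 sRNAs reported as dependent and in 10 of the 13 reported as independent, so that most sRNAs of either kind had one. How many would have such a region with nothing changed was not computed.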

## Discussion

In this work, we detail the design and validation of INTERFACE, a synthetic transcription elongation-based reporter system that supports simultaneous in vivo sensing of accessible interfaces within an ensemble of user-defined RNA regions via RNA-seq. INTERFACE enables determination of the “accessosome” which, in contrast to the “interactome”^23–25^ and “structurome,”^26^ is a measure of the functionality, i.e., the capacity to interact, of a large number of regions in the transcriptome (Fig. 8).

**Fig. 8:**
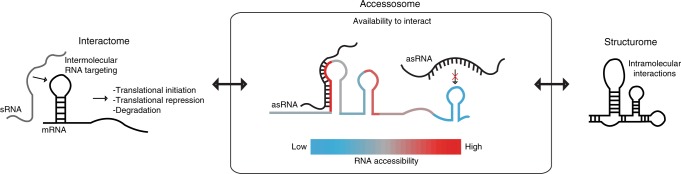
INTERFACE sits at the core of the structure–function relationship. By sensing functional hybridization differences attributed to both in vivo interactions (interactome, left) and secondary structure (structurome, right), the accessosome offered by INTERFACE sits at the core of the structure–function relationship

Overall, we demonstrate that INTERFACE can support further mechanistic understanding of regulatory RNA networks by: (i) capturing hybridization-based dependencies on intracellular regulatory factors, (ii) pinpointing sites capable of creating RNA:RNA interactions, and (iii) identifying regions that can be involved in mRNA targeting for uncharacterized (and even well-characterized RNAs) to propose novel RNA regulatory potential. Collectively, these findings demonstrate the advantage of obtaining large-scale in vivo accessibility data to complement computational prediction algorithms that aim at uncovering in vivo RNA:RNA interactions. This approach is a viable high-throughput alternative to effective but lower throughput experimentation that is typically necessary to inform computational predictions (e.g., co-immunoprecipitation approaches)^58^ for groups of sRNAs that cannot be analyzed via recently developed high-throughput techniques (RIL-seq^25^, CLASH^24^, or modified CLASH^23^) due to low expression or functional independence from chaperone or degradation proteins.

Interestingly, the target repertoire of some of the studied sRNAs suggests that they may have important roles in stress responses such as metal ion binding and transport (SroG targets *yncD*, *mepM*, and *fecE*), and DNA ligation (SroE target *ligB*)^50^. These results suggest that INTERFACE may be valuable in revealing new stress-responsive sRNA networks. The ability of INTERFACE in revealing novel regulation is further exemplified in GlmY, whose high-terminator accessibility prompted the in vitro validation of two novel mRNA binding partners (RNAs coding for Zn-binding proteins:^50^ *add* and *yphC*) that depend on the terminator sequence of GlmY for interactions. To date, sRNA terminator activity has been seen only in rare instances; for example, *chb* mRNA antagonizes the ChiX:*chiP* sRNA:mRNA interaction by pairing with the ChiX terminator, decreasing ChiX levels and activity^52^. Furthermore, rare RprA regulation of *csgD* relies on three distinct regions, one of which is in the terminator; however, mutation to the terminator region alone does not affect in vivo target repression^51^. It is not clear whether these antisense GlmY-TER:mRNA interactions detected by INTERFACE represent an mRNA feedback, or whether the terminators, like other RNA stem-loops, are capable of initiating antisense pairing and regulation.

INTERFACE may also offer insights into sRNA:mRNA binding initiation, as supported by its sensitivity to very subtle shifts in the target region window. Specifically, regions contained within previously mapped mRNA-binding sites sometimes have vastly different accessibilities than regions with slightly different indices; for example, the DsrA:*rpoS* mapped binding site (23 nt) has relatively high-normalized accessibility (>0.9, region 3) compared to a 16 nt stretch completely contained within this mapped site (zero accessibility, region 4) (Fig. 3b, Supplementary Fig. 3). 

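DsrA-3 (nucleotides 10 to 32 of 87), which spans the rpoS site, had an accessibility of 0.934 ± 0.0435 (SD, n = 3) in the parent strain on 738 to 825 read pairs per replicate. DsrA-4 (15 to 30) was the lowest of the DsrA regions in each of the 3 replicates and hence at 0, on 368 to 503 read pairs. In the knockout strain, DsrA-3 had 0.786 ± 0.0487 and DsrA-4 0.781 ± 0.0310 (SD, n = 3 each), so that the difference between the overlapping regions was larger than the spread between replicates in the parent strain and within it in the knockout strain; whether that difference itself changed between strains was not tested.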

As the contained region lacks five nucleotides within the 5′ loop of the mapped site, it appears that INTERFACE may be sensitive to structural features of binding sites such as native toeholds, or seed regions that support RNA unfolding when targeted^11,36^. 

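RprA-5 (nucleotides 28 to 45 of 105), the csgD site, had a mean scaled value of 0.915 ± 0.147 (SD, n = 3) in the parent strain, on 603 to 611 read pairs per replicate. RprA-6 (30 to 39), which lies inside it, had 0.0855 ± 0.0927 (SD, n = 3) on 57 to 69 read pairs. The values of RprA-5 lay above those of RprA-6 in each of the 3 replicates. The order depends on the summary of length: with the share of read pairs past the rut site in place of the mean, the accessibility was 0.215 for RprA-5 and 0.395 for RprA-6.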

Another example of this phenomenon is seen with the *csgD* binding site within RprA (Fig. 3b, *cf*. regions 5 and 6) (Supplementary Fig. 3). These observations speak to the importance of probing the full length of mapped binding sites, or, if such sites are unknown, increasing the sample space by interrogating overlapping or partially redundant stretches with representative lengths (e.g., the average length of known sRNA:mRNA interaction sites, or guided by free energy considerations).

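Among the sRNAs with at least 1 region changed between the strains at an unadjusted p under 0.05 from limma, 20 were reported as independent of Hfq or had no reported class.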

Further, approximately two-thirds of all sRNAs analyzed herein by INTERFACE show a pattern of Hfq-dependence for hybridization, including a handful reported as Hfq-independent or previously uncharacterized (18 sRNAs) (Supplementary Data 4). Within this subset of sRNAs, our results support prior mechanistic observations of Hfq acting as a chaperone to selectively rearrange the RNA to increase favorability of some sRNA:mRNA interactions (Fig. 7c), likely via unfolding^15^. Interestingly, no consistent magnitude or direction of accessibility shifts between the *hfq*-null and *hfq+* strains was observed within distinct sRNA regions known to establish direct interaction with Hfq sites (Supplementary Data 1). These data are further consistent with the aforementioned model in which Hfq binds sRNAs at a few characteristic short motifs without occluding the base-pairing surface^42^. Furthermore, and contrary to general acceptance^3^, many *cis*-encoded sRNAs (ten) also have accessibility landscapes that are affected by Hfq deletion (Supp. Table 4), suggesting either that they are affected indirectly or that Hfq has a less discriminatory scope of regulation, as has been suggested of the ProQ chaperone^59^. In contrast, several sRNAs were shown to be completely functionally independent of Hfq (23 sRNAs, Supplementary Data 4). 

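In the 23 sRNAs with a tested region on a reported Hfq contact site (overlap of at least 5 nt), 25 of the 91 regions on a site differed between the strains at an unadjusted p under 0.05 from limma, 20 of them higher and 5 lower in the hfq+ strain. Off the sites, 53 of 211 regions differed, 43 higher and 10 lower. The shares of 27.5% and 25.1% were not distinguishable (two-sided Fisher's exact test, p = 0.670). The median difference was 0.0722 on the sites, with a range from -0.550 to 0.599, and 0.0995 off them, with a range from -0.781 to 0.679.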

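All 14 sRNAs that Supplementary Data 4 lists as cis-encoded had at least 1 region changed at an unadjusted p under 0.05 from limma, none of them at an adjusted p under 0.05. How many of the 14 would have such a region with nothing changed was not computed.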

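No region at an unadjusted p under 0.05 from limma was found in 14 sRNAs, of which 4 had no region with enough read pairs in both strains to be tested. For those 4 the absence of a changed region says nothing about dependence.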

For some of these sRNAs, this independence may be attributed to the environmental conditions under which probing was performed, as Hfq availability is limited^13,14^. For others, it is possible that they are regulated via other chaperone proteins besides Hfq, such as FinO domain-containing or cold shock proteins^14^. To this end, investigating protein associations of sRNAs that appear unaffected by Hfq may prove informative.

We anticipate the utility of INTERFACE in characterizing unique hybridization behaviors of other distinct classes of RNAs (tRNAs, mRNAs, etc.) as well as investigating hybridization changes in response to various environmental conditions to support identification of stress responsive regulatory RNAs and associated functional regions. More broadly, given that INTERFACE mostly exploits formation and disruption of Watson-Crick base pairing, we foresee that INTERFACE will support investigation of RNA function in other organisms in vivo, pending appropriate replacement of the anti-termination (AT) mechanism. Importantly, TnaC peptides have been identified in species of many pathogenically relevant bacterial genera (e.g., *Vibrio*, *Yersinia*, *Shigella*)^60^, suggesting that they share similar ribosomal stalling-based AT mechanisms with *E*. *coli*. Furthermore, as eukaryotic RNA polymerases have been shown sensitive to hairpin terminators in vitro^61,62^, an adaptation in which the stability of the hairpin structure is determined by the extent of asRNA binding to its target region could be viable for use in higher organisms. Combining high-throughput information about regulatory RNA regions, intracellular factor dependency, and environment-associated activity within a multitude of RNAs may be key to the design of synthetic antisense RNA or other regulatory molecules.

## Methods

### Plasmids and strains

Three different *E*. *coli* strains were used in this work: K-12 MG1655 for the experiments performed via overexpression of the gI intron to establish the technique, BW25113 (Keio collection parent strain^32^) and the Hfq-deficient isogenic strain (JW4130-1Δ*hfq* from the Keio collection^32^) for experiments performed to characterize accessible interfaces in native RNAs. The Hfq-deficient strain was cured of a kanamycin resistance gene cassette following a FLP recombination protocol^32^ and the resistance deletion was confirmed via genomic PCR. Two main plasmids were constructed from iRS^3^GG and modified iRS^3^GG (modified for targeting native RNAs) plasmids, published previously^28^, for this work: Overexpression-INTERFACE (O-INTERFACE, for overexpressed taRNAs) and INTERFACE (for native taRNAs), respectively (plasmid maps in Supplementary Fig. 1A and 1B; annotated plasmid sequences in Supplementary Data 5 and 6, respectively). These plasmid constructs mainly differ from their corresponding parent plasmids in containing (1) an adaptor, containing *tnaC* and a *rut* site, and (2) a truncated version of a (GFP) reporter gene in which start and stop codons have been preserved to allow for transcript size characterizations.

### Estimation of binding potential using a biophysical model

In order to efficiently design asRNA probes for 71 sRNAs, we employed, in combination with a machine learning algorithm (described below), an un-optimized version of a model previously reported^28^ to explain hybridization efficacy, *ν*, as follows:

1 $$\upsilon = \bar \theta \left( {{\mathrm{\Delta }}G_{{\rm tf}} - {\mathrm{\Delta }}G_{{\rm asT}}} \right) + {\mathrm{\Delta }}G_{{\rm asF}}.$$

In this model, the Δ*G* terms represent the free energies which must be considered for the interaction of the target region with the reporter probe, in which subscripts “tf,” “asT,” and “asF” represent target unfolding, binding between the asRNA and target, and the asRNA reporter probe unfolding, respectively. This model also includes a pseudo-frequency factor ($${\bar{\mathrm \theta }}$$) to account for the global ensemble of structures within the target region. This term is evaluated at a regional level and is thus calculated as the summation of each nucleotide’s local unpaired probability over the length of the target region, as estimated by base-pairing probabilities, using the “AllSub” subroutine in the RNA-structure webserver^63–65^.

### Machine learning algorithm

To optimally select for accessible regions in 71 experimentally confirmed bacterial small RNAs in *E*. *coli*, we adapted a machine-learning algorithm called sparse knowledge gradient (SpKG)^38,39^ to a weighted set cover problem. The SpKG algorithm is developed to solve the sequential ranking and selection problem, in which, at each iteration, one or several experimental suggestions are provided based on value-of-information analysis by taking into account the new observations (biophysical model predictions). SpKG can be used to adaptively select the targeted regions within a large molecule to identify which regions are more amenable to establish interactions with other molecules^66^. By adapting the SpKG algorithm to a weighted set cover problem, we attempt to maximize the value of information of all suggested probes under the constraints of (i) full taRNA regional coverage of each sRNA molecule and (ii) minimum overlap between suggested probes. In this way, this work is the first demonstration of applying SpKG in a batch setting (as opposed to a sequential setting).

In the following, we provide the mathematical formulation of the problem. For any RNA molecule with length *L*, suppose there are *n* potential taRNA regions with the length specification (9–16 nucleotides). Let [*i*_1_,*j*_1_],[*i*_2_,*j*_2_],…,[*i*_1*n*_,*j*_*n*_] be intervals on [1,*L*] that denote these *n* potential target regions. Let *x*_1_,*x*_2_,…,*x*_*n*_∈{0.1} be binary variables that denote either the *k*th target region is selected or not. We use *v*_*k*_, *k* = 1,…,*n* to represent the knowledge gradient value of the *k*th target region. These values can be computed via the SpKG algorithm^38^. Our optimization problem can be written as

2 $${\mathrm{max}}\left( {\mathop {\sum }\limits_{k = 1}^n v_kx_k - \lambda \mathop {\sum }\limits_{k = 1}^n x_k} \right).$$

$${\hskip93pt}{\mathrm{s}}.{\mathrm{t}}.\mathop { \cup }\limits_{\left\{ {k:x_k = 1} \right\}} \left[ {i_k,j_k} \right] = \left[ {1,L} \right].$$

$$x_k \in \left\{ {0,1} \right\}{\mathrm{for}}\,{\mathrm{all}}\,k = 1, \ldots ,n.$$

Here *λ* is a tunable parameter that penalizes the number of target regions selected to minimize overlapping. As described, this optimization problem is a weighted set cover problem, contained within Karp’s 21 NP–complete problems^67^, and cannot be solved in polynomial time. In order to solve it efficiently, we use a Greedy algorithm^68^ to approximate a solution.

Algorithm:

1. $${C} \leftarrow \emptyset ,{\mathrm{I}} \leftarrow \emptyset .$$ (Here *C* is the set of nucleotides covered so far; I is the set of index for the selected targeting regions.)
2. While $${C} \ne \left[ {1,L} \right]$$ do
  - for all *k *∉ I, let $$\alpha _k = \frac{{\lambda - v_k}}{{\left| {\left[ {i_k,j_k} \right] - C} \right|}}$$
  - choose $$k^ \ast = {\mathrm{argmin}}\,\alpha _k$$
  - update *C* ← *C* ∪ [*i*_*k*_,*j*_*k*_], I ← I∪{k^*^}.
3. Output.

### Computational simulations to test for algorithm performance

To quantify the performance of this algorithm in synthetic simulations, we compare it with two comparatively naive algorithms for designing aRNA probes—exploration and exploitation. The exploration (uniform) algorithm selects random taRNA regions with a uniform length of 12 nt for each RNA molecule. The exploitation algorithm selects target regions using the aforementioned biophysical model with identical coverage and overlap constraints as the SpKG algorithm, but without any machine learning optimization. In these controlled synthetic simulations, we sample the “true” accessibility coefficients from a stochastic process. Taking into account simulated noise of each experiment, we then normally sample the observations from the three sets of target regions generated using the SpKG, exploration (uniform), and exploitation algorithms. For each set of suggested target regions, we consider a metric called experimental effort to estimate “how close” we are in terms of identifying the most accessible target region in a given number of simulation iterations (Supplementary Fig. 4). In this case, the metric considers, for each sRNA, the difference between the observed maximum accessibility and the “true” accessibility of the optimal region (expected to exhibit the highest accessibility in the molecule) chosen by each respective algorithm. The experimental effort for each algorithm is rescaled from zero to one.

### Synthesis of constructs

All probes were inserted into one of two INTERFACE plasmids for hybridization evaluation of regions within an overexpressed gI intron taRNA (O-INTERFACE) or a native taRNA (INTERFACE), via golden gate (GG) cloning^28^. Specifically, 30 designed probes targeting the gI intron were cloned into the O-INTERFACE plasmid. Additionally, five previously designed^31^ probes (original-4, 6, 7, 9, and 10) were introduced into both the O-INTERFACE plasmid and a corresponding modified plasmid lacking the elongation switch completely (Fig. 3b). For the synthesis of the >900-probe library (sRtar) targeting 71 sRNAs in *E*. *coli*, a high-throughput version of GG cloning was employed, in which up to 10 sets of separately annealed primers were combined for cloning into the INTERFACE plasmid. Cloning for INTERFACE plasmid libraries targeting regions within DsrA or RyhB was done separately, similarly in high-throughput fashion. A “no interaction” probe (a randomized 15-mer tested for minimum complementarity to genome in *E*. *coli*) was incorporated into both INTERFACE constructs to generate the sequestered RBS control^69^. For the free RBS control only, a randomized RSE was introduced to the sequestered RBS control via Gibson assembly to prevent formation of the stem-loop that serves to block the RBS^69^.

All INTERFACE constructs, including ~100 sRtar DNA library pools, were transformed initially into *E*. *coli* electro-competent cells (Turbo, NEB) and, upon plasmid extraction, into the appropriate experimental strain. Each LB-agar plate containing the sRtar library (~100 plates) was supplemented with small LB volumes and thoroughly scraped using cell spreaders. The resulting combined cell mass was recovered for 1.5 h at 37 °C and stored at −80 °C upon supplementation with 30% (v/v) glycerol for a final 15% (v/v) glycerolized culture. INTERFACE strain libraries containing DsrA and RyhB-specific asRNA probes were stored separately.

For strain confirmation, each O-INTERFACE or control INTERFACE plasmid was individually sequenced upon plasmid extraction from the relevant experimental strain (K-12 MG1655). 

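With at least 10 read pairs in at least 2 of the 3 replicates, probes for 825 of 970 regions (85.1%, 95% Wilson interval 82.7 to 87.2%) were detected in the parent strain and 869 (89.6%, interval 87.5 to 91.4%) in the hfq knockout strain. With at least 1 read pair in at least 2 replicates, 96.8% and 97.9% were detected, and with 1 read pair in any replicate 98.7% and 99.2%. The intervals cover counting error only.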

For the sRtar library, strain diversity was confirmed by sequencing randomly selected subsets of colonies per plate (>60 total). sRtar library diversity was further supported by RNA-seq analysis, allowing confirmation of >95 and >98% of clones for parent and Δ*hfq* strains, respectively. The inability to confirm a small percentage of clones was likely due to limited sequencing depth. All synthesized constructs with their corresponding probe sequence, taRNA, and primers used are listed in Supplementary Data 7.

### INTERFACE experiments

INTERFACE experiments were performed following a previously reported protocol for a related low-throughput regional hybridization quantifying system, in which GFP fluorescence is the system output^31,69^. For the experiments using the O-INTERFACE plasmid to validate the system, we prepared individual overnight cultures (biologically independent samples) for each construct. Equal parts of each resulting culture were combined and seeded into 40 mL of LB to comprise 1% of total volume. Cell cultures were grown in triplicate under four different induction conditions (*N* = 12): (1) no anhydrotetracycline (aTc), no arabinose (ara); (2) 20 μL of aTc (final concentration: 100 ng/μL), no ara; (3) no aTc, 800 μL of 20% ara (final concentration: 0.8%) and (4) 20 μL aTc, 800 μL 20% ara.

For the experiment intended to characterize native taRNAs (INTERFACE plasmid), 100 mL of LB were seeded with 600 μL of the sRtar library directly from gradually thawed freezer stocks in triplicates. Control probes were seeded into these triplicates cultures separately as follows (1) 400 μL free RBS (from an overnight culture), (2) 400 μL sequestered RBS (from an overnight culture), and (3) 400 μL each of the libraries of probes targeting DsrA and RyhB (from individually stored freezer stocks). Kanamycin was added to all cultures to obtain a final concentration of 50 μg/mL. Samples were grown in triplicate under two induction conditions (no ara and 2 mL of 20% ara), and in two separate strains (parent and Δ*hfq*) for a total of twelve samples. Samples were induced 1–1.5 h post seeding (OD ~0.2–0.3), recovered 5 h post induction (OD ~0.5–0.7), and immediately processed for total RNA extraction.

### Total RNA extraction

RNA extractions were performed according to established techniques (see Supplementary Materials and Methods).

### Synthesis of DNA libraries for next generation sequencing

Following RNA extraction, and in preparation for RNA-seq, we used the NEBNext Multiplex Small RNA Library Prep set for Illumina (NEB E7330) to prepare the DNA libraries. The RNA Fragmentation step was omitted to guarantee that each 5′-read and 3′-read from RNA-seq could be reliably assumed as the true starts and ends, respectively, of the corresponding transcripts. The protocol provided for preparation of DNA libraries by the supplier (NEB) was followed with a few adaptions. Briefly, a 1:2 dilution of the 3′ SR adaptor for Illumina was ligated overnight (18 h at 16 °C) using between 0.5 μg and 1 μg of non-fragmented RNA as the starting material. Next, the SR RT Primer for Illumina was annealed to the 3′ adaptor ligated RNA samples and then the 5′ SR adaptor for Illumina was ligated (1 h at 25 °C). Subsequently, a reverse transcription reaction was performed (60 min at 50 °C) to obtain cDNA, which was immediately enriched via a standard PCR amplification as recommended by the supplier with a modified extension time of 1 min per cycle instead of 15 s for a total of 15 cycles. The resulting DNA was purified using the AMPure Bead XP system and a magnetic rack in at least two wash cycles with freshly prepared 80% ethanol.

### Illumina sequencing of DNA libraries

DNA libraries were submitted to the GSAF core facility (UT Austin) for sequencing. The samples were analyzed for their size distribution using a bioanalyzer (Agilent). To enrich for the transcripts of interest (INTERFACE plasmid transcripts), in the case of the sRNA experiment, and enhance mapping depth of every single probe, the GSAF facilities performed a Pippin Prep (Sage Science) preferentially selecting for transcript sizes between 120 (exact length of *tnaC* sequence) and 310 nt (observed maximum size). Finally, DNA libraries were prepared for RNA-seq using standard Illumina kits and were run using a NextSeq equipment in a 75 × 2 paired-end scheme.

### Computational processing pipeline of sequencing results

The computational pipeline used to process the RNA-seq results includes the following steps: (1) performing a quality check on base sequencing quality using fastqc, a program offering analysis on attainment of passing quality scores http://www.bioinformatics.babraham.ac.uk/projects/fastqc, (2) using CUTADAPT^70^ to trim adaptor sequences despite low adaptor contamination (<0.5%), (3) creating a reference genome for unique samples of interest. For the gI intron experiments, the reference genome consisted of 30 O-INTERFACE transcripts corresponding to target regions outlined in Fig. 2 (plTetO-asRNA probe-RSE-RBS-ES-RER), 10 O-INTERFACE transcripts corresponding to 5 previously investigated gI intron regions^31^ (with and without the adaptor sequence), as well as 2 control O-INTERFACE sequences corresponding to the sequestered- and free-RBS controls (plTetO-asRNA random asRNA-RSE or mutated RSE, respectively,-RBS-ES-RER). For the sRNA accessibility experiment, the reference genome was comprised of INTERFACE transcripts targeting all sRNA regions in Supplementary Data 2 and 45 regions targeting CsrB and glutamate tRNA (pBAD-asRNA probe-RSE-RBS-ES-RER) (Supplementary Data 7), the sequence of each taRNA and Hfq, as well as sequestered- and free-RBS controls (pBAD-random asRNA-RSE or mutated RSE, respectively,-RBS-ES-RER) as the “reference genome.” Step (4) consisted of mapping the RNA-seq reads using BWA MEM for paired-end sequences and, importantly, for the sRNA probing library, excluding all “chimeric” (SA tag) and multi-mapped reads (XA tag). In step (5), resulting sam files were converted to bam using SAMtools^71^ and subsequently to a more manageable bed file using BEDTools^72^. The next step (6) exploited awk to develop a script to filter for the R1 reads that contained at least 7 nucleotides of the asRNA probe sequence, and, in the last step, (7), R2 reads corresponding to R1 reads were obtained using their unique identifier (contingent on R1 and R2 reads mapping to the same INTERFACE sequence) and the Linux command “join.”

### Calculation of relative accessibility

A Python code was used to generate a file containing a summary of the number of reads per end position within each unique INTERFACE sequence provided for mapping. The transcript length with respect to each target region was calculated as the number of nucleotides between the observed transcription start site (TSS) for each promoter (consistent with the TSS reported in the literature for pBAD^73^ and plTetO^74^) and the transcription end site, both obtained from the RNA-seq results processed following the procedure described above. To calculate relative accessibility, Python was used to calculate the weighted averages of the read length per probe. In the case of experiments probing the gI intron, a baseline (85 nt) was calculated as the minimum O-INTERFACE transcript size and subtracted from each transcript length weighted average. Next, relative accessibility per probe was estimated as the ratio of the adjusted weighted average in the presence of the taRNA (double induction: aTc and ara) to the adjusted weighted average of the transcript length in the absence of any induction. In contrast, for the sRNA experiment, the relative accessibility was calculated utilizing only the weighted average of the transcript length in the presence of the INTERFACE transcript, as the taRNA is natively present. This weighted average of the transcript length was similarly adjusted by a baseline (164 nt) then linearly normalized between 0 and 1 within each sRNA molecule for each replicate to obtain a “raw accessibility” per region and replicate. This was done to discern the hybridization landscape while controlling for transcript abundance and other inconsistencies between strains. Reported accessibilities are average raw accessibility values, linearly normalized within each sRNA for production of figures and tables.

### Proposing Hfq-dependency class from accessibility changes

The differences in relative accessibility between parent and Hfq-deficient strains were calculated for every region targeted in this study. sRNAs that exhibited any significant differences (*P*-value <0.05, paired-sample two-tailed *t*-test) in normalized accessibility replicates between the two strains were categorized as Hfq-dependent.

### Statistical analyses

Reported accessibility values were calculated as detailed in “Calculation of relative accessibility.” Standard errors (listed in Supplementary Data 2) were calculated for raw accessibilities and propagated through the second normalization (*n* = 3 except when limited by sequencing depth, as indicated in Supplementary Data 2). Accessibility comparisons of sRNA regions between parent and Hfq-deficient strains were performed via paired-sample two-tailed *t*-test (DOF = 2 except when limited by sequencing depth, as indicated in Supplementary Data 2) on normalized accessibility  replicates, with stated *P*-values. Comparison of proportions test was performed using an N-1 *χ*^2^-test on all reported accessibilities within “extremes” (>0.875, <0.125) (mapped, DOF = 38, v. unmapped binding sites, DOF = 187) to significance of *P*-value <0.1.

### Proposing novel regulatory regions in sRNA

Molecular features of regulatory regions within well-characterized sRNAs, specifically (i) location and (ii) average normalized accessibility (>0.75, <0.25) were used as criteria to identify potential regulatory regions in five under-characterized sRNA based on aforementioned observed features in mapped binding sites. Specifically, for the three uncharacterized sRNAs whose predicted mRNA targets were benchmarked, up to three representative likely functional regions were selected for their (i) position within 5′- or 3′-end windows (each encompassing 20% of the total length of the sRNA) and (ii) for “most extreme” high or low accessibility. If regions contained within an sRNA’s 5′ and 3′ windows exhibited mid-accessibility clustering (i.e., no regions stood out in terms of accessibility, e.g., Tpke70), the YUNR RNA:RNA recognition motif^46^ was used to narrow the functional region selection. Specifically, of all regions in the 5′ half with extreme accessibility (>0.75, <0.25), a representative functional region was chosen as the 5′-most region with containing a significant YUNR motif (*P*-value <0.05). Motif scanning was performed using the FIMO tool within the MEME suite^75^.

Due to the accessibility profile of SroH (i.e., no regions in the 3′-end window meeting accessibility extreme criteria listed above), the allowable position range for likely functional region search was extended from 20 to 40% of total sRNA length from the 5′-end. For the 5′-end of Tpke11 (see Selection of Representative mRNA and sRNA Sequence for EMSAs) that was probed in this work, two regions were believed “likely functional” due to associated absolute transcript lengths within top and bottom ~30% (Tpke11 -1, 3, respectively) of the entire sRNA region library, despite generally poor representation of INTERFACE transcripts targeting other regions in this sRNA.

### Identifying INTERFACE-informed targets from IntaRNA predictions

Predicted mRNA targets of all sRNAs represented with likely regulatory regions were obtained by IntaRNA^11^. Specifically, the query ncRNA input was the sequence of each represented sRNA (Supplementary Data 1) and viable mRNA target sequence space was delimited as sequences 200 nt upstream and 100 nt downstream of start codons within the annotated NZ_CP009273 genome. Pre-set output and seed parameters were used. Folding window size and maximum basepair distance were set to 150 and 100, respectively, for both target and query RNAs. The top 100 ranked predictions corresponding to each representative sRNA sequence were compiled. Next, predicted interactions were filtered by alignment with proposed regulatory regions. Specifically, predicted mRNAs were only considered viable targets if the sRNA region predicted to bind to the mRNA had at least five overlapping nucleotides with a proposed regulatory region within the sRNA.

For each benchmarked sRNA, the top 5–7 mRNA candidates corresponding to top-ranked or INTERFACE-informed computational prediction group were chosen for experimental validation, if expression profiles permitted (see Selection of Representative mRNA and sRNA Sequence for EMSAs). Importantly, because the top 5 top-ranked and INTERFACE-informed predictions for SroG were identical (due to the identified 3′ functional region aligning with >80% of the top 100 computational predictions), we additionally chose to validate all INTERFACE-informed predicted targets that corresponded to the other proposed SroG functional regions (Fig. 4b). For SroA and Tpke11, up to 5 viable targets were tested (see Selection of Representative mRNA and sRNA Sequence for EMSAs). For SroH, the single lowest-energy top-ranked and INTERFACE-informed predictions (given that experimentation was viable, see Selection of Representative mRNA and sRNA Sequence for EMSAs) were tested.

For the subset of sRNAs with highly accessible regions in the 3′-end chosen for biochemical validation (CyaR, GcvB, and GlmY), all viable targets within the top 100 (see Selection of Representative mRNA and sRNA Sequence for EMSAs) adhering to the aforementioned overlap criteria were chosen for experimental verification. Furthermore, to account for strong structure in these terminator regions (presumably the reason for which no CyaR predictions in the top 100 were predicted to utilize the accessible 3′ region for interaction), IntaRNA predictions were additionally run for the sequences corresponding to the accessible 3′ regions only (starting at the first nucleotide of the accessible sequence and continuing to the 3′-end of the sRNA). Between 1 and 3 functionally interesting targets with the top-10 were ultimately chosen for experimental validation (after viability constraints, see Selection of Representative mRNA and sRNA Sequence for EMSAs). All computational and sequence details of mRNAs tested (and to which likely functional sRNA region they correspond) can be found in Supplementary Data 3.

### Selection of representative mRNA and sRNA sequence for EMSAs

Experimental logistics of sRNA and mRNA sequences for heterologous expression were aided by transcriptomic data from *E*. *coli* K-12 MG1655 chromosomally modified to encode a CsrA-FLAG fusion (CML377) in which RNA was extracted in exponential growth phase (OD ~0.6)^47^. Specifically, candidates were deemed unviable if the mRNA expression profile did not include the predicted interaction region of the mRNA, as evaluated by visualizing mapped reads in Integrative Genomics Viewer 2.3 (IGV)^76^ (however, candidates without detectable mRNA expression under the aforementioned experimental conditions were not ruled out). Furthermore, candidates were considered unviable if the predicted interaction region within the −200 to +100 mRNA sequence was contained within an upstream coding sequence or if they were annotated as hypothetical proteins in the BW25113 genome.

5′-UTR transcription starts for IVT were chosen to represent those identified by visualizing mapped reads in IGV in an attempt to most accurately mimic in vivo mRNA length and structure. For mRNAs (i) known to be co-transcribed and (ii) showing no obvious transcription start, a pseudo 5′-UTR start was chosen as first nucleotide following the stop codon of the preceding gene. At least 18 nt of the mRNA coding sequence (including start codon) was added following the 5′-UTR to make up the experimentally tested mRNA fragment (Supplementary Data 3). sRNA sequences were chosen based on their reported sequences (Supplementary Data 1) with one exception; in the case of one sRNA selected for experimental validation (Tpke11), the sequence for heterologous expression was extended in order to match previously published Northern blot results (Supplementary Data 3)^44^.

### PCR amplification and in vitro transcription (IVT) for EMSA

PCR amplifications and IVTs for EMSA were performed according to established techniques (see Supplementary Materials and Methods).

### Verification of sRNA:mRNA pairs by EMSA

Internally labeled sRNAs and respective mRNAs were mixed in 1:10 molar ratios (ranging between 4:40 and 70:700, to normalize for radioactivity signal of sRNAs) in 12–15 µL reactions containing 1X binding buffer (20 mM Tris-HCl at pH 8.0, 1 mM MgCl_2_, 20 mM KCl, 10 mM Na_2_HPO_4_-NaH_2_PO_4_ at pH 8.0, 10% glycerol). The reactions were denatured for 5 min at 70 °C, then incubated at 37 °C for 1.5 h. Samples were run for 4 h at 25–35 mA in a 5% non-denaturing polyacrylamide gel with 0.5X TBE running buffer. The gel was dried at 80 °C for 1.5 h (Gel Dryer 583 BioRad) and phospho-imaged using Typhoon FLA 700 (GE Health Life Science).

### Code availability

All codes used for “Calculation of relative accessibility” can be accessed at https://github.com/mihailom/INTERFACE-pipeline-tools. Scripts pertaining to the SpKG algorithm are available upon request.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

## Data Availability

Raw RNA-seq data and processed files according to “Computational processing pipeline of sequencing results” section can be accessed at the GEO under accession code GSE117939. All other data are available upon reasonable request.

# Supplementary material for: High-throughput in vivo mapping of RNA accessible interfaces to identify functional sRNA binding sites
**Source:** Nat Commun. 2018 Oct 4;9:4084. doi: 10.1038/s41467-018-06207-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**High throughput *in vivo* mapping of RNA accessible interfaces to identify functional sRNA binding sites**

Mihailovic, et al.

## Supplementary Methods

### ***Total RNA extraction***

Total RNA was extracted from a sample of 1-5 mL of culture. Briefly, 1 mL of room temperature Trizol (Invitrogen) was used to resuspend each cell pellet upon which samples were left at room temperature for 5 min. Next, 200  $\mu$ L of 24:1 chloroform: isoamyl alcohol were added to each sample and samples were inverted vigorously for 15 seconds prior to centrifugation at 13,000 xg for 10 min at 4°C. The aqueous phase was then transferred to 2mL DNase/RNase-free microcentrifuge tubes. Equal volumes of 0.8 M sodium citrate and 1.2 M sodium chloride (~ 300  $\mu$ L) were added to each sample and inverted for 1 min prior to overnight precipitation at -20°C. The following day, samples were centrifuged at 13,000 xg at 4°C for 30 min. The liquid was removed carefully as to not disturb the formed RNA pellet. RNA pellets were then washed twice with 75% ethanol (10 min 13,000 xg centrifugations at 4°C). After the second wash, liquid was completely removed from the RNA pellet and sample was left to dry in a laminar flow hood for 10 min. Once dry, RNA pellets were resuspended in 30  $\mu$ L nuclease-free water and RNA concentration was measured via spectrophotometry.

Total RNA samples (diluted to 200 ng/ $\mu$ L) were treated with RNase-free DNase I (PI-90083 Thermo-Fisher Scientific) following manufacturer protocol. After DNase I treatment, 10  $\mu$ L of GlycoBlue (AM9516 Life Technologies) was added to an equivalent volume solution of 100% isopropanol and DNase-treated RNA (total 55  $\mu$ L) and precipitated at -20°C overnight. The following day, samples were pelleted (15 min at 13,000 xg) and liquid was removed carefully. Next, samples were washed with chilled 95% ethanol. After the second wash, liquid was completely removed from the RNA pellet and sample was left to dry in a laminar flow hood for 10 min. Once dry, RNA pellets were resuspended in 50  $\mu$ L nuclease-free water and stored at -80°C. Finally, the quality of RNA was evaluated by using a bioanalyzer (Agilent) at the Genomic Sequencing and Analysis Facility (GSAF at UT Austin) to confirm that no significant degradation had occurred.

### ***PCR Amplification and in vitro Transcription (IVT) for EMSA***

Primers were designed to amplify sRNAs and mRNAs (Supplementary Table 5) (with an upstream T7 promoter) from previously-designed plasmids or genomic DNA (*E. coli* BW25113). Specifically, 4 random nucleotides (GACT) were added upstream of the T7 promoter sequence (TAATACGACTCACTATAGGGAGA). PCR product sizes were verified on a 1.5 % agarose gel prior to PCR clean up (GE Illustra GFX PCR).

mRNAs were *in vitro* transcribed using the MEGA Script T7 kit following the manufacturer instructions. Specifically 1-1.5 pmol of DNA template was used per reaction, and each reaction was incubated for 6 hours. Following DNase digestion, one of two reliable RNA recovery methods was performed. If an RNA Clean and Concentrator-5 kit (Zymo Research) was used, 30  $\mu$ L of nuclease-free water was added to the IVT reaction prior to following manufacturer instruction manual. In the case that RNA was recovered using a chloroform-based method, 115  $\mu$ L of nuclease-free water and 15 115  $\mu$ L of Ammonium Acetate Stop Solution (from MEGA Script T7 kit) were added and mixed. Next, two volumes of 25:24:1 phenol: chloroform: isoamyl alcohol were added to each sample and samples were inverted for one minute, then centrifuged at 13,000 xg at 4°C for 5 min. The top aqueous phase was transferred to two equivalent volumes of 24:1 chloroform: isoamyl alcohol and samples were centrifuged at 13,000 xg at 4°C for 5 min. The top phase was again transferred, this time to microcentrifuge tubes containing 1 mL isopropyl alcohol and 1.5  $\mu$ L GlycoBlue each, and left to precipitate overnight at -20°C.

The following day, samples were centrifuged at 13,000 xg at 4°C for 15 min. The liquid was removed carefully as to not disturb the formed RNA pellet. One mL of 95% ethanol was added to each sample and the samples were centrifuged at 13,000 xg at 4°C for 5 min. The liquid was again removed carefully as to not disturb the RNA pellet. One mL of 75% ethanol was added to each sample and the samples were centrifuged for at 13,000 xg at 4°C for 5 min. The liquid was again removed and samples left to dry in a solvent hood for 2 hours. Once dry, 30 µL of nuclease-free water was added to re-suspend the RNA. RNA concentration was measured via spectrophotometry. To validate transcripts (length and lack of spurious transcripts), 3 µL of each RNA was mixed with 7 µL of nuclease-free water and 5 µL of RNA Loading Buffer II (NEB) and denatured for 5 min at 70°C. Samples were loaded into an 8% urea gel (SequaGel, National Diagnostics) and run at 100 V for 3 hours. The gel was then stained using Sybr Green II (Thermo-Fisher Scientific) for 30 min and imaged under Sybr Green setting in a gel imager (ChemiDoc XRS +, BioRad).

sRNAs were prepared as were mRNAs with slight modifications to support internal P-32 labeling. Specifically, 0.5-1.5 µL UTP [ $\alpha$ -32P] (3000Ci/mmol 10mCi/ml, 250 µCi, PerkinElmer) was added to replace unlabeled UTP from the MEGA Script IVT kit. RNA samples were re-suspended in 20 µL of nuclease-free water and, if RNA was recovered using the chloroform-based method, free NTPs removed using DTR Gel Filtration Cartridges (EdgeBio) following manufacturer instructions.

a. For heterologously-expressed taRNA

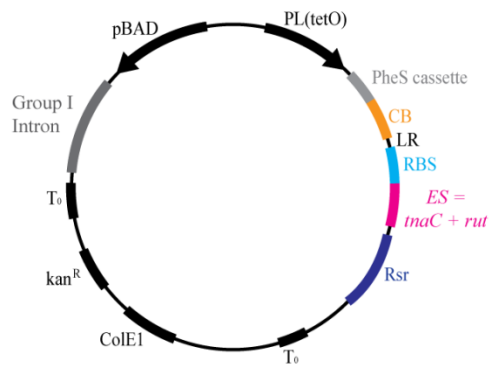

b. For native taRNA

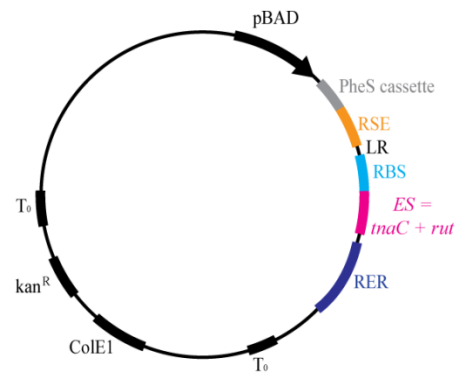

**Supplementary Figure 1. INTERFACE plasmid maps** (a). Plasmid map of O-INTERFACE (for heterologously expressed target RNAs). (b) Plasmid map INTERFACE (for native target RNAs).

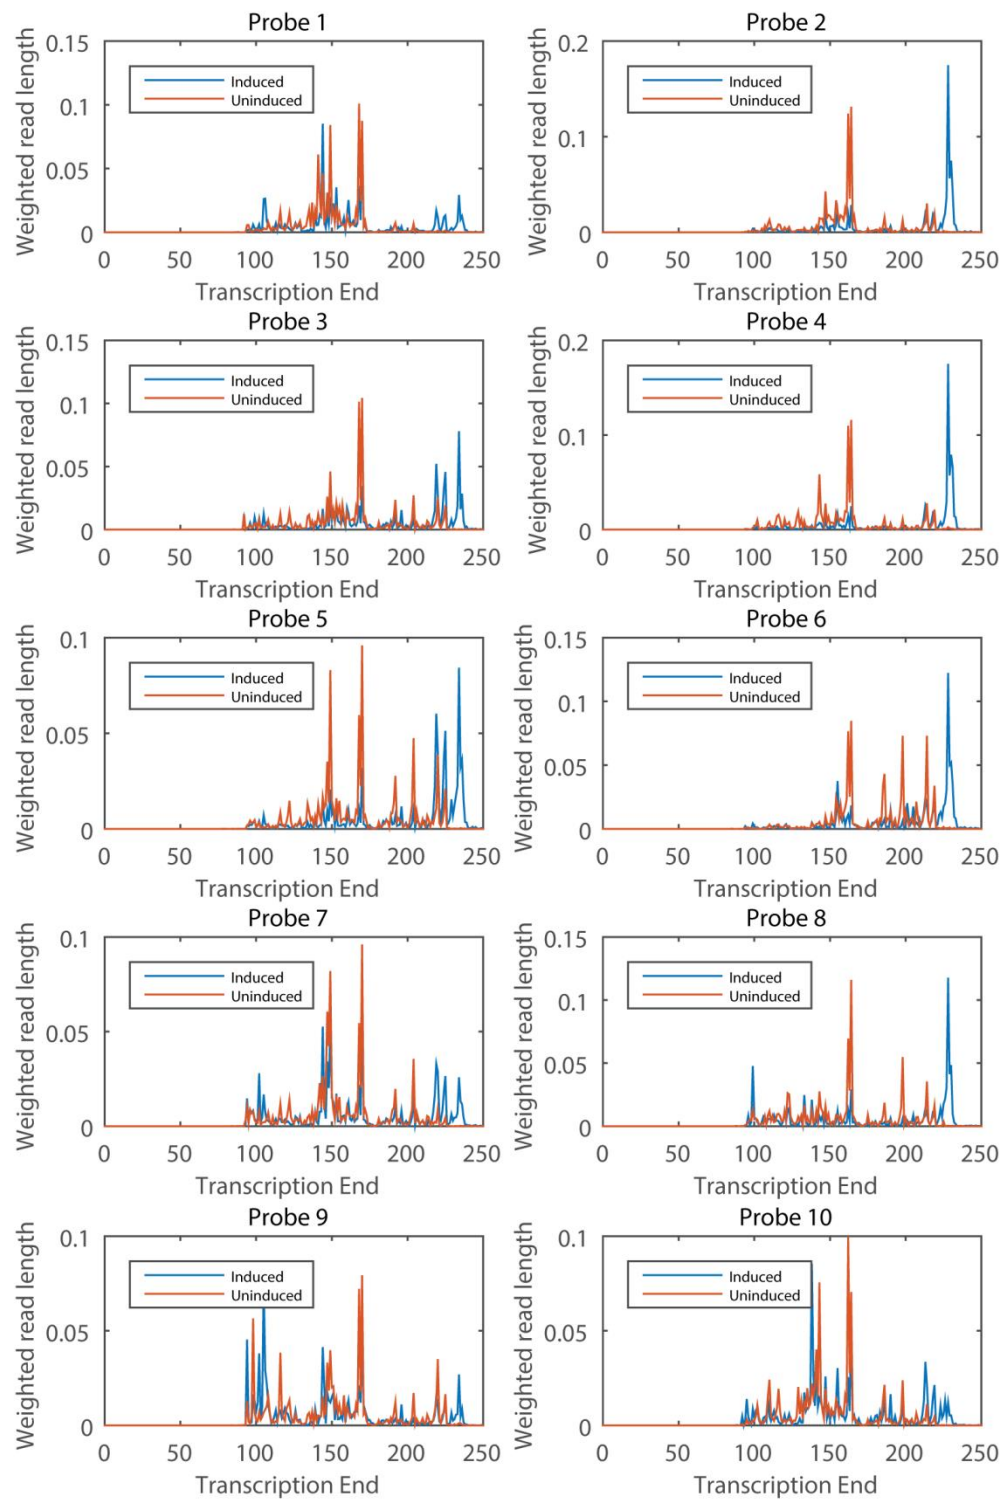

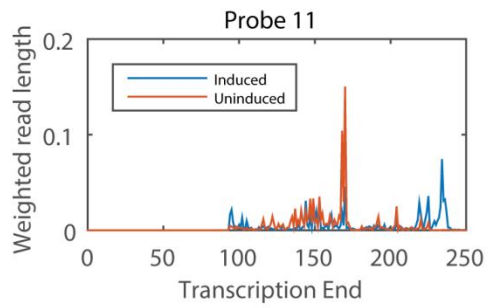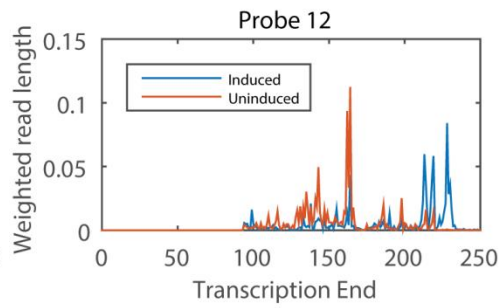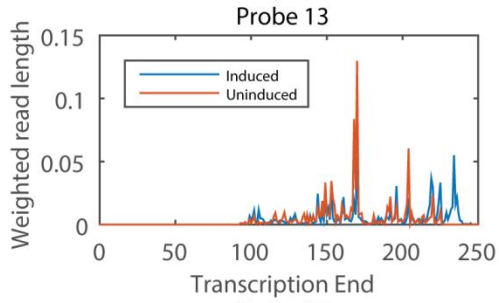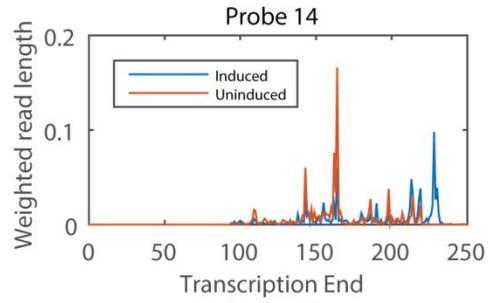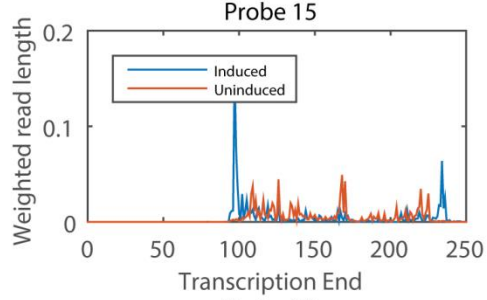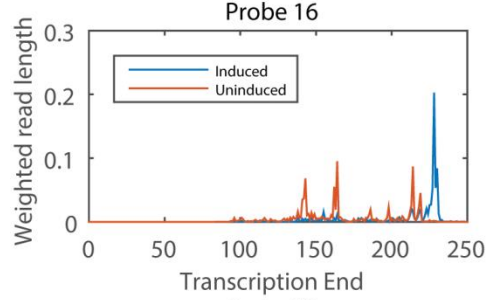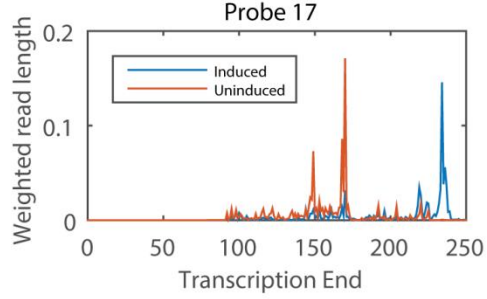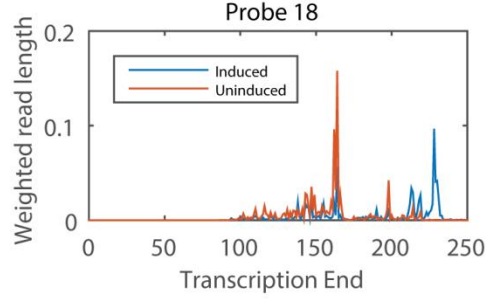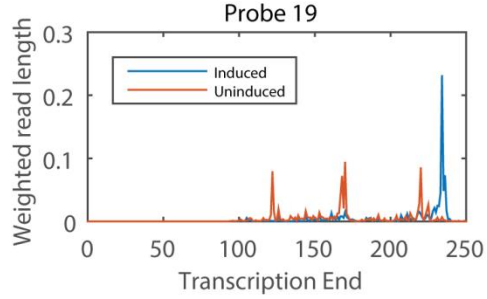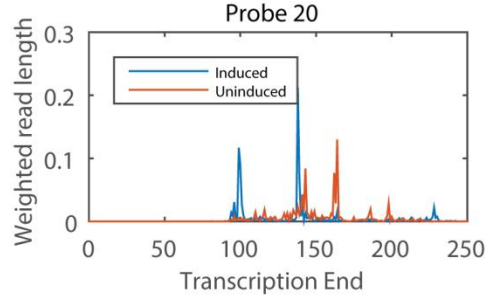

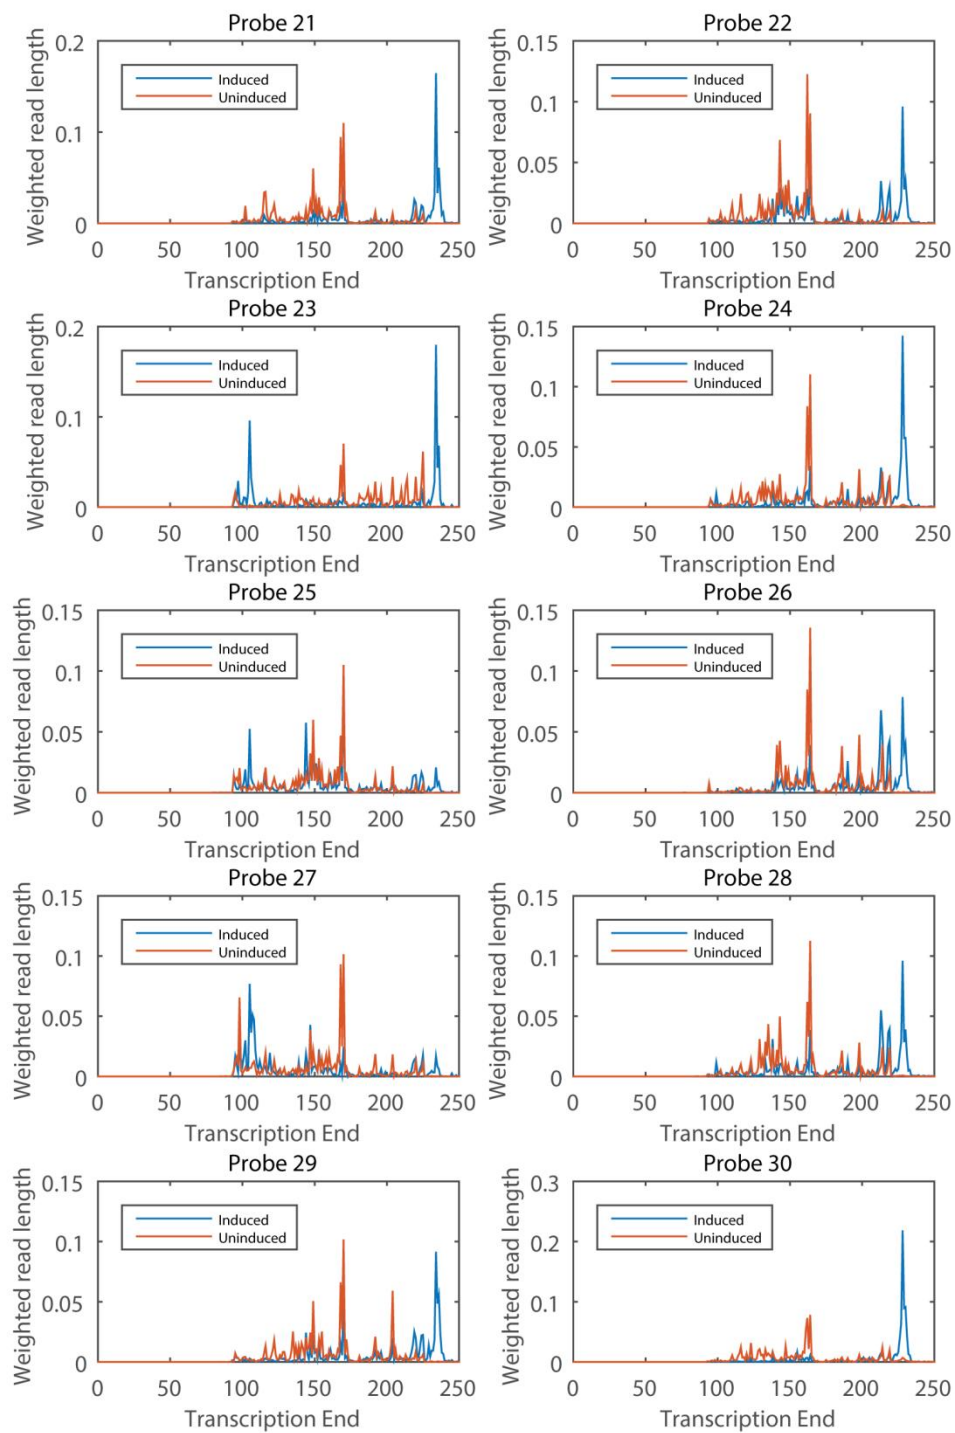

**Supplementary Figure 2. O-INTERFACE transcription end traces for 30 new group I intron regions probed.**

# ArrS

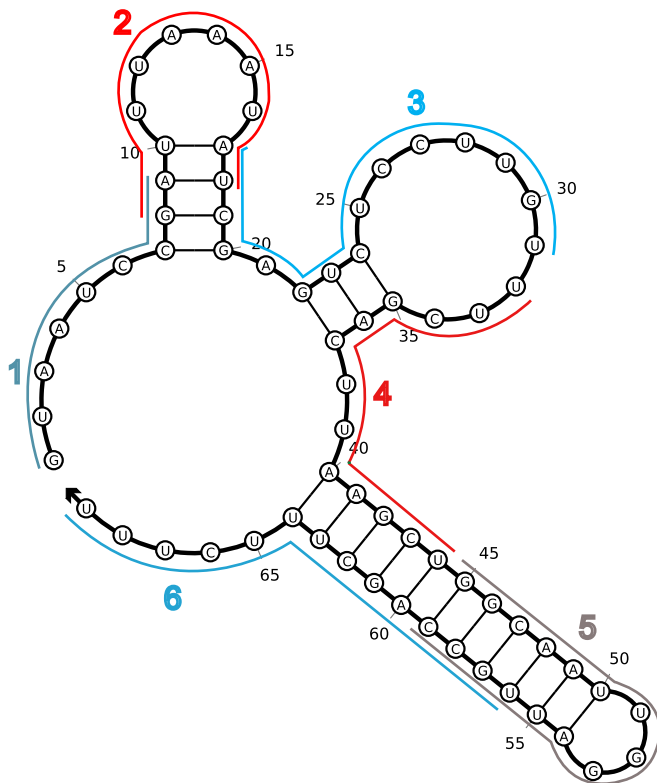

# CyaR

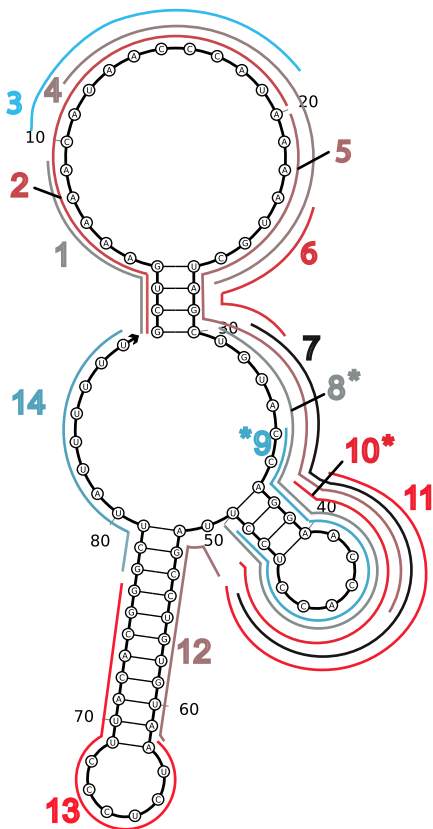

# DicF

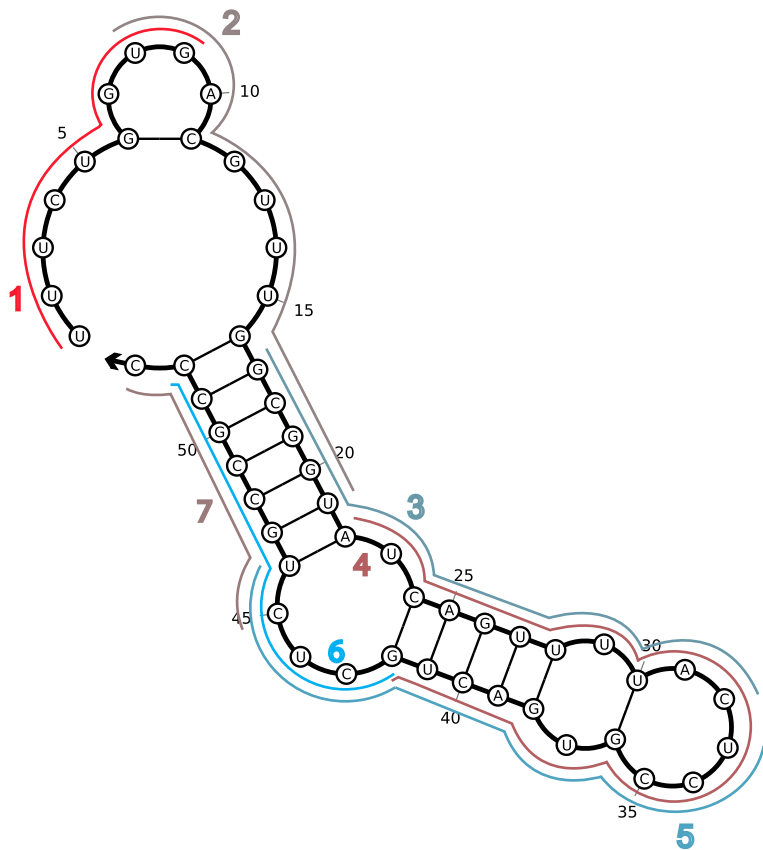

# DsrA

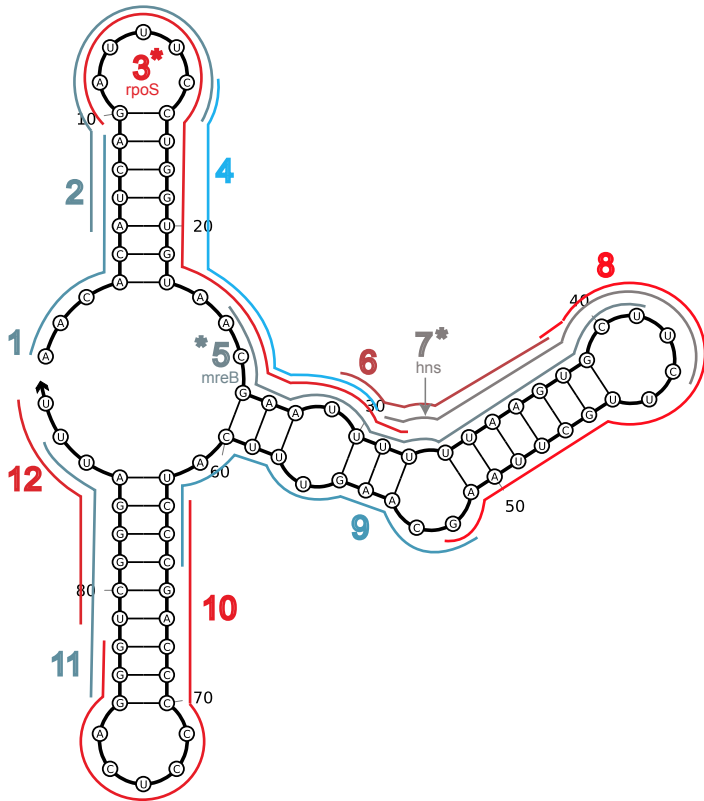

Ffs

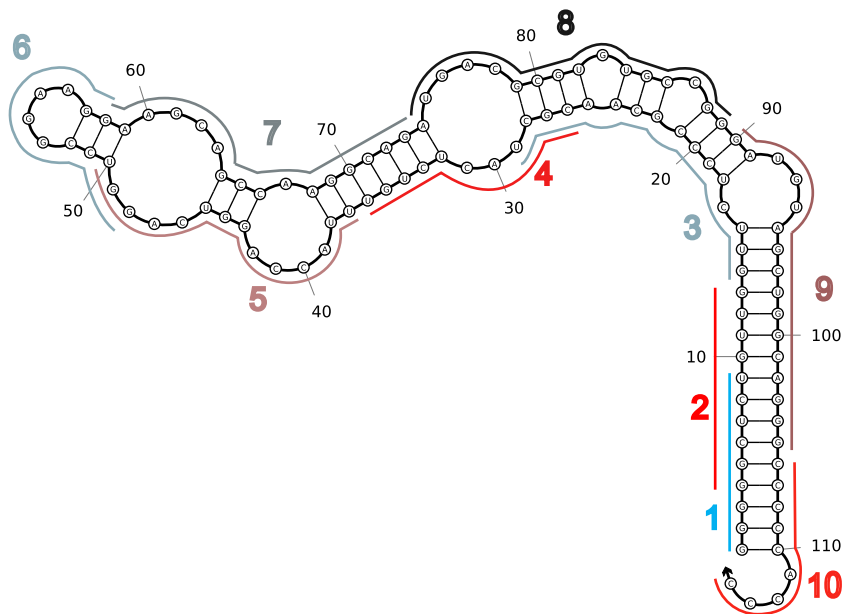

# FnrS

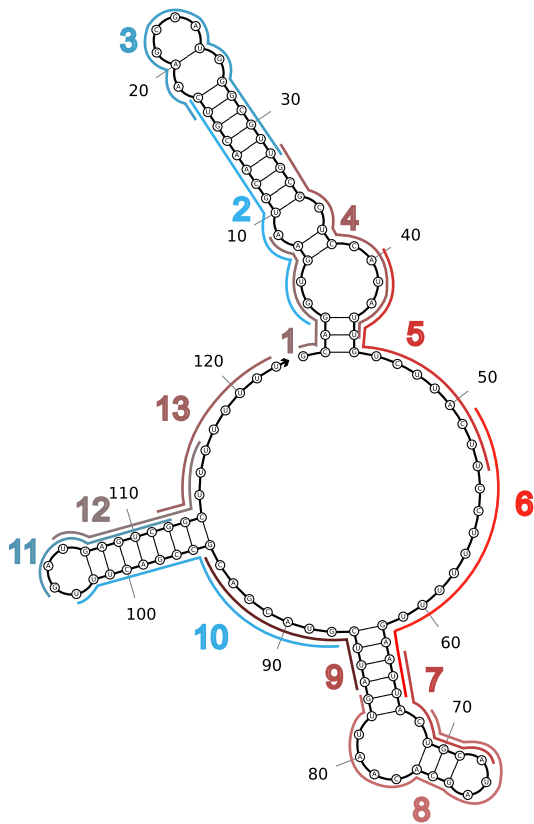

# GadY

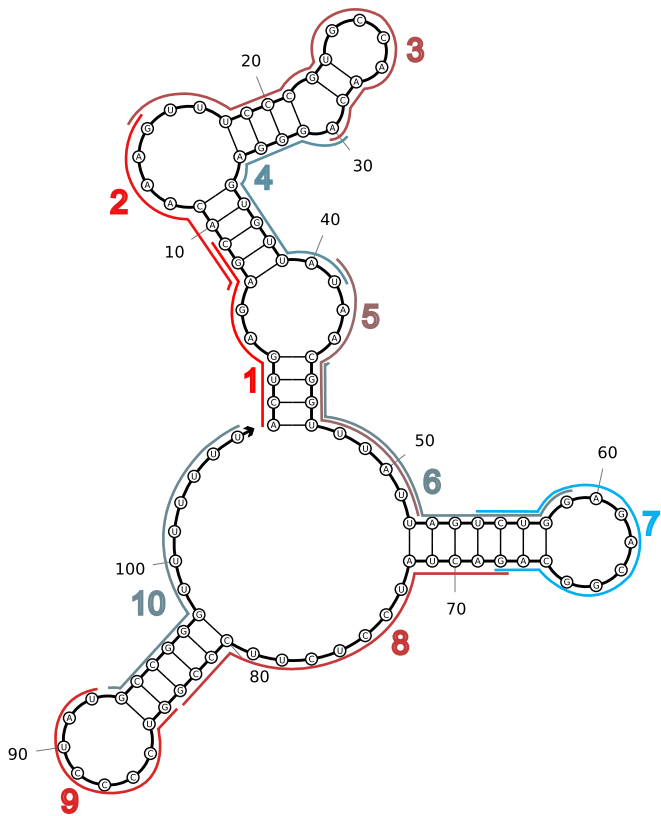

## GcvB

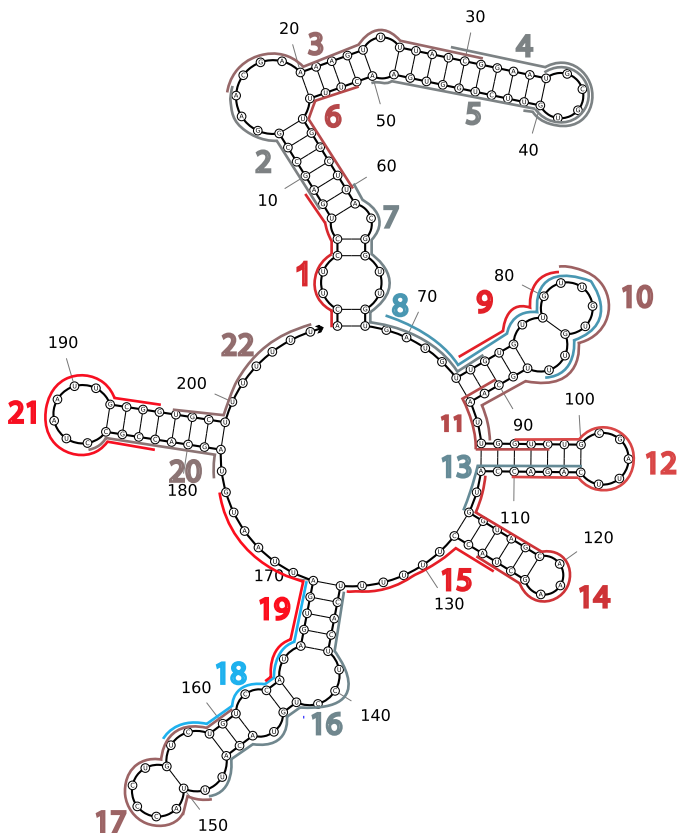

# GlmY

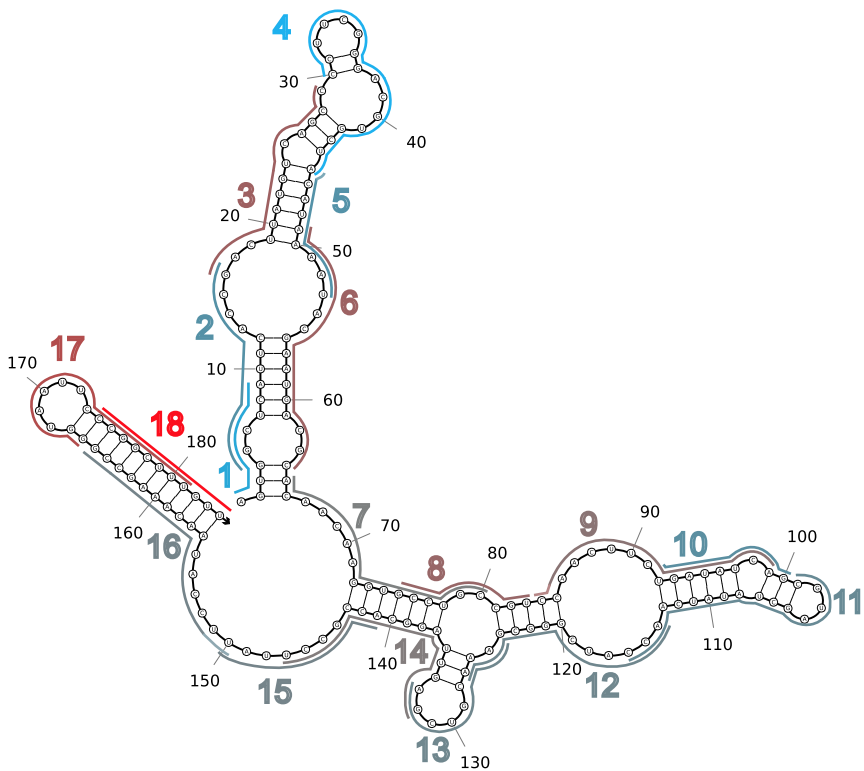

# GlmZ

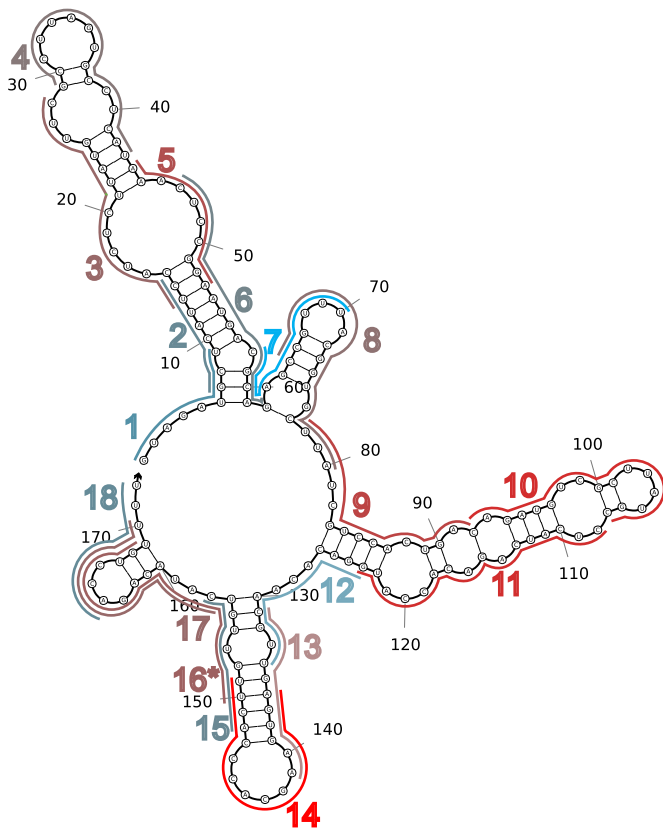

# InvR

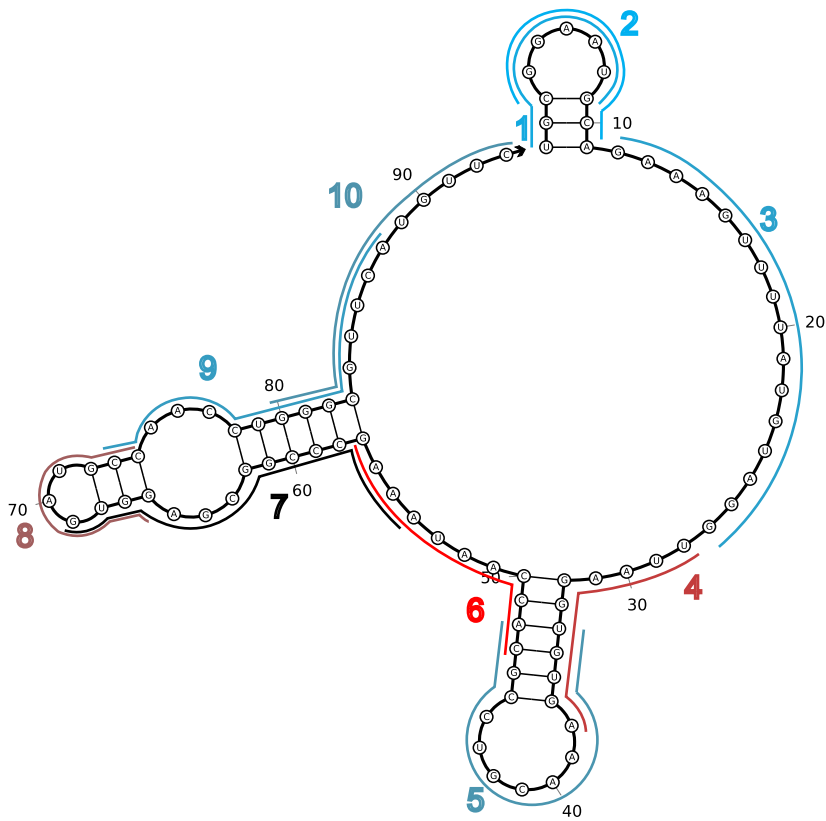

lpeX

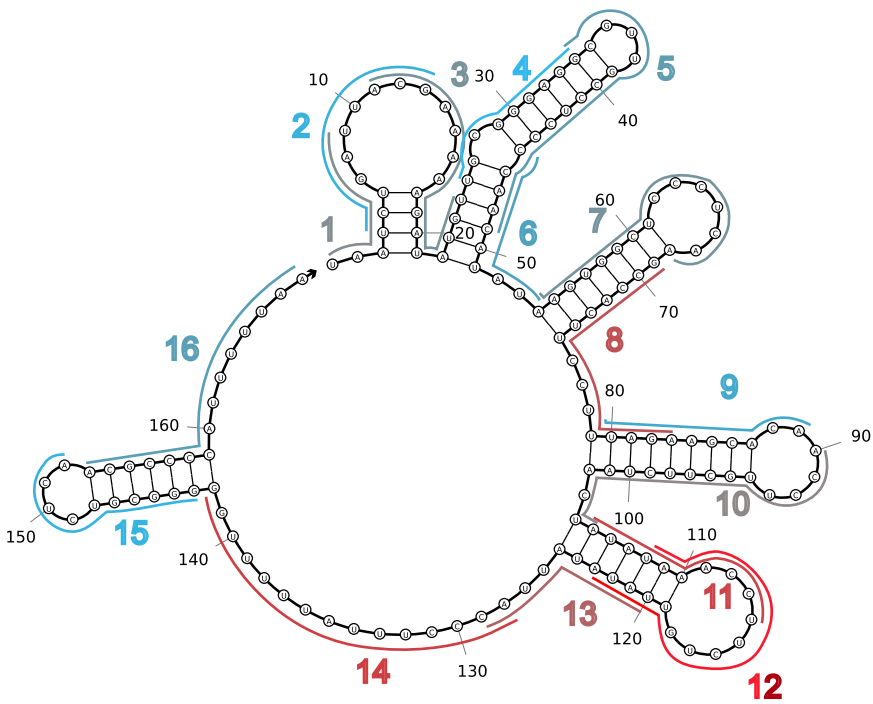

# IsrB

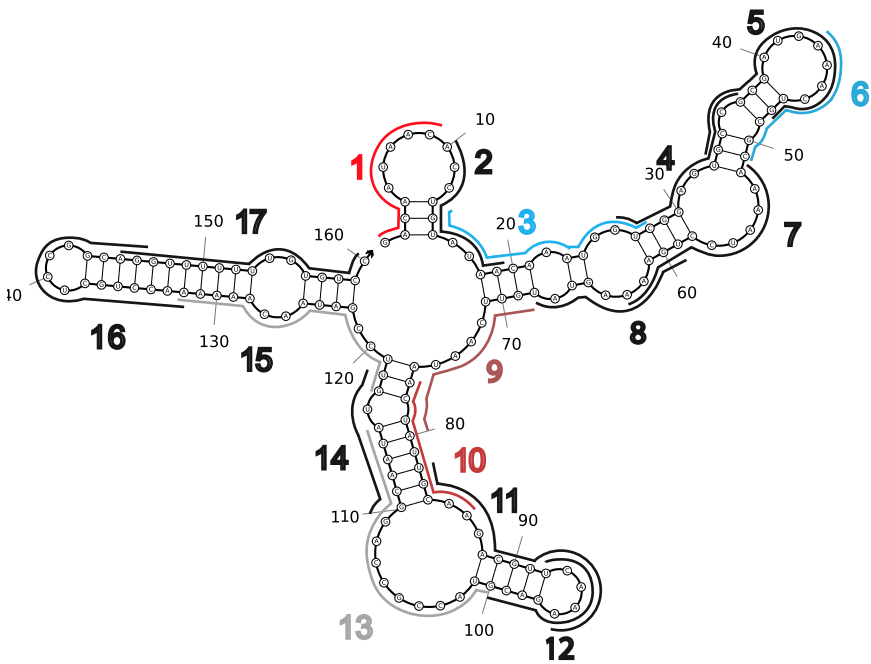

# IsrC

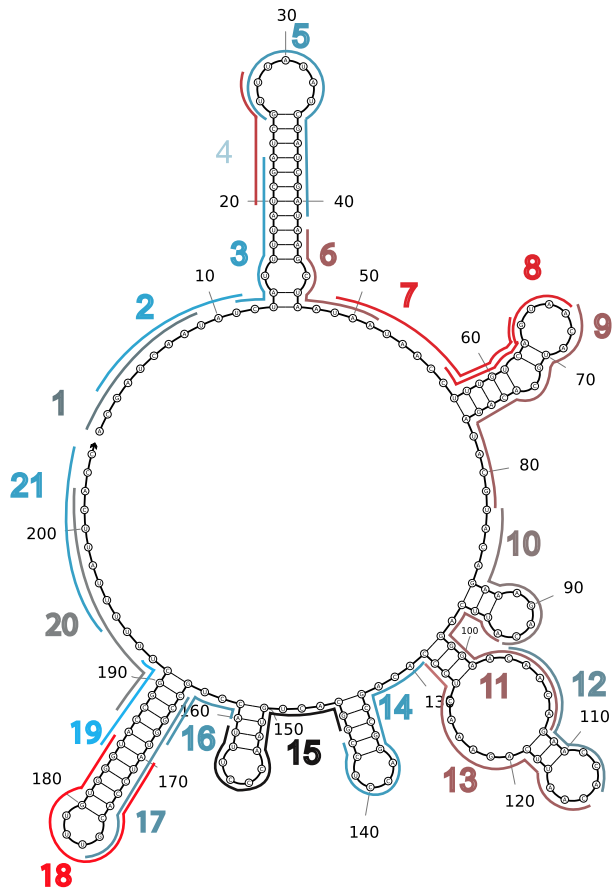

# IstR-1

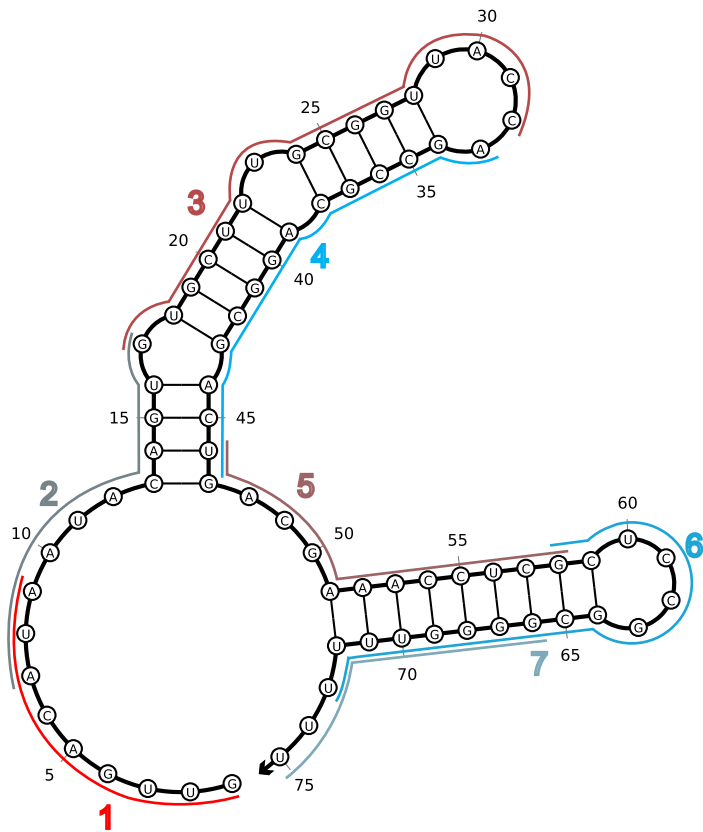

# McaS

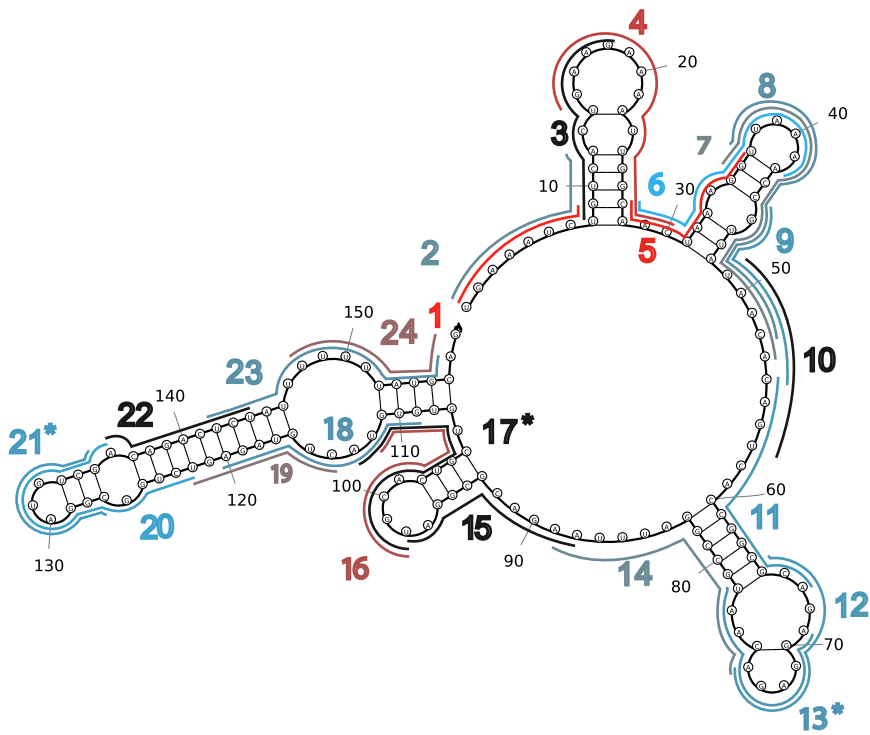

# MgrR

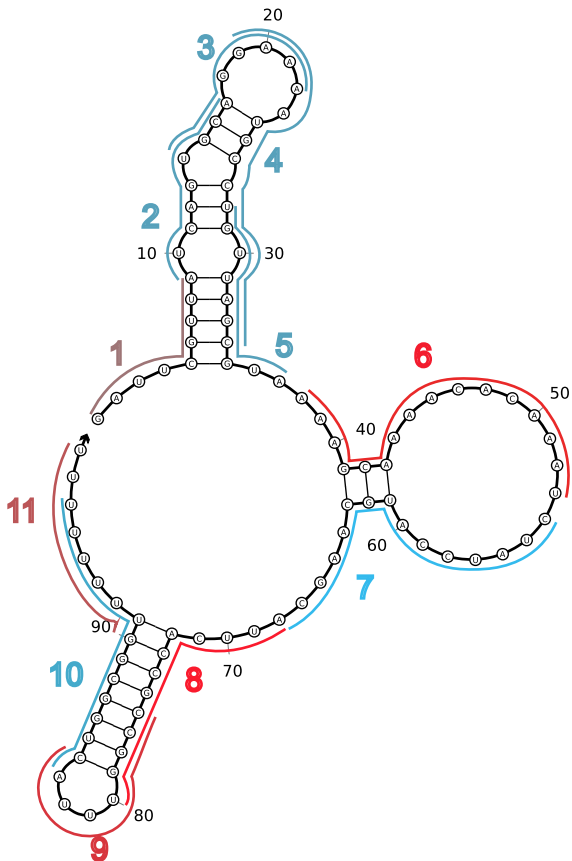

# MicC

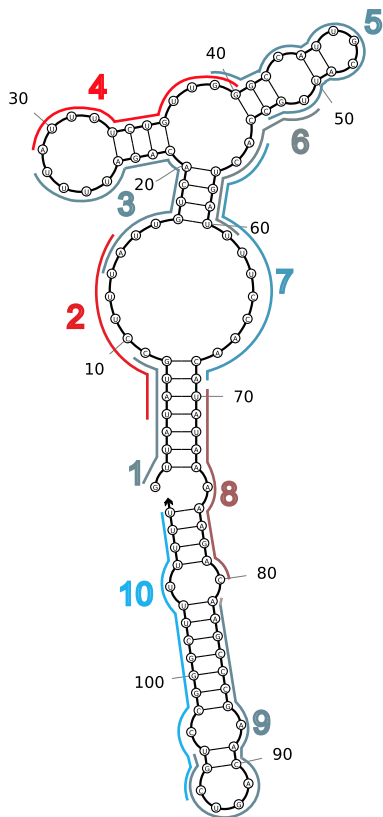

MicF

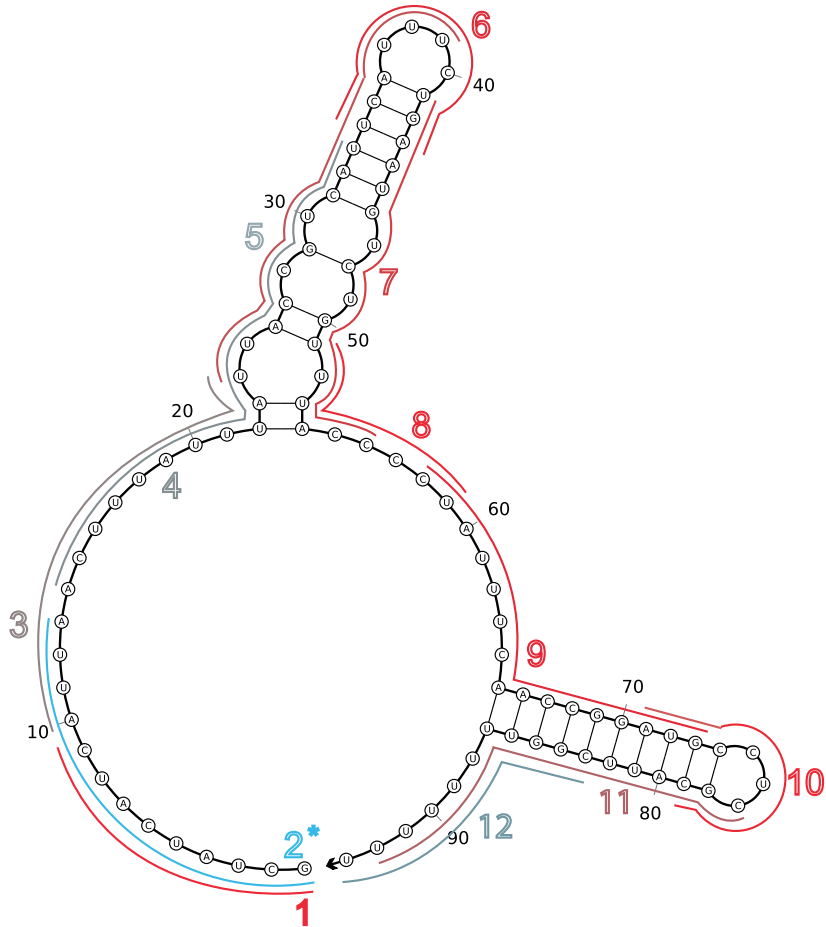

# MicL

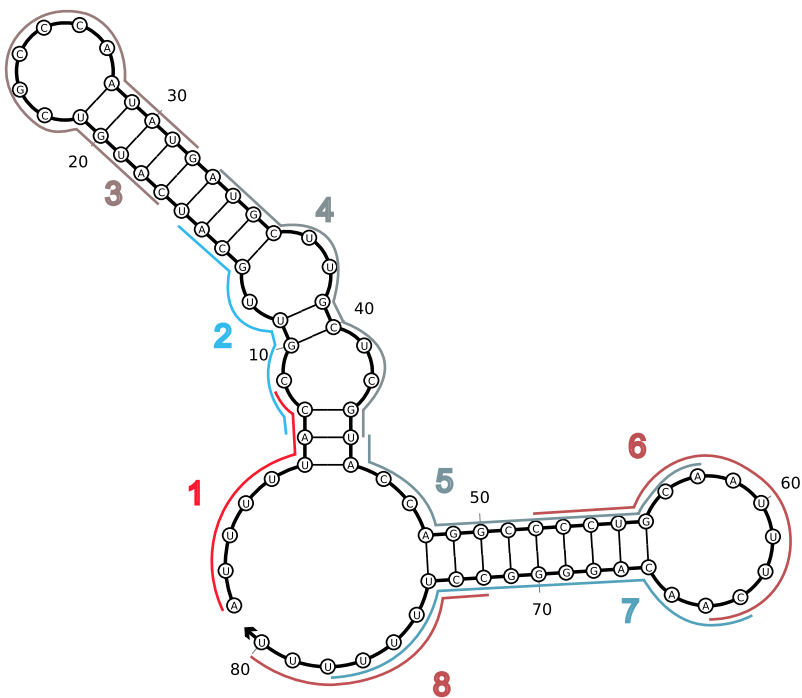

Nc2

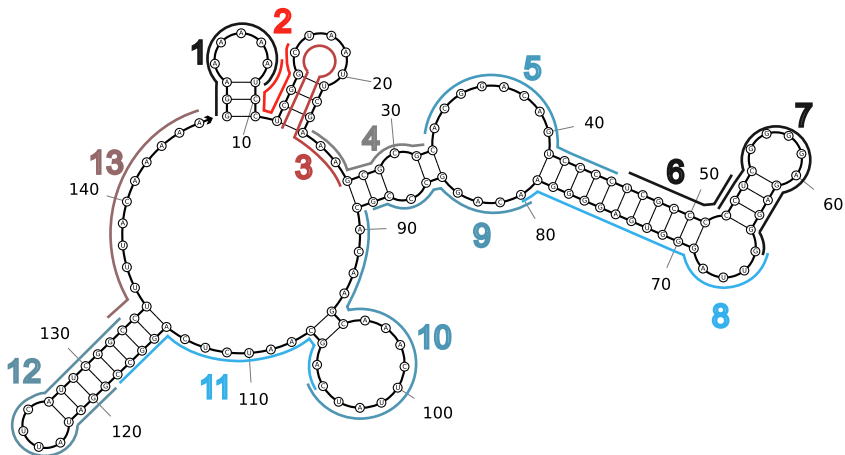

Nc5

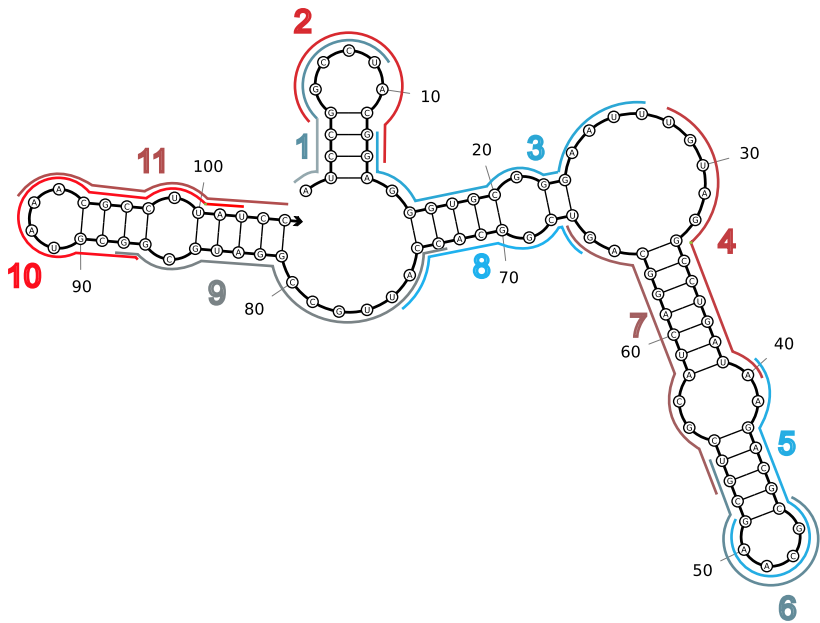

# OmrA

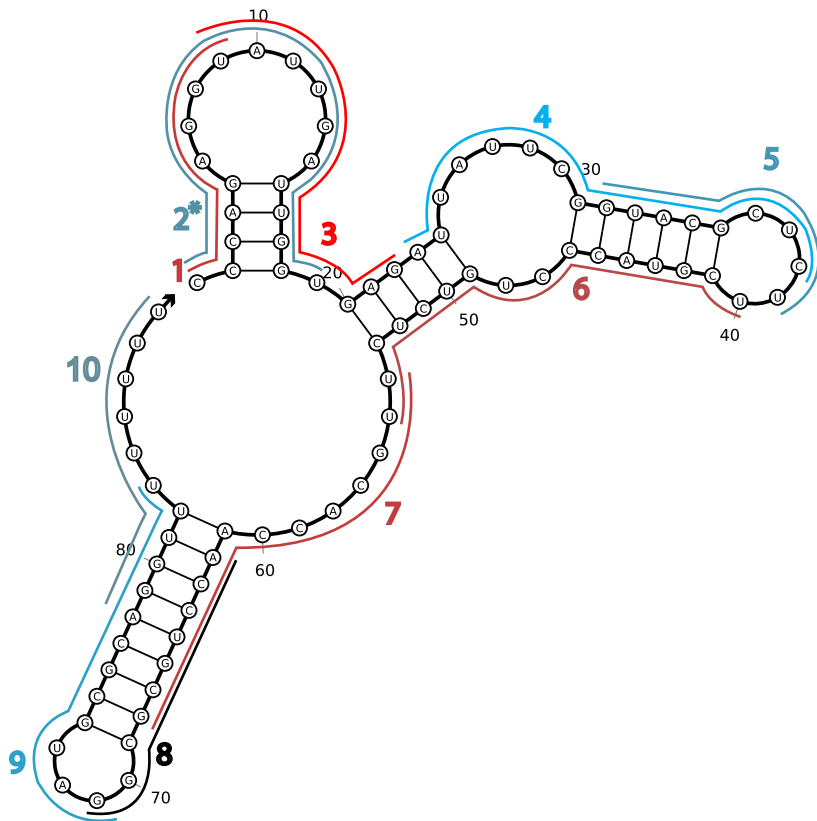

# OmrB

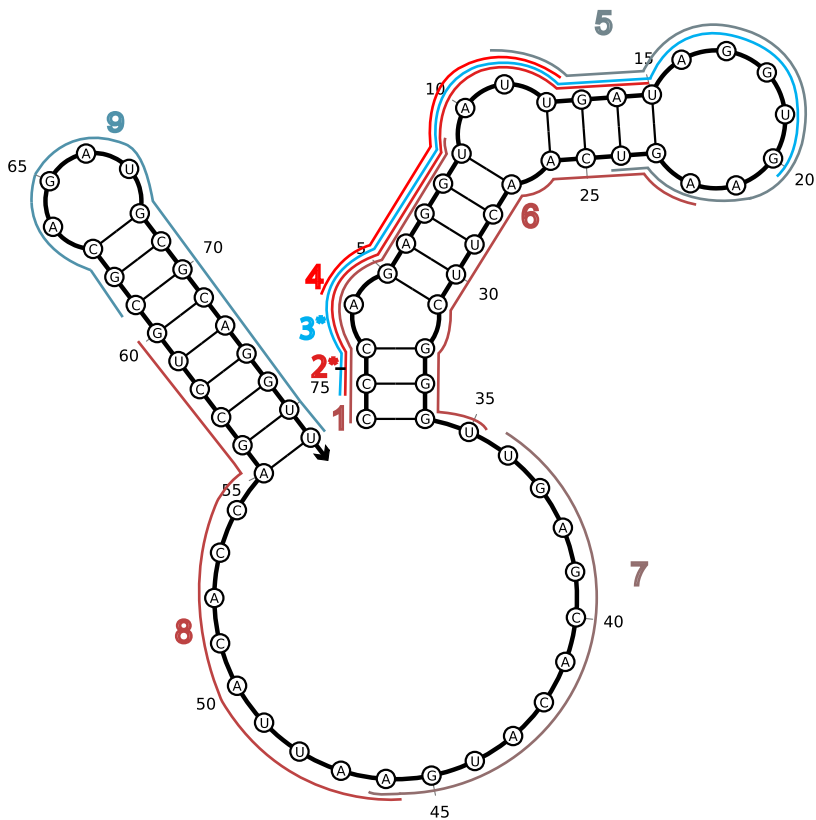

# OxyS

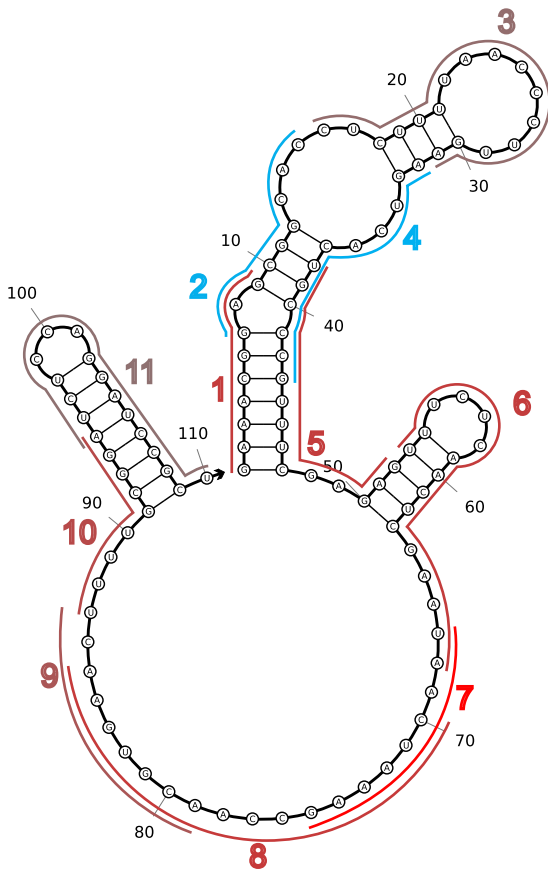

# PsrD

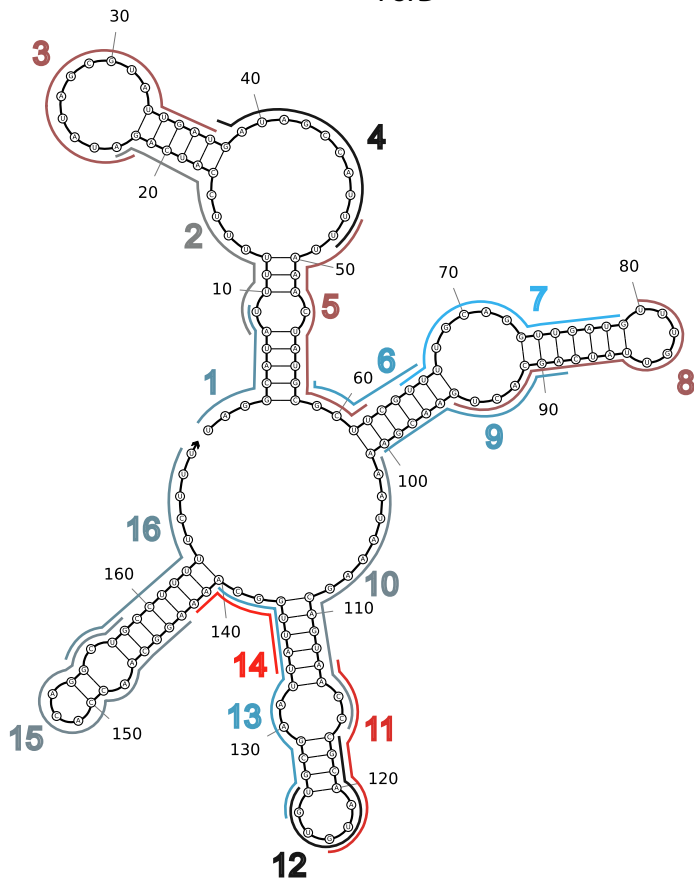

# PsrN

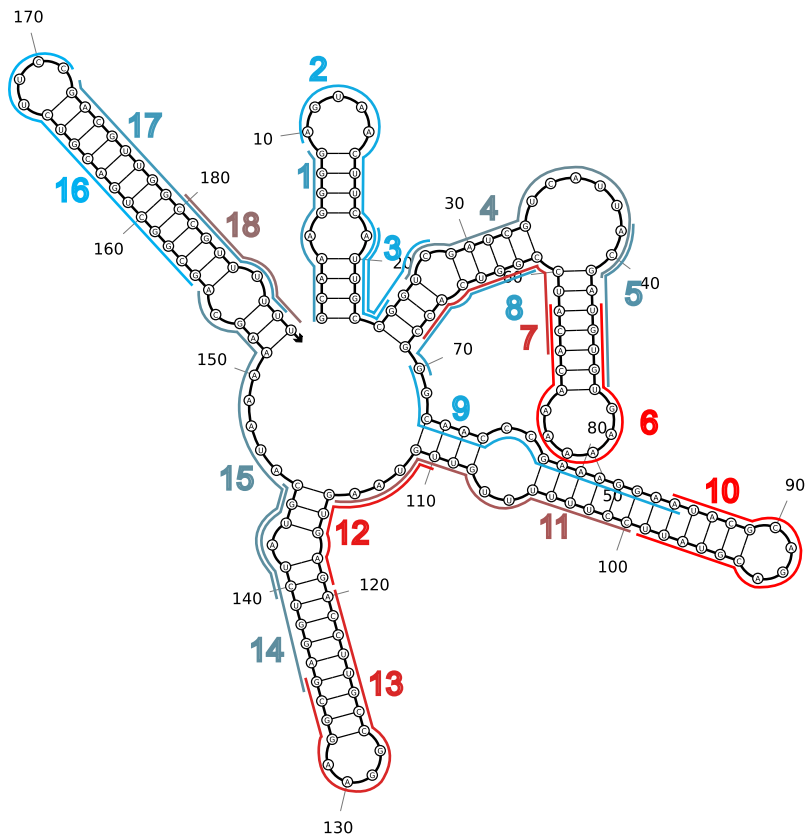

# RdIA

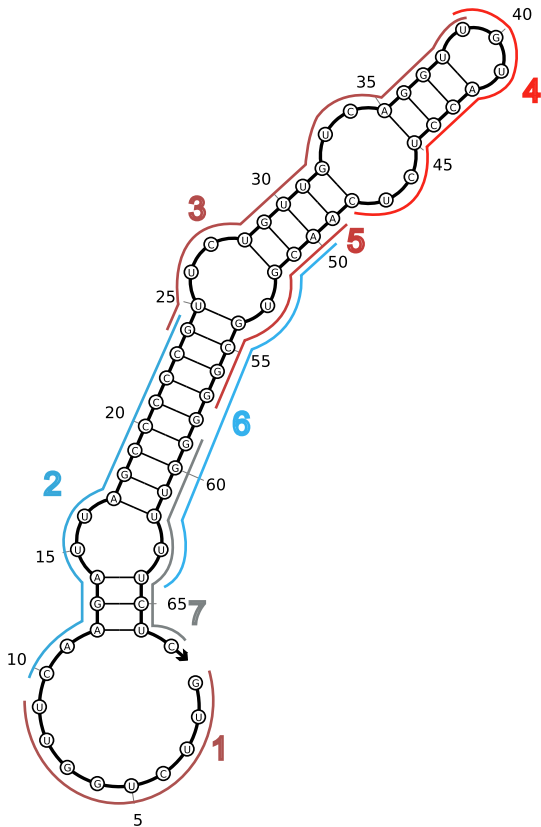

# RdIB

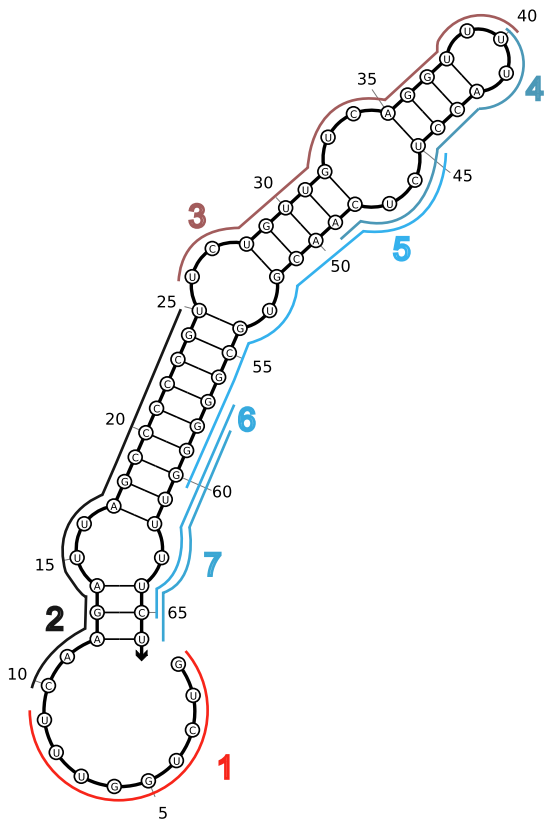

# RdIC

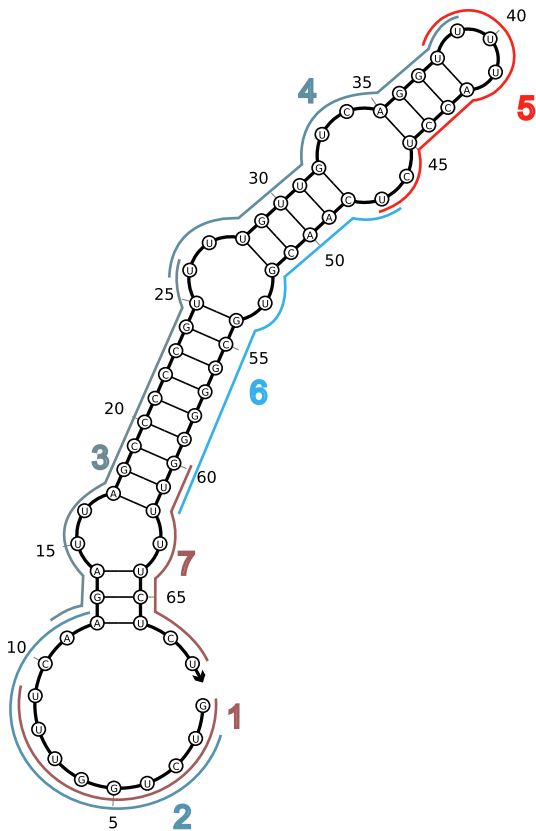

# RdID

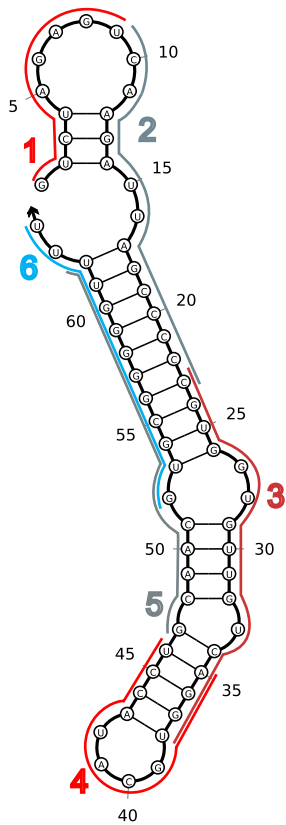

# RprA

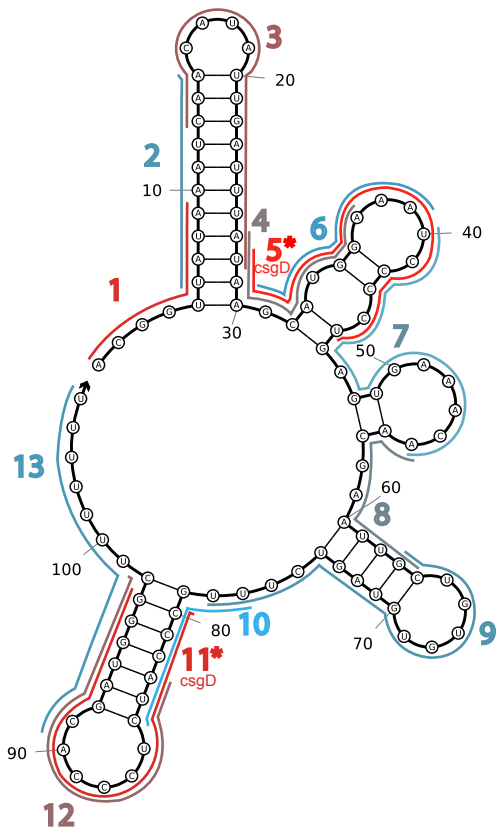

# RseX

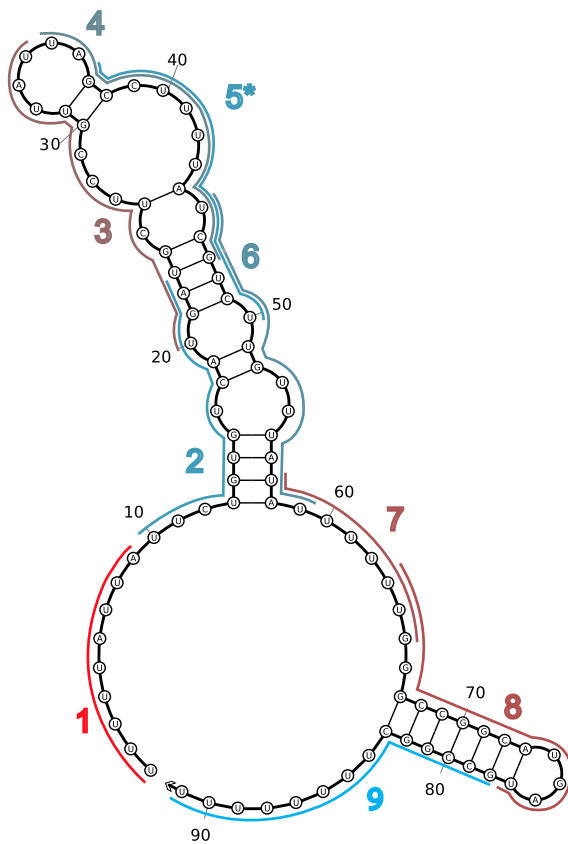

# RybA (MntS)

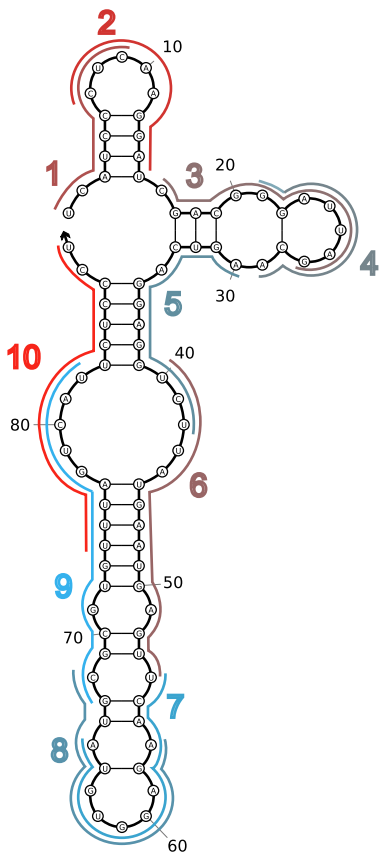

## RybB

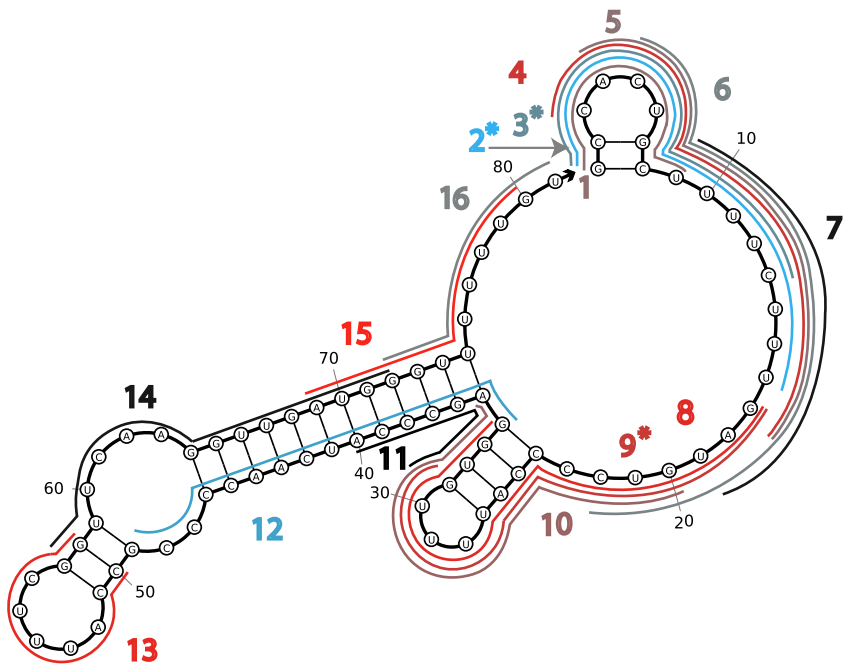

# RydB

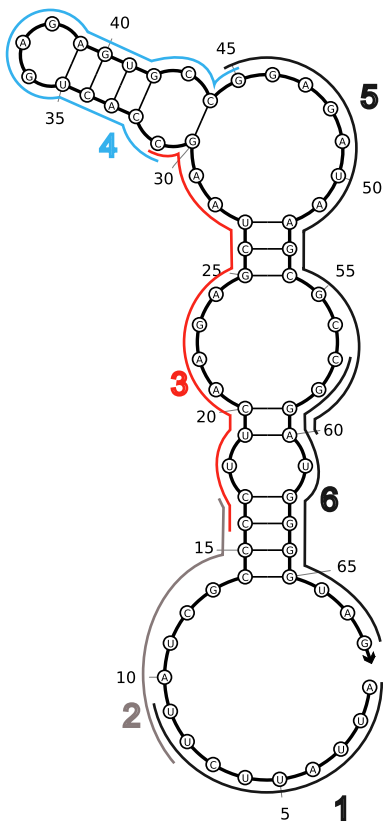

# RydC

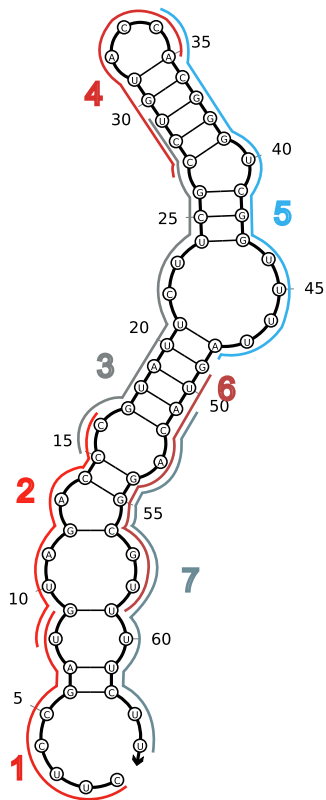

# RyeA

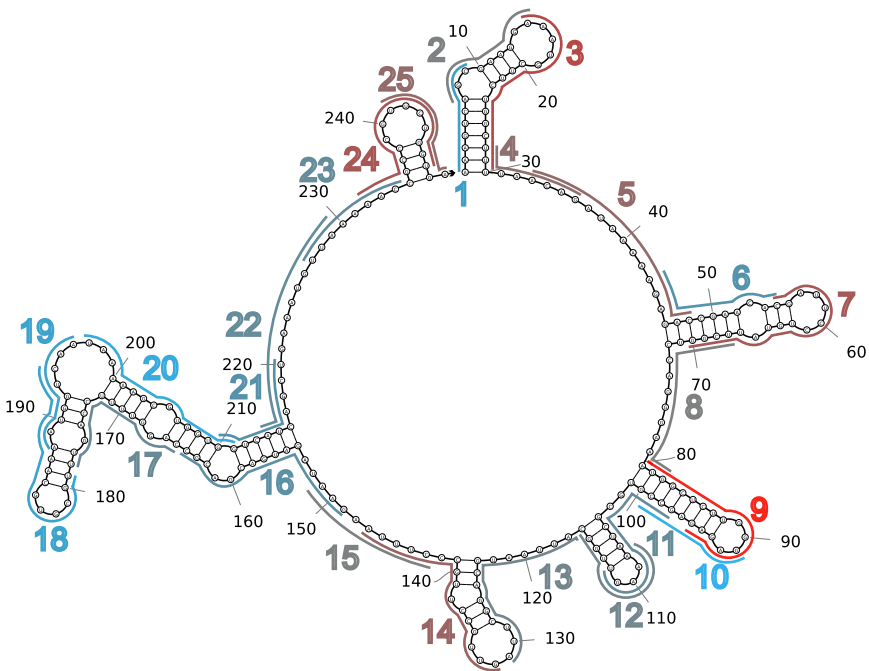

# RyeB

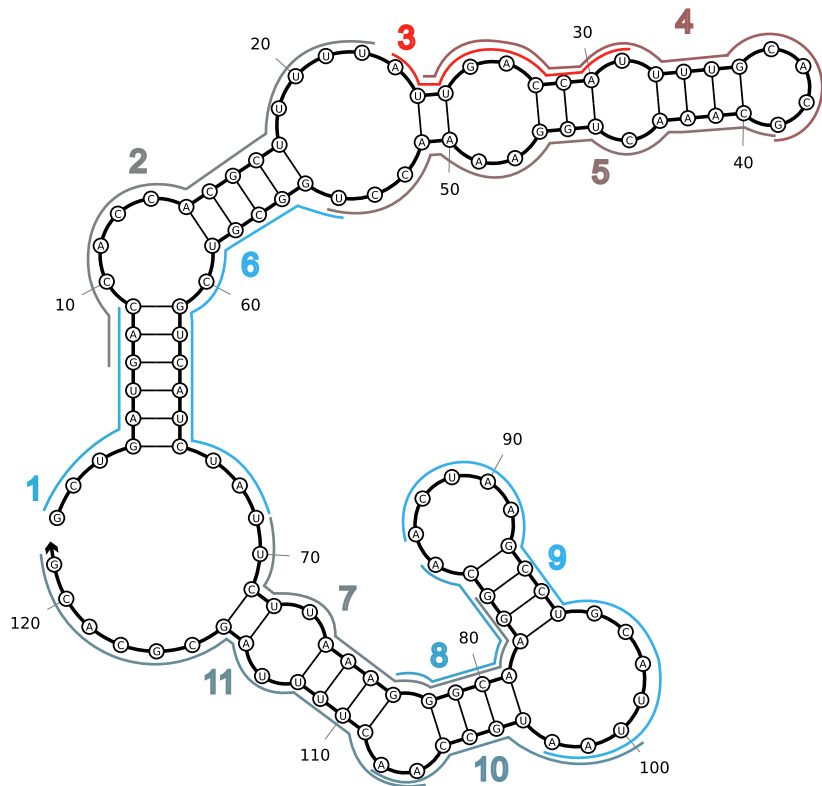

# RyeF

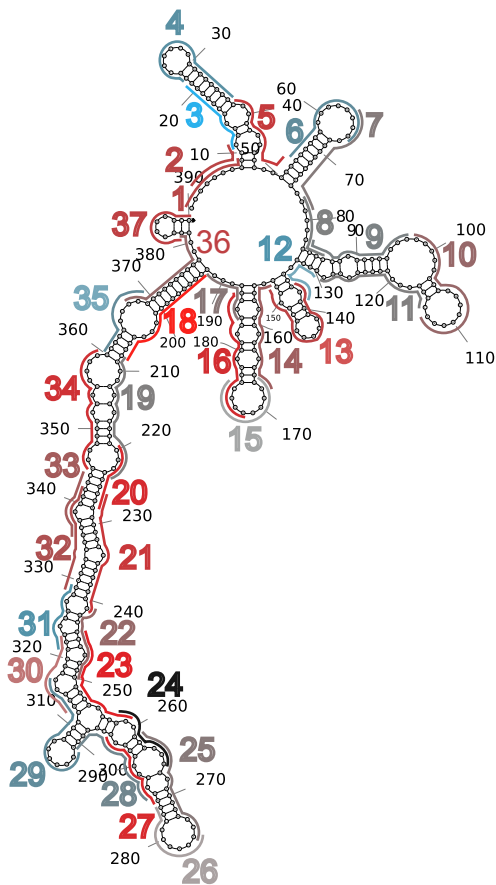

# RyfA

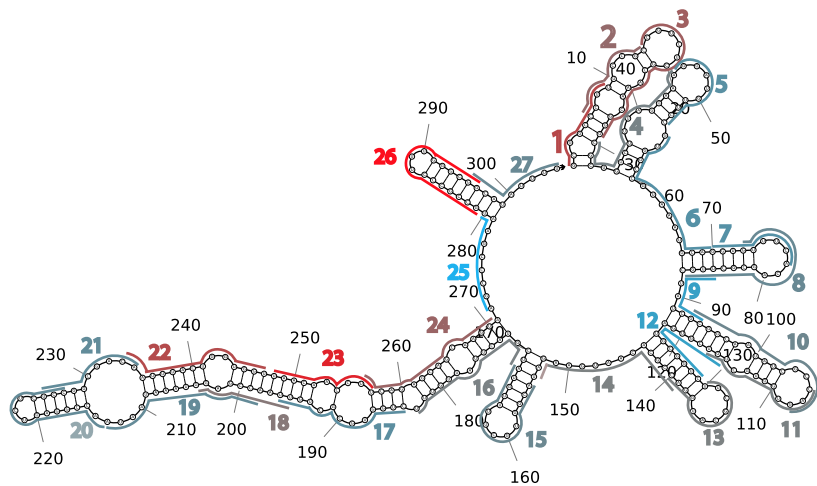

# RyfB

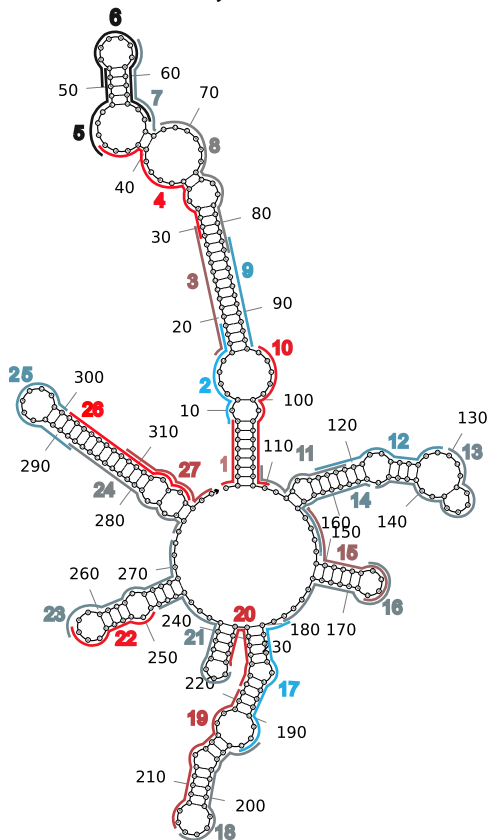

## RyfC

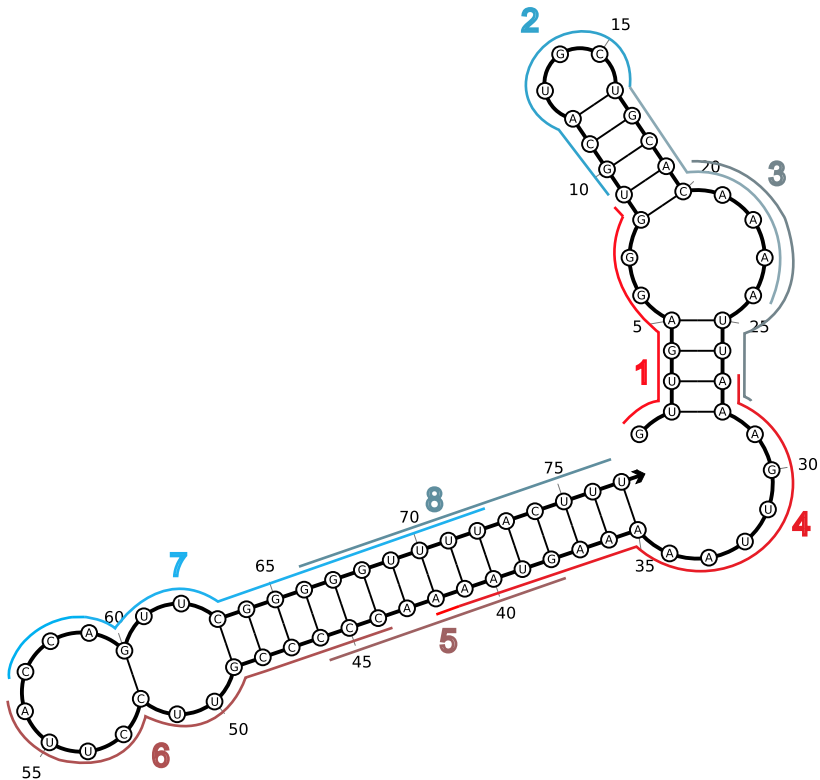

# RyfD

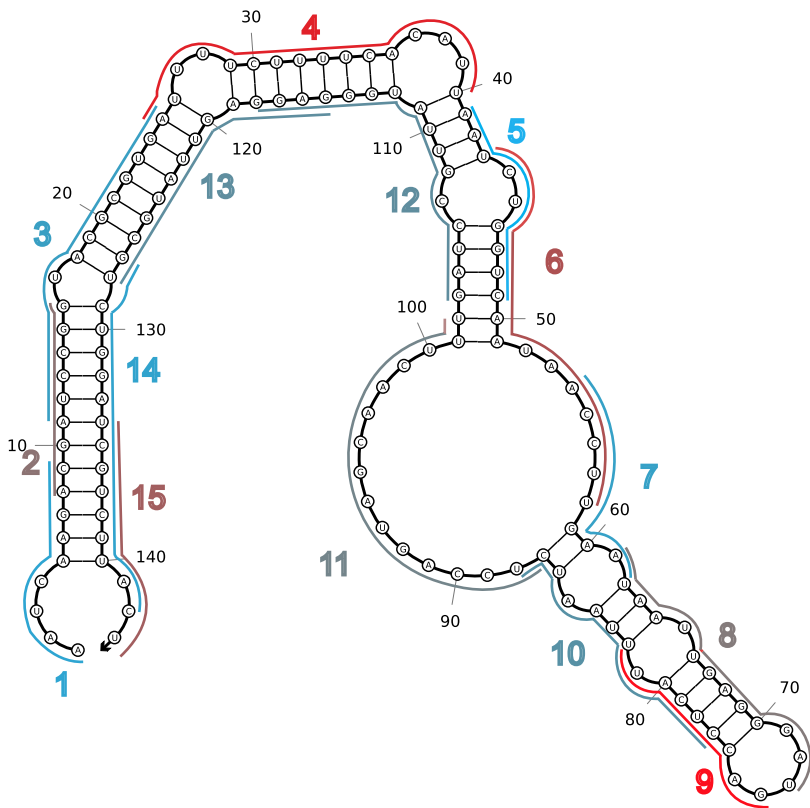

# RygC

# RygD (SibD)

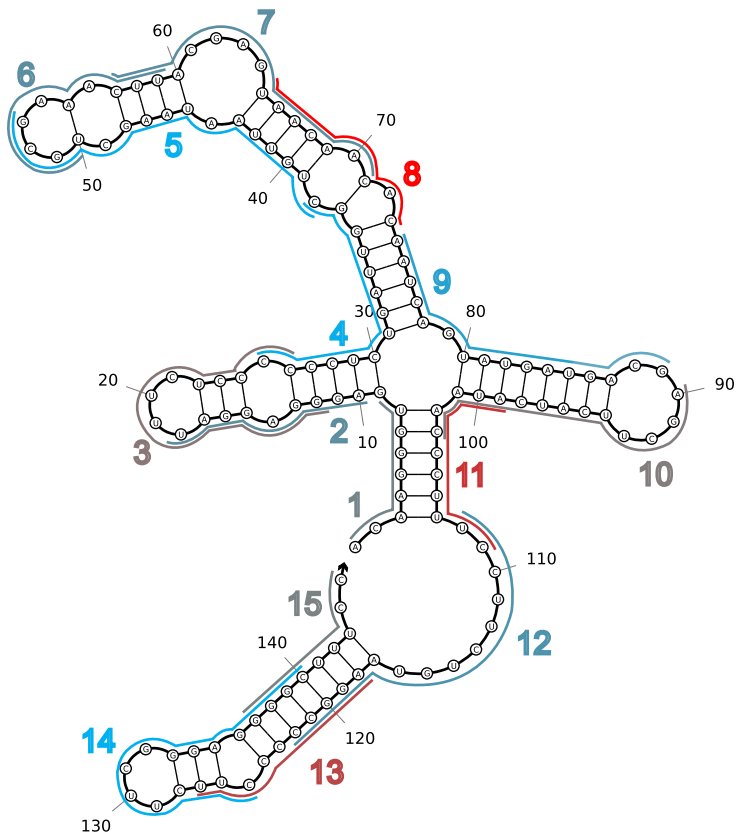

# RyhB

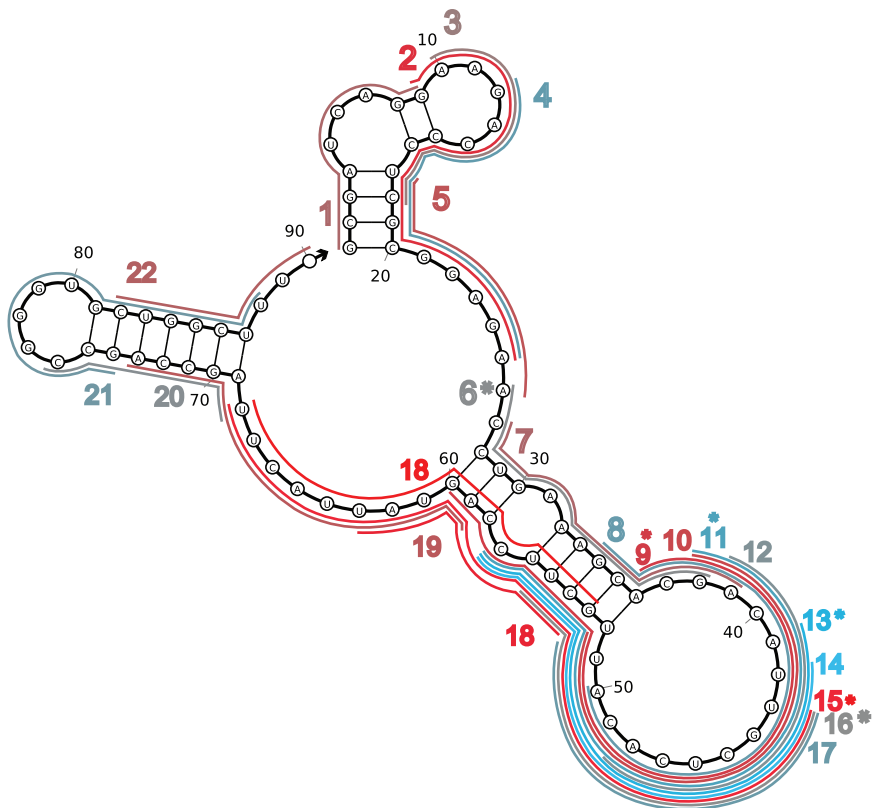

## RyjB

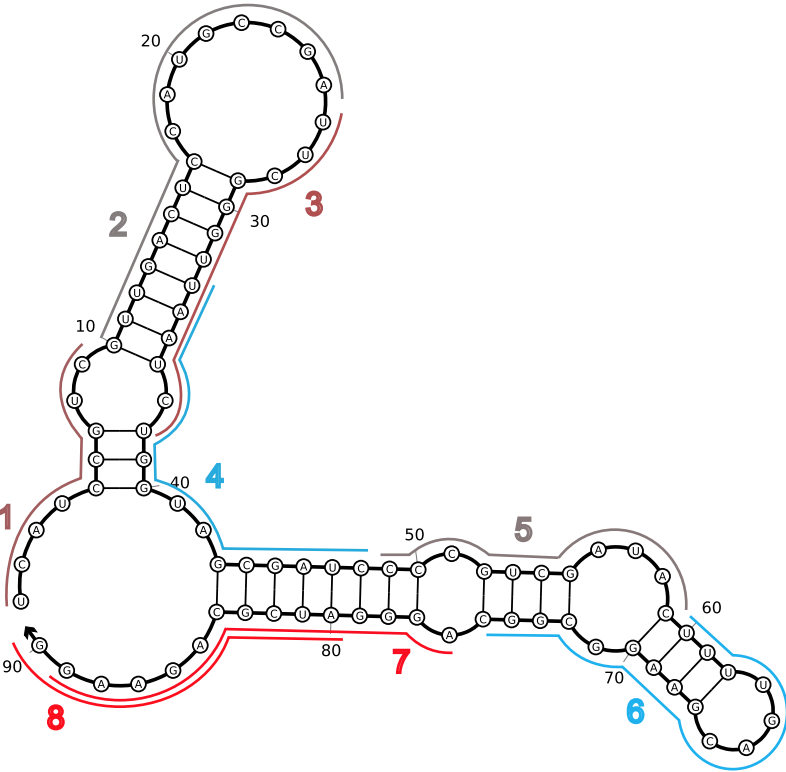

# SrgS

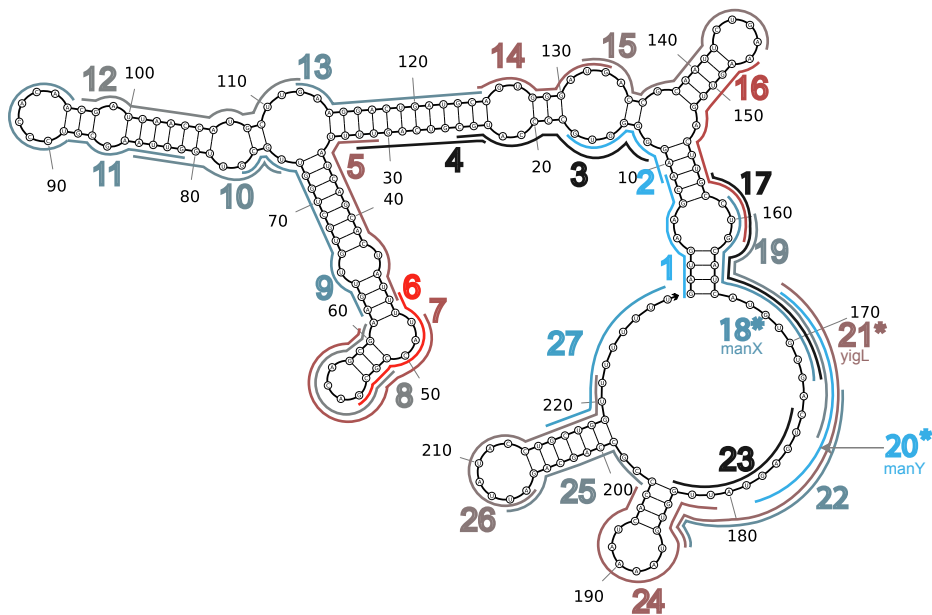

# SibA

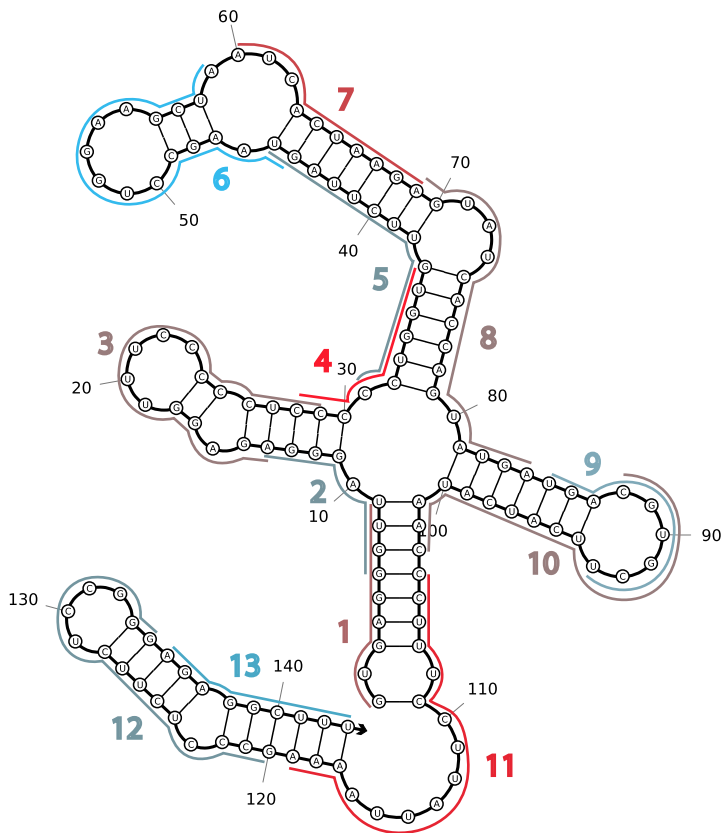

sibB

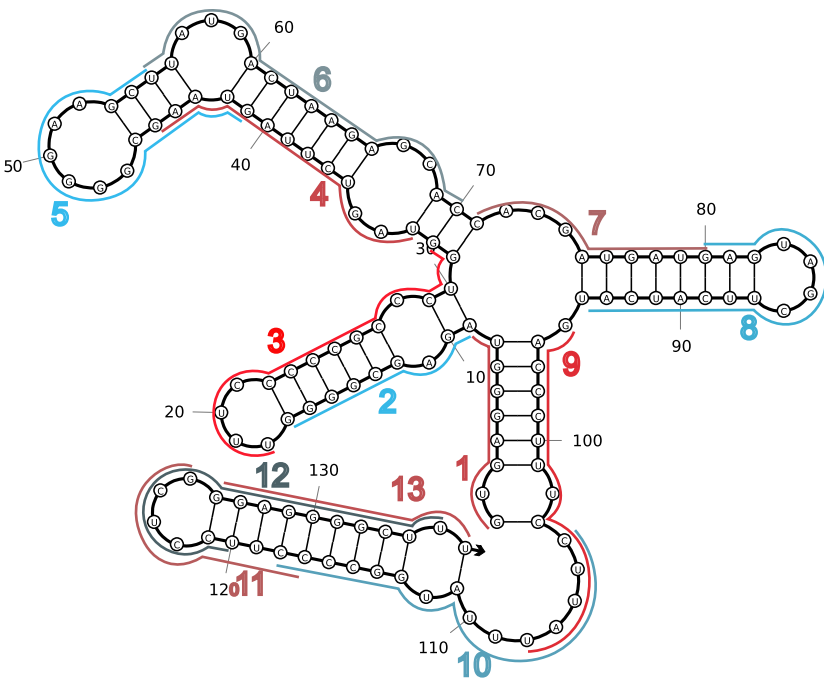

# SibE

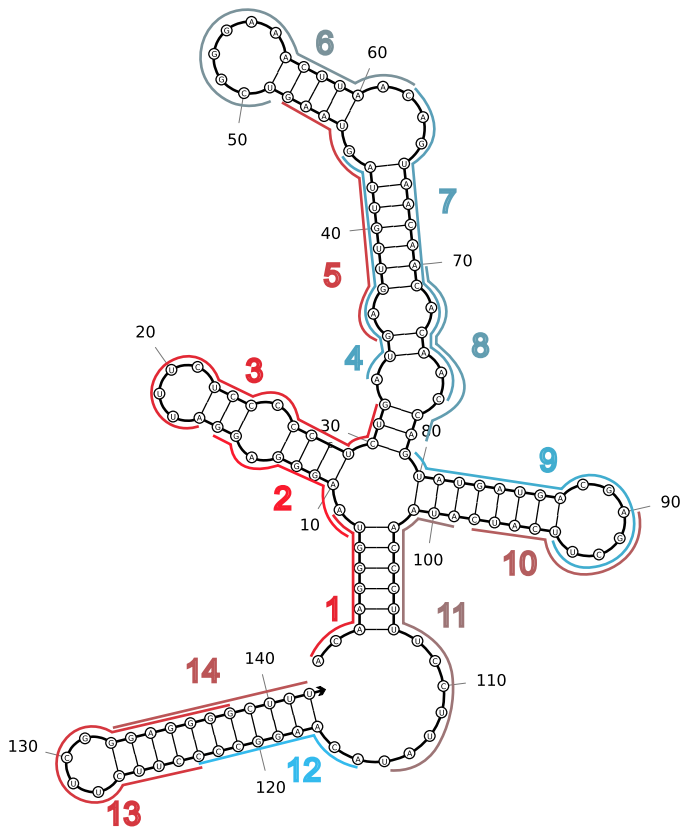

SokB

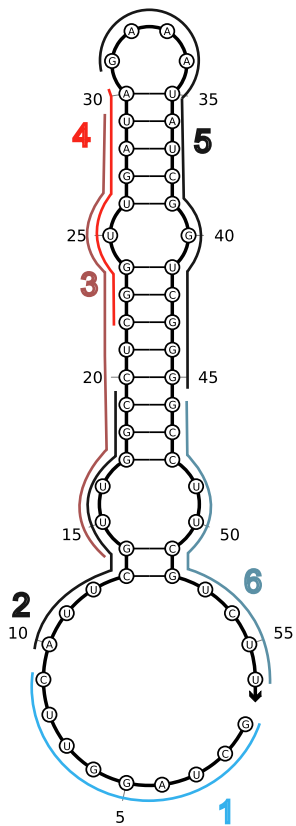

# sokC

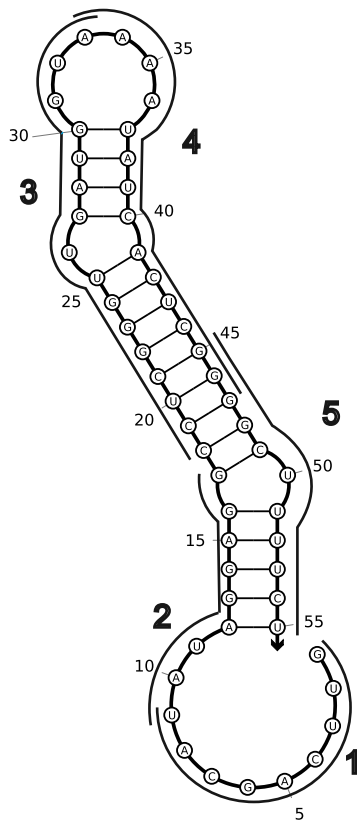

# Spot 42

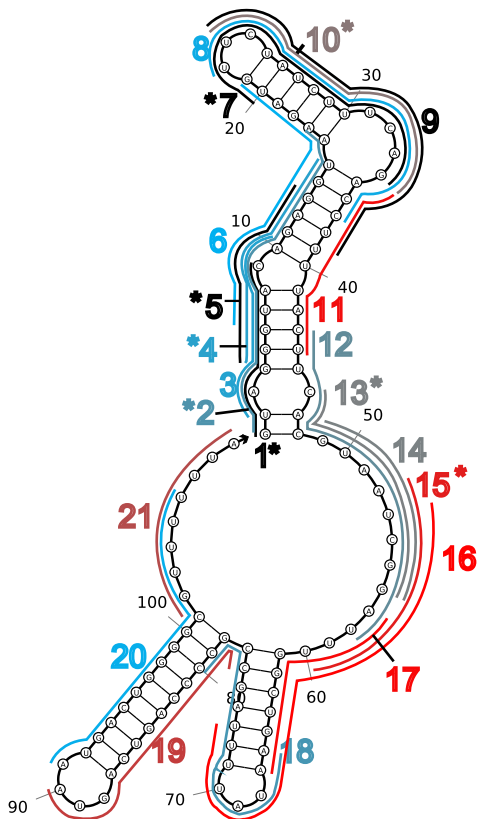

# SraA

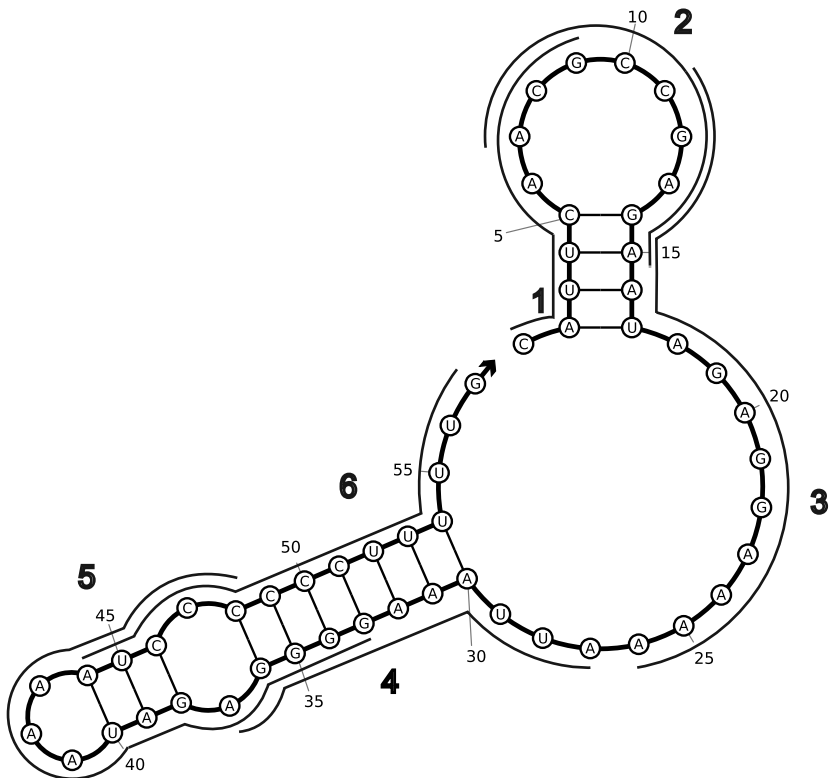

# SraD (MicA)

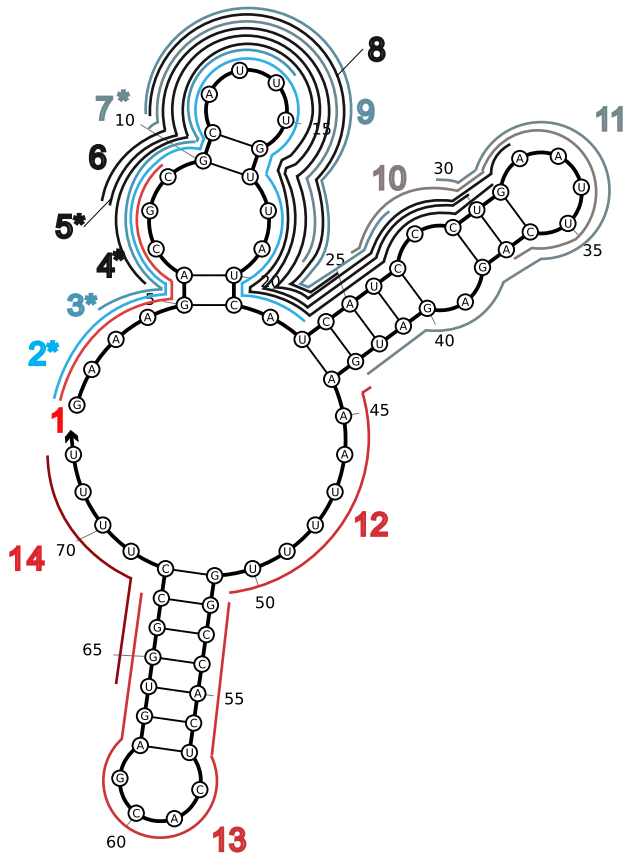

# SraH (ArcZ)

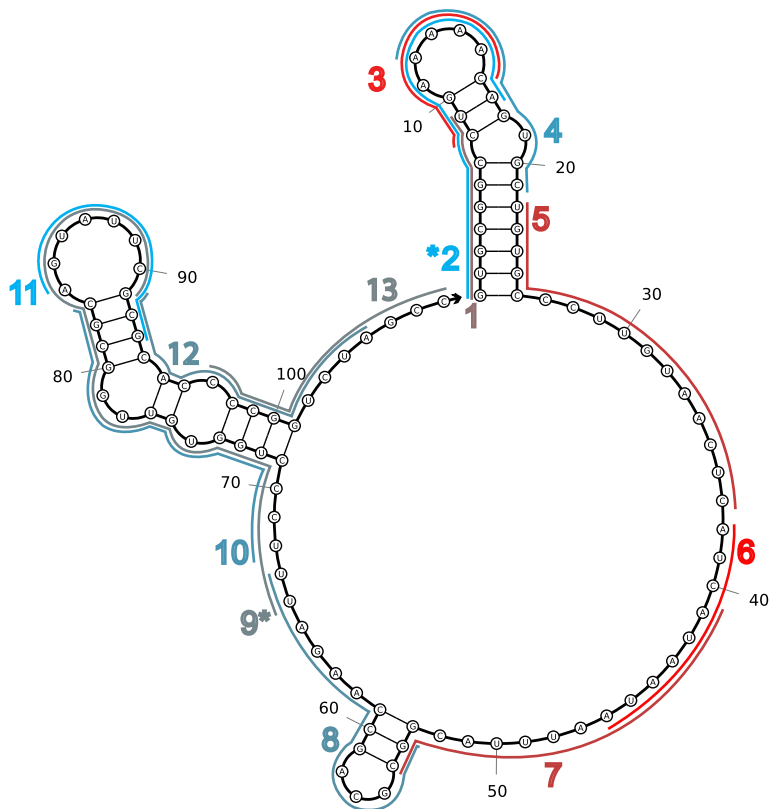

# SraL (RyjA)

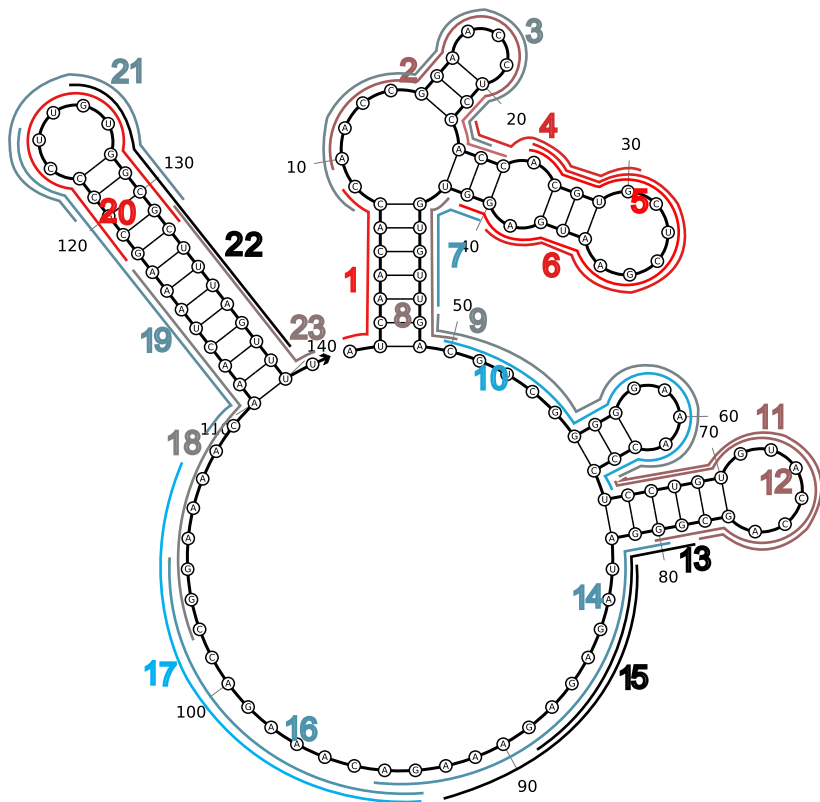

# SroA

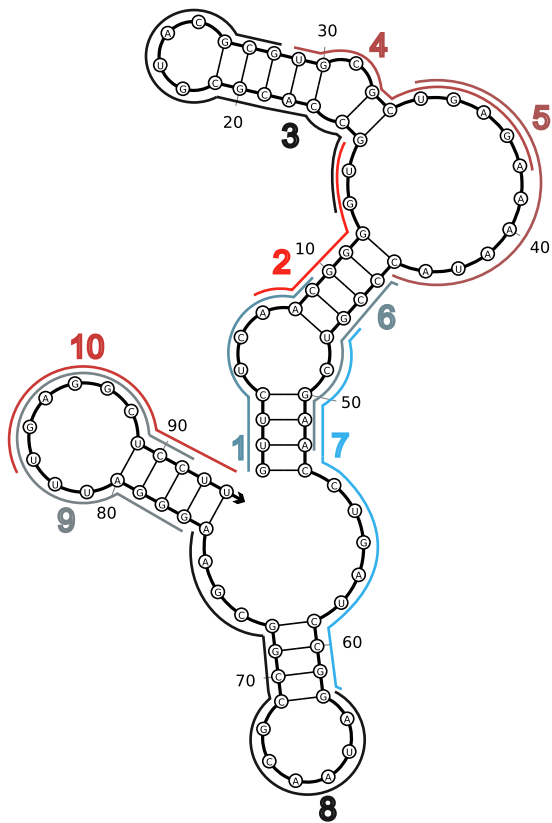

# SroB (ChiX)

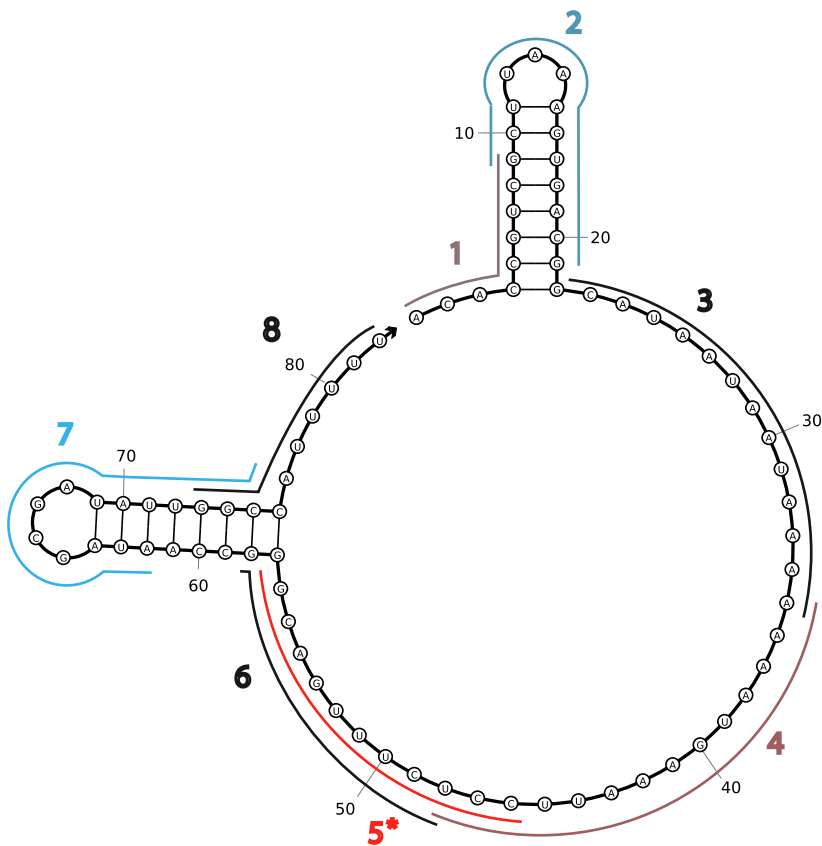

# SroC

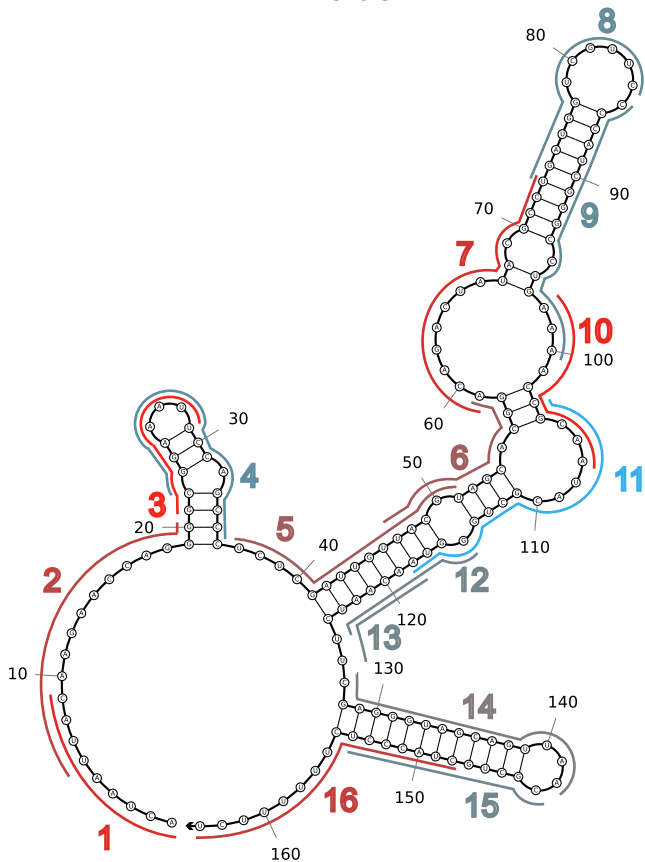

# SroD

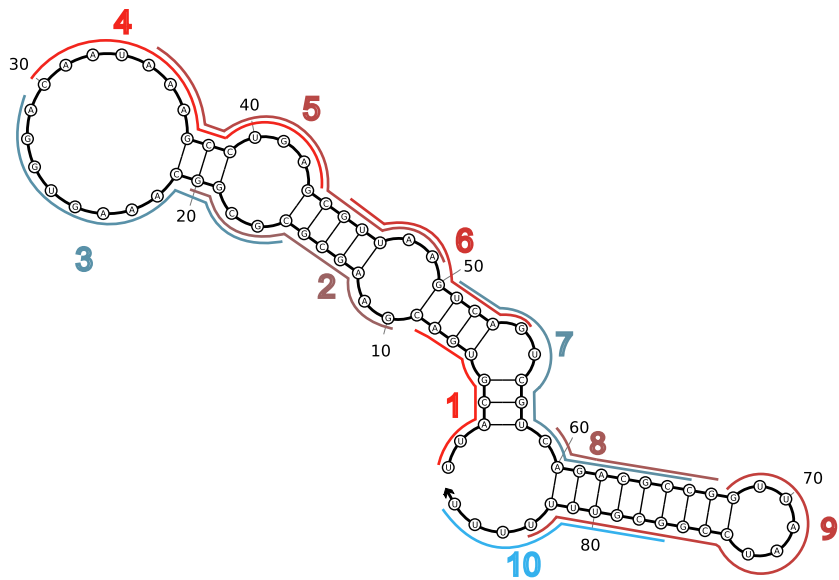

# SroE

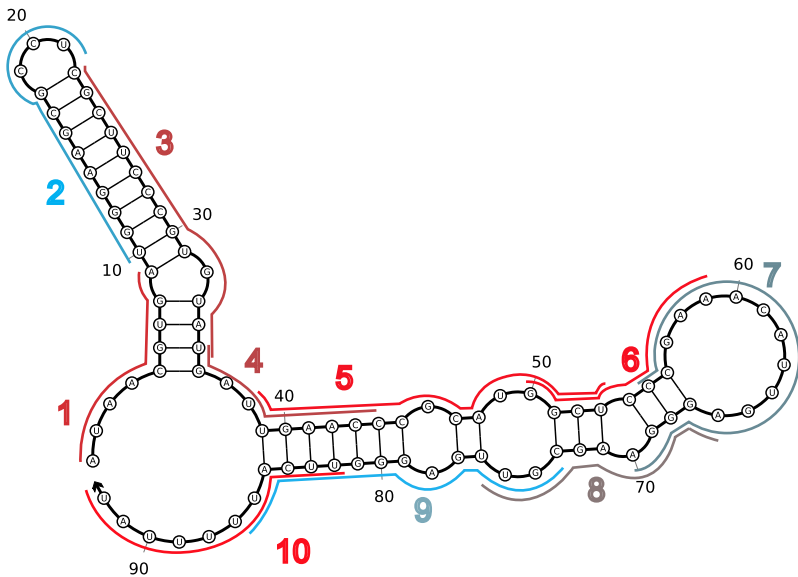

# SroG

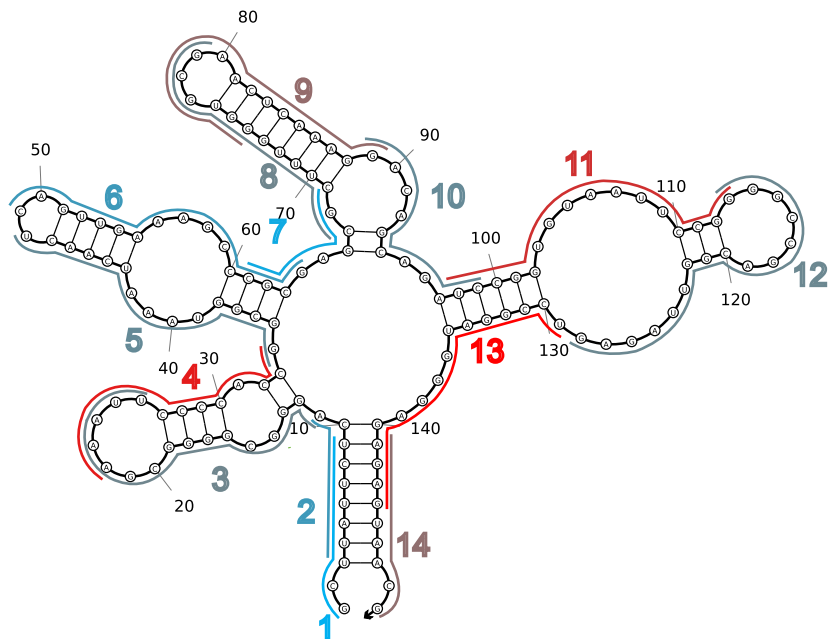

SroH

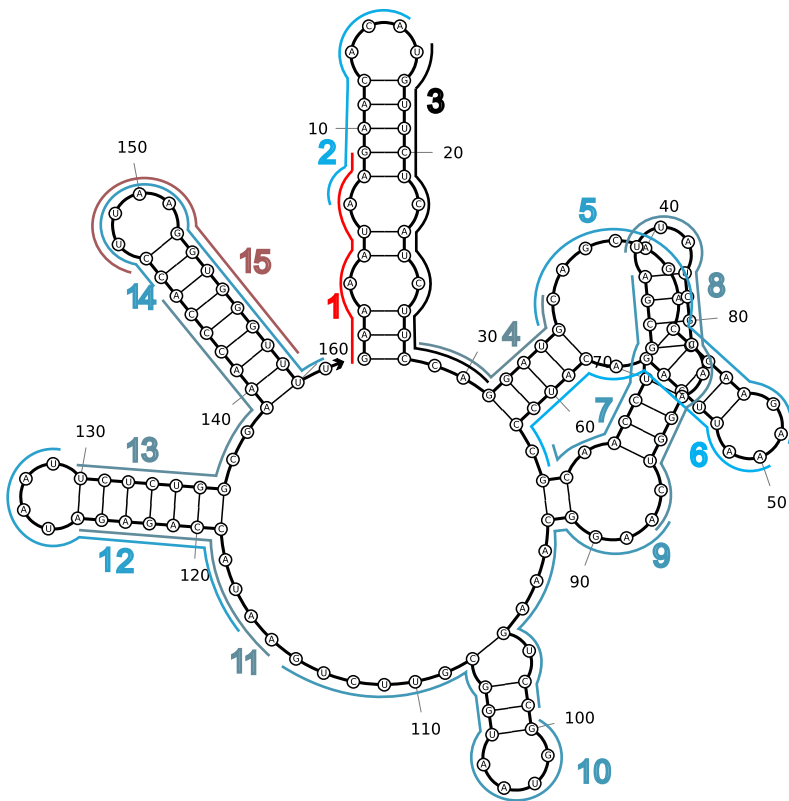

# SymR

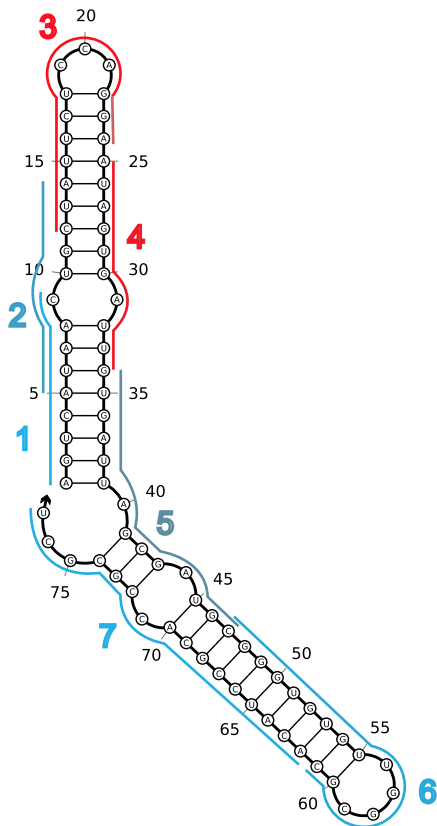

Tff

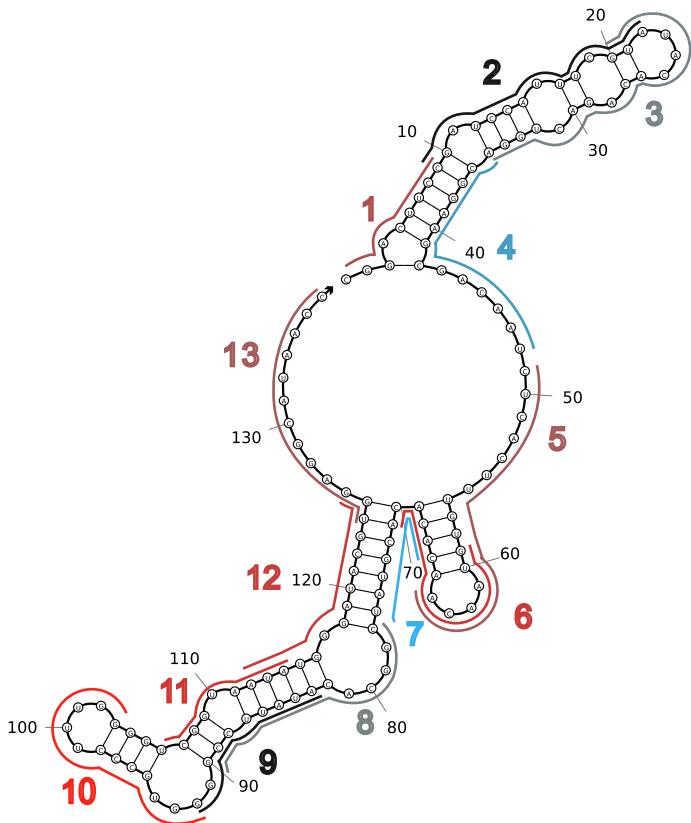

Tp2

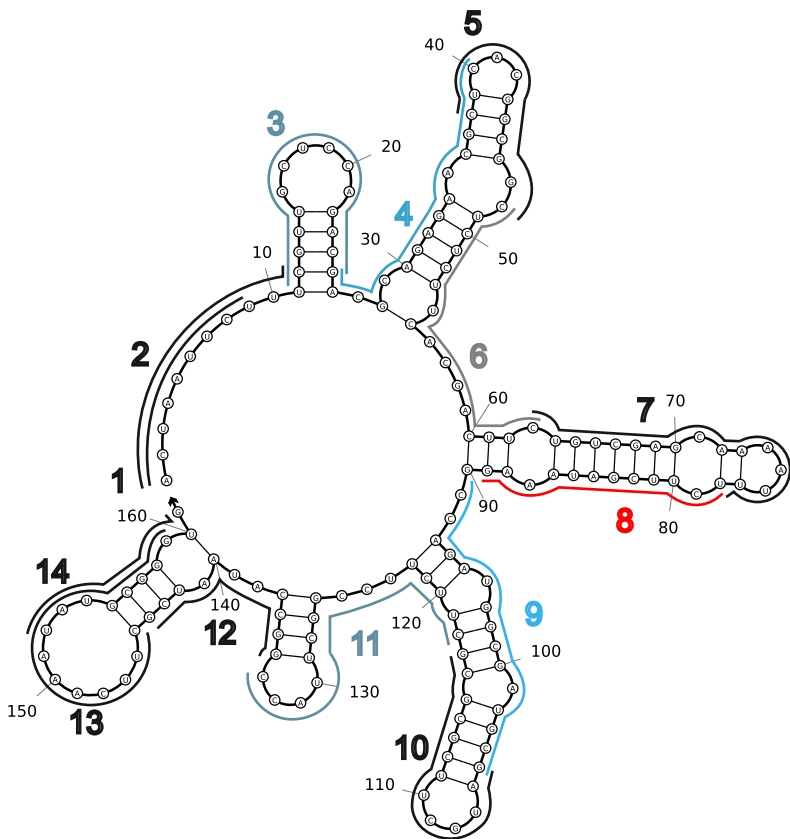

Tpke11

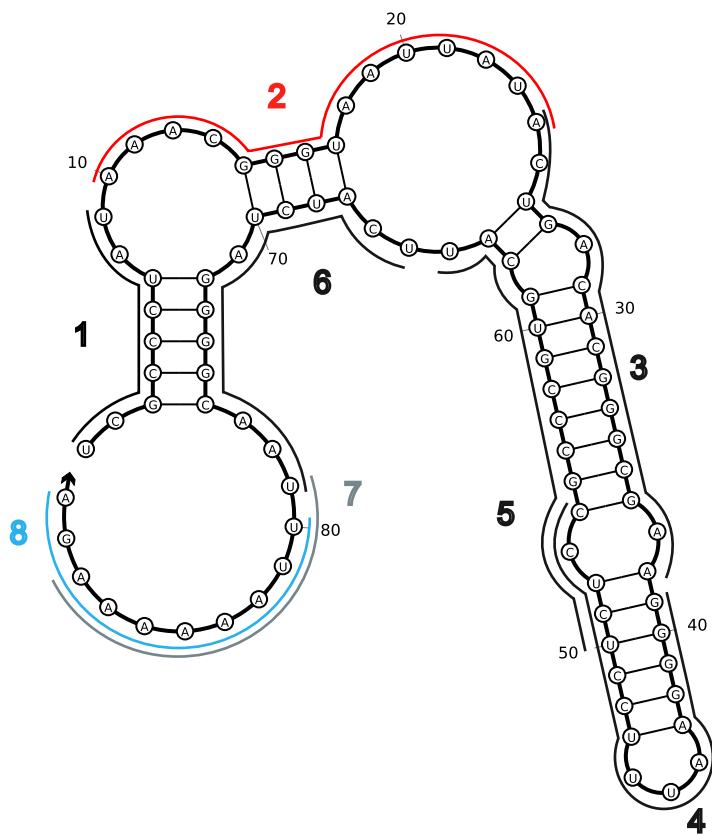

# Tpke70

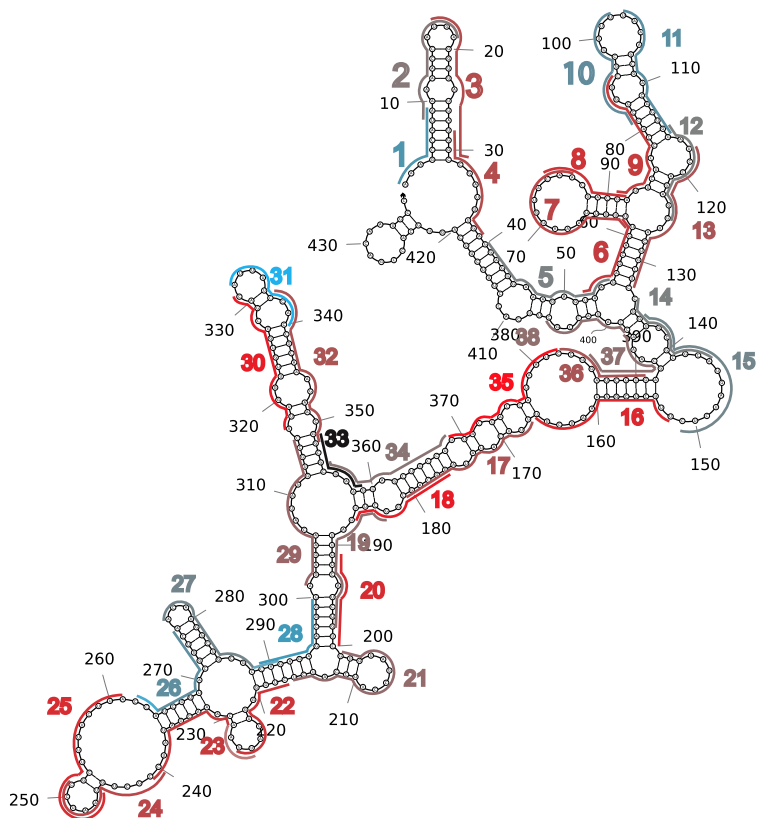

**Supplementary Figure 3. INTERFACE accessibility heat maps for each sRNA molecule analyzed.**

Red, gray, and blue traces along predicted secondary structures<sup>1</sup> represent high, mid and low accessibility, respectively. Mapped binding sites that composed the training set are indicated with asterisks. To initially test the selectivity of using INTERFACE to propose functional regions, we identified regions exhibiting 5' extreme accessibility end of 3 well-characterized sRNAs that were excluded from our training set (IstR, MicL/RyeF, and RydC). Notably, many of the selected regions agree with confirmed mRNA binding sites; for instance, the confirmed *tisB* mRNA binding site within the sRNA IstR<sup>2</sup> and the *lpp* mRNA binding site within the sRNA MicL/RyeF<sup>3</sup> overlap 5' regions identified as highly accessible (IstR taRNA region 1 and RyeF taRNA region 5, respectively). Furthermore, a likely functional site in sRNA RydC (taRNA region 1) is consistent with a site in its *Salmonella* homologue that is confirmed to interact with the *cfa* leader<sup>4</sup>, suggesting the equivalent regulation in *E. coli*.

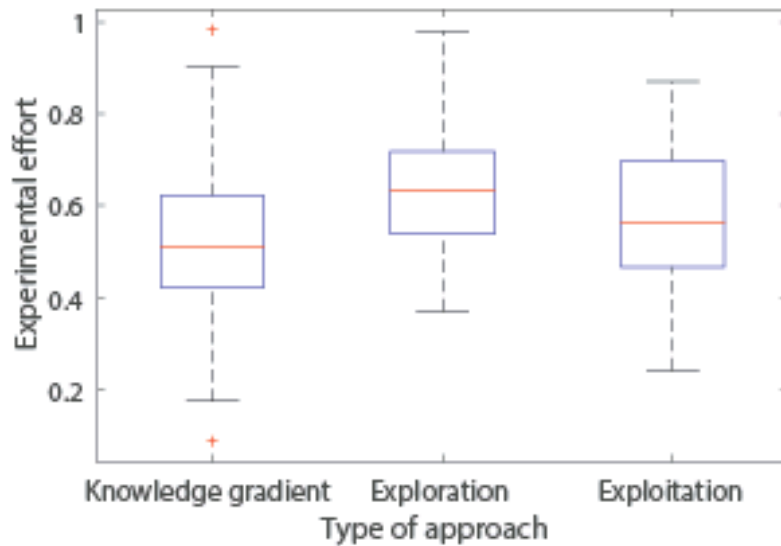

**Supplementary Figure 4. Performance of target region design using an SpKG-based algorithm informed by accessibility predictions.**

Center lines, box limits, whiskers, and red “+” markers of box plots represent the median, lower and upper quartiles, 1.5x interquartile range, and outliers of each group, respectively. Simulated comparisons of regional selection by the described machine learning algorithm to other two other region selection approaches— (i) "relative and random design" (machine learning exploration) or (ii) the adapted biophysical model only (exploitation)— shows that the SpKG approach coupled to a previously-established biophysical model reduced experimental INTERFACE profiling efforts by enriching the number of accessible regions assayed (p-value<0.001, 2-tailed t-test). Furthermore, using exploitation (only the biophysical model) requires less experimental effort than the exploration approach (p-value<0.001, 2-tailed t-test).

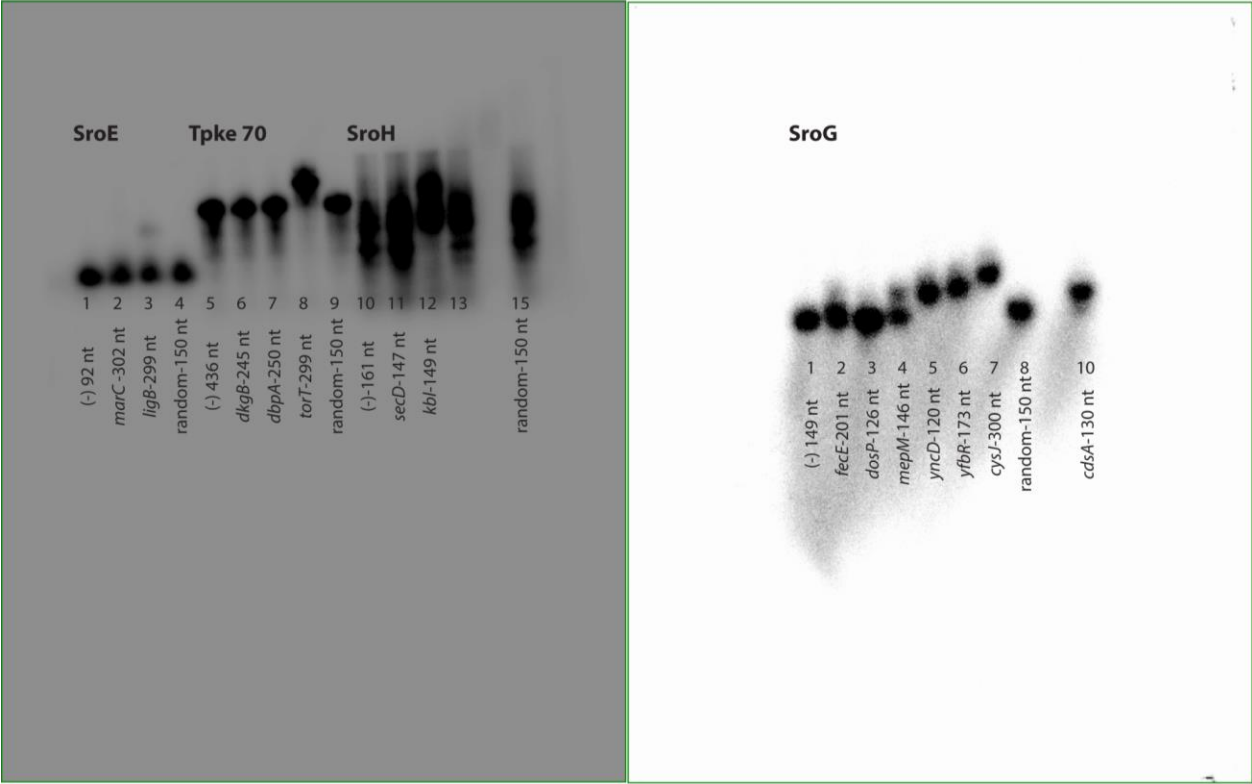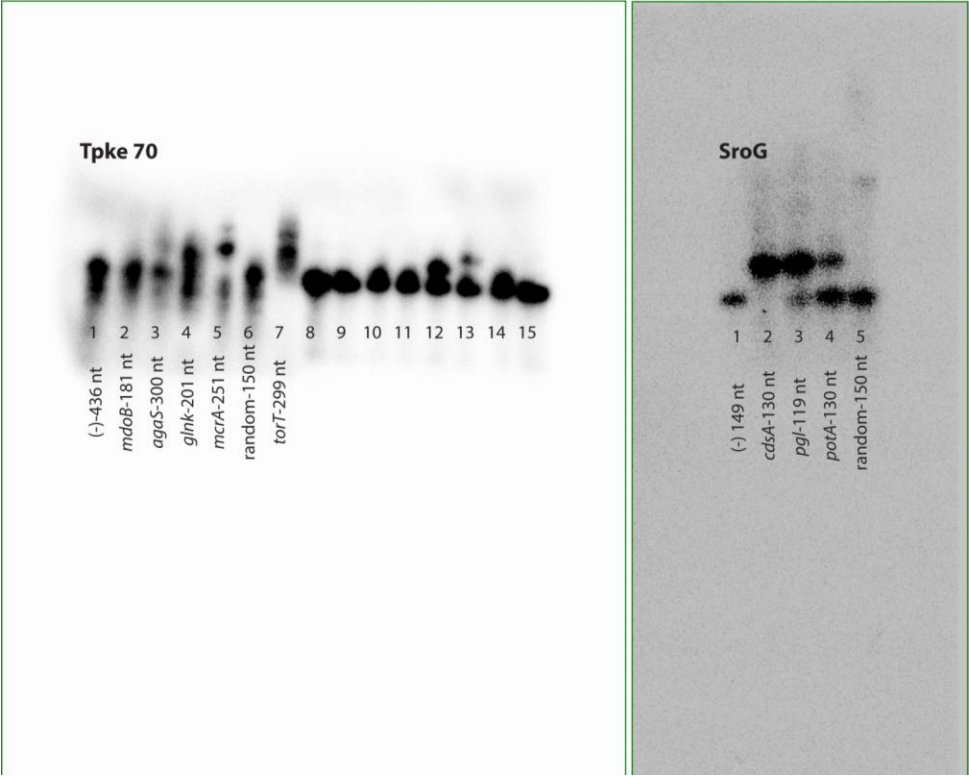

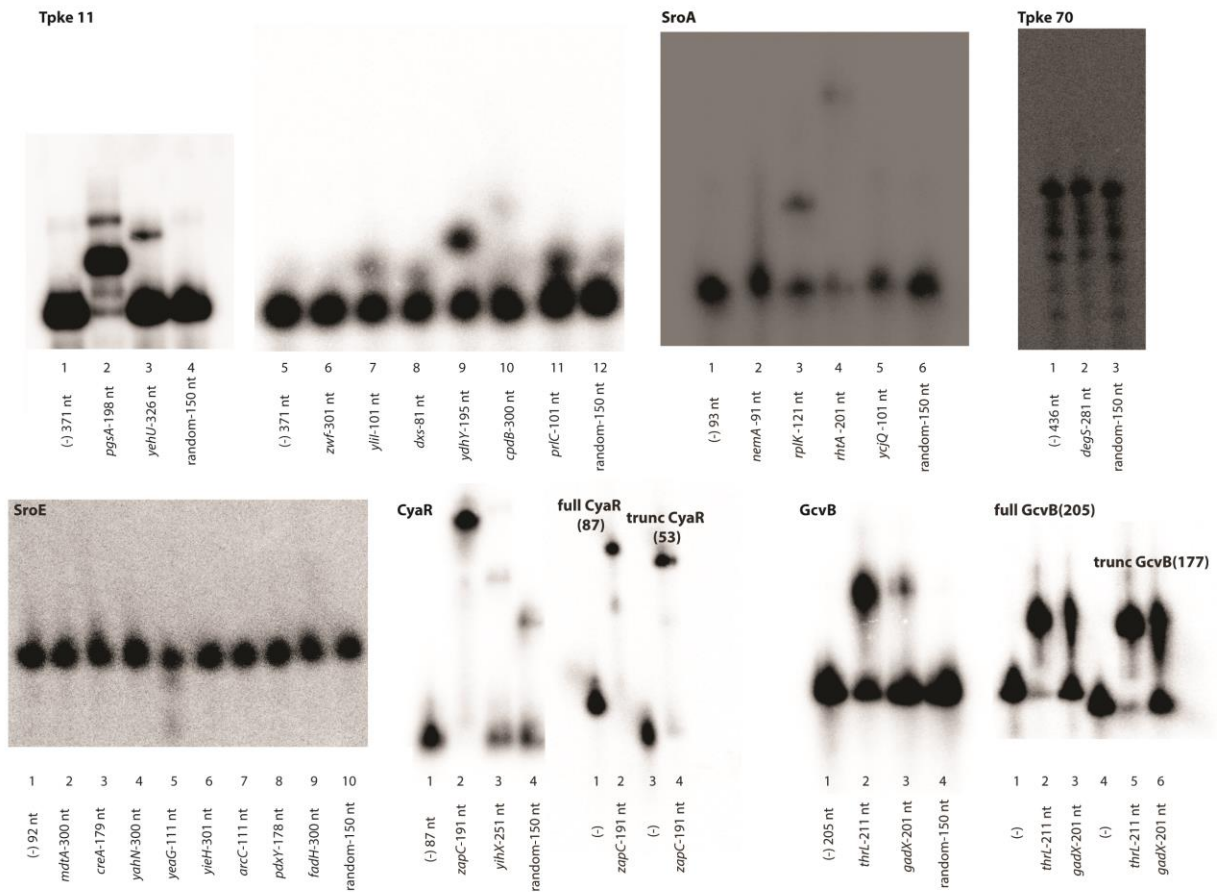

**Supplementary Figure 5. Consecutive lanes of all EMSAs performed for this study.** Sequential lanes of all EMSAs (corresponding to unique sRNAs) referenced in the manuscript are pictured, excluding those for GlmY (Fig. 6 in manuscript). Full-gel images are shown for the three benchmarked under-characterized sRNAs (top). Unlabeled lanes 8-15 in bottom left full-gel image were rerun for greater spatial resolution (Tpke11 lanes 5-12, equivalent order) due to the large size of Tpke11 coupled with the small sizes of some corresponding predicted targets. Length of all sRNAs are listed below negative sRNA-only control lanes (indicated by “(-)” below the corresponding well), with the exception of gels containing truncated sRNAs, in which case the length of the sRNA is indicated above corresponding wells. Identity and length of all mRNAs tested are indicated underneath respective gel lanes.

## Supplementary References

1. Zadeh, J.N. et al. NUPACK: Analysis and design of nucleic acid systems. *Journal of Computational Chemistry* **32**, 170-173 (2011).
2. Darfeuille, F., Unoson, C., Vogel, J. & Wagner, E.G.H. An Antisense RNA Inhibits Translation by Competing with Standby Ribosomes. *Molecular Cell* **26**, 381-392 (2007).
3. Guo, M.S. et al. MicL, a new  $\sigma(E)$ -dependent sRNA, combats envelope stress by repressing synthesis of Lpp, the major outer membrane lipoprotein. *Genes & Development* **28**, 1620-1634 (2014).
4. Fröhlich, K.S., Papenfort, K., Fekete, A. & Vogel, J. A small RNA activates CFA synthase by isoform-specific mRNA stabilization. *The EMBO Journal* **32**, 2963-2979 (2013).

# Supplementary material for: High-throughput in vivo mapping of RNA accessible interfaces to identify functional sRNA binding sites
**Source:** Nat Commun. 2018 Oct 4;9:4084. doi: 10.1038/s41467-018-06207-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **List of sRNAs in this study and relevant information on sRNA:mRNA binding sites and Hfq-dependence.** Name and sequence for all sRNAs probed in this study are listed. Reported Hfq dependency and corresponding footprinted and/or predicted Hfq binding sites from E. coli or Salmonella studies are annotated within the sRNA sequence with bold or underline (corresponding to first and second validation/prediction source, respectively). For each sRNA, confirmed targets in E. coli and corresponding nucleotides of interaction, functional effect, and validation method are listed. All binding partners and positions not obtained from sRNATarBase5 are referenced. Sixteen sRNAs and corresponding intervals of mapped binding sites that were used as a training set are bolded.

File Name: Supplementary Data 2

Description: **Accessibility values for all sRNA regions probed with INTERFACE.** Reported position, normalized accessibility values, replicate number, and standard deviation for all targeted sRNA regions, in both BW25113 and isogenic BW25113 Hfq-knockout strain

File Name: Supplementary Data 3

Description: **Summary of IntaRNA-predicted target mRNAs chosen for experimental validation via EMSA.** All relevant parameters of experimentally tested IntaRNA predictions are listed, including prediction rank and predicted energy, sRNA details (sRNA name, sequence, predicted binding interval), and mRNA details (annotated mRNA name, gene name, mRNA sequence used in IntaRNA prediction and the adjusted mRNA sequence chosen for use in assays based on previously obtained transcript expression profiles, and the mRNA nucleotides predicted to interact). Predicted binding intervals are highlighted in red within sRNA and mRNA sequences, and mRNA start codons are highlighted in green. Truncated sRNA sequences used as sRNA TER-only sequence inputs for CyaR, GcvB, and GlmY predictions are listed.

File Name: Supplementary Data 4

Description: **Comparison of Hfq dependencies between literature and INTERFACE experiments.** Literature-based Hfq-dependencies, in which strong, mid, no, or inconsistent Hfq dependence (based on experimental techniques separated by column) is highlighted green, orange, red, and yellow, respectively, are compared to INTERFACE-based dependencies for the ensemble of sRNAs probed in this work. Other mechanistic characteristics related to Hfq dependency (ie., cis v. trans regulation, known dependence on other common RNA-binding proteins, known Hfq dependency class as based on interaction behavior) are also listed for each sRNA. sRNAs SokC and SraA are not included due to insufficient data from the INTERFACE experiment, likely due to limited sequencing depth.

File Name: Supplementary Data 5

Description: **Annotated plasmid map of O-INTERFACE.**

File Name: Supplementary Data 6

Description: **Annotated plasmid map of INTERFACE.**

File Name: Supplementary Data 7

Description: **Primers used in this study.** Primers used for the insertion of asRNAs to OINTERFACE (taRNA = gl intron) or INTERFACE (taRNA = sRNAs) plasmids via Golden Gate cloning are compiled. Primers for the amplification of sRNAs/mRNAs (or gBlock (IDT) sequences) for use in IVT are separated into two groups (undercharacterized sRNAs v. well-characterized).

How the deposited data were processed for this re-analysis (not part of the article)

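The gI intron experiment comprised 3 uninduced cultures and 3 cultures induced with aTc and arabinose, and the sRNA experiment 3 cultures of the parent strain and 3 of the hfq knockout strain. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The other induction conditions of the methods were not analysed here.

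The authors trimmed the reads with Cutadapt, mapped them with BWA MEM to a synthetic reference of construct sequences, converted the alignments with SAMtools and BEDTools, kept first reads holding part of the probe and joined the mates. The deposited files list, for each read pair, the mapped positions of both mates on the construct sequence. They hold no count, ratio or other normalized value, so that every count of read pairs was made here. Tool versions are not stated in the methods.

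From these positions, the mean end position of the read pairs of each probe was computed in each library (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Probes with fewer than 10 read pairs in a library were left out there, and a region needed a value in at least 2 replicates. For the gI intron, the paper's baseline of 85 nt was subtracted and induced divided by uninduced. For the sRNAs, the mean end positions were scaled from 0 to 1 within each sRNA and replicate; the paper's baseline of 164 nt does not alter that scaling. Averages over replicates were scaled again to give the accessibility of a region, as the methods describe. Read pairs per library set the precision: a median of 380797 and 298846 in uninduced and induced gI intron libraries and of 1752563 and 1982730 in parent and hfq knockout libraries, spread over far more probes in the sRNA libraries. No molecular identifiers are described for these libraries, so repeated amplification of a molecule cannot be seen.

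The files name sRNA probes by numbers only. Target numbers were taken as those of Supplementary Data 1, and probes were placed on regions where their recomputed accessibilities met those of Supplementary Data 2 within the rounding of that table. Of 794 probes tested between the strains, 789 were placed on a region. Numbers 63 and 64 are not among the 71 sRNAs, and were taken as CsrB (27 probes) and the glutamate tRNA (18 probes) from the number of probes that Supplementary Data 7 lists for each, which is the only link.

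Strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the scaled accessibilities with the replicate number as a block, with Benjamini-Hochberg adjustment over the tested probes, and the gI intron libraries with limma on log2 of the mean length less the baseline, without a block. Proportions of regions at the extremes were compared with the N-1 chi-square test, as in the paper. On simulated data with 200 of 794 regions changed by 0.4, the fit recovered 112 of them at an adjusted p under 0.05 with 3 false calls, and with none changed it made 0 calls at an adjusted p under 0.05 and called 7.05% of regions at an unadjusted p under 0.05. The simulated regions were drawn independently and not scaled within an sRNA, so these rates do not cover shifts of the scale ends that regions share. With 15 of 30 gI intron probes changed, all 15 were called and no unchanged probe was.

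The filters, the tests of the counts and shares between conditions, and the rule for the regions named were set before the data were examined. Named are those the paper names, and, as no region passed the adjusted threshold, the 3 with the smallest p and the same direction in all 3 pairs of replicates; for the gI intron, the regions with the highest and the lowest ratio. Alternatives tried were the filter on read pairs, the subtraction of the probe length, lengths in nt, the share of read pairs past the rut site, the median in place of the mean, the block, the paper's test on each region alone, other baselines for the gI intron and, added later, its lengths set against the controls, other tests and thresholds for the extremes, and leaving out each replicate. Figures were drawn with matplotlib 3.10.9.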

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

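The test against the median probe was chosen only after the result was seen.

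The sRNA libraries also held read pairs of probes to CsrB and to the glutamate tRNA, which the paper lists in its reference for mapping and does not report on. Which of the unnamed target numbers is which rests only on the number of probes. They drew 687547 read pairs over the 6 libraries, with a median of 721 per probe and library against 158 for the sRNA probes. Of 44 probes tested, 22 differed between the strains at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment over these 44 alone), 12 of 27 for CsrB and 10 of 17 for the tRNA, and 21 of the 22 were more accessible in the parent strain. Their lengths repeated between replicates of a strain with Pearson's r of at least 0.844 across probes. Steady misassignment of read pairs from the same other probes would give that too, and their number sets no limit on it, so that misassignment stays open. A shift of the ends of the 0 to 1 scale is a candidate explanation for the direction: in nt, set against the median probe of the 71 sRNAs in the same library, 17 of the 44 probes were longer in the parent strain, near an even split (two-sided binomial test, p = 0.174). A change in the accessibility of these RNAs with hfq was not tested apart from the scaling and stays open, as does a difference in the lengths the libraries held.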

How the results depend on the processing

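The settings with a mean end at or past 164, with only the commonest 5′ end, with lengths set against the controls, and with the replicate block for single gI intron regions were chosen after seeing the data. The result on the earlier gI intron probes with and without the elongation switch was not run, since those probes were not analysed here.

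The number of regions changed by hfq at an adjusted p under 0.05 was 0 (188 at an unadjusted p under 0.05), 0 without each replicate in turn, and 0 under the other settings, except for 49 with no replicate block, 16 with at least 50 read pairs and 17 with lengths in nt. Fewer regions are tested with at least 50 read pairs (552); otherwise the cause was not tested. At an unadjusted p under 0.05 the count was 124 with the paper's test on each region alone, 106 with that test and the setting found by search, 91 in nt, 120 with the median in place of the mean, and from 116 to 183 across the 3 fits that each left out one replicate, where fewer samples enter. The number of sRNAs with such a region ran from 48 to 57 across those fits and stayed within 1.5 times the 57 under the other settings. The share higher in the parent strain was 64.4%, ran from 60.3 to 74.3% without each replicate and from 62.0 to 78.0% under the other settings. It was above an even split in each at a binomial p under 0.05, but an even split is not the background. Of all tested probes, 59.7% were higher in that strain, 77.4% in nt and 63.8% with the share past the rut site. The binomial test also treats regions of an sRNA as independent, so it does not show that the skew is stable.

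Replicate numbers did not pair the libraries: deviations from the strain means correlated at -0.0485, 0.137 and 0.0547 for replicates 1, 2 and 3 over 749 regions. With no replicate block, 198 regions had an unadjusted p under 0.05 in 56 sRNAs, 65.7% of them higher in the parent strain, and 159 were also among the 188. For the gI intron, where the deviations correlated at -0.117, 0.402 and 0.308, the replicate block gave 27 changed probes against 25.

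The difference in the share of exact binding regions at the extremes was 5.23 percentage points (p = 0.514). It was -1.48 with the probe length subtracted, -2.09 with the share past the rut site, 19.9 with the median in place of the mean (p = 0.0155 in the N-1 chi-square test) and 13.2 with the setting found by search (p = 0.0963), and ran from 1.89 to 3.93 without each replicate. The cause was not tested.

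For the gI intron, 25 probes changed at an adjusted p under 0.05, 12 with the median in place of the mean, 8 with lengths set against the controls and from 18 to 26 without each replicate. The test against the controls takes out what the controls share with the probes, and the ratio of probe 13 was then 0.847, on the other side of 1. With the share past the rut site, the ratio of probe 30 was 0.780 and that of probe 27 was 2.64, on the other side of 1 from the ratios of the mean lengths. Few gI intron read pairs reach that far (0.113 to 0.197% ended past position 240 in uninduced libraries), so these ratios are near the floor of the measure.

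The free RBS control stayed shorter than the other control in each setting tried, with differences from -16.1 to -11.1 nt uninduced and from -26.2 to -17.4 nt induced without each replicate. Probes detected moved with the filter: 96.8% and 97.9% in the parent and knockout strains with at least 1 read pair, 66.1% and 70.8% with at least 50, and 81.8% and 86.9% with at least 10 in all 3 replicates. The depth of the probes sets these shares.

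Among the changes of sign at single regions were the following. With lengths in nt, the difference between the strains was -9.07 at Spot 42 region 2, -28.3 at region 3, -62.7 at region 7, -20.1 at region 8, -6.10 at region 15, -0.755 at region 18 and -2.47 at region 19; of these, regions 3, 7 and 8 had an unadjusted p under 0.05 from limma in nt. With the share past the rut site it was -0.0247 at region 18 and -0.0688 at SroE region 1. With at least 50 read pairs it was -0.551 at RybA region 3, where the lowest and highest regions drop out in the parent strain only. With the mean end at or past 164 it was -0.193 at Spot 42 region 8 with at least 3 read pairs (under limma and the test on each region alone), and -0.188 there and -0.192 at SroH region 6 with at least 10. The order of the strains also changed at Spot 42 region 3. Its accessibility was 0.612 in the parent and 0.501 in the knockout strain. With that limit and at least 3 read pairs it was 0.166 and 0.465, the values of Supplementary Data 2. With the share past the rut site, some parent accessibilities also crossed the middle of the scale, among them those of RprA-5, GlmY-17, DsrA-3 (0.380), SroE-10 (0.282), Tpke70-7 (0.321) and SroG-1 (0.747). Of the 21 named regions past an unadjusted p of 0.05, 1 kept its call in every setting. Over all named regions and settings, 74 calls between the strains were weaker and 24 stronger, and 135 accessibilities moved by more than the spread between replicates. The cause was not tested.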

Differences from the paper's values

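Regions changed by hfq numbered 188 at an unadjusted p under 0.05, against the paper's 106. Of the alternatives set before the data were examined, the paper's test on each region alone (124), lengths in nt (91), the share past the rut site (142), the median in place of the mean (120) and the fits without replicate 1 (116) and without replicate 3 (116) lay within 1.5 times, and no replicate block (198), at least 1 read pair (182), at least 50 (164), the probe length subtracted (192) and without replicate 2 (183) did not. The test on each region alone with at least 3 read pairs and a mean end at or past 164, chosen after seeing the values, gave 106 regions in 46 sRNAs, the paper's 106 and 46; the same filter with limma gave 163, and a mean end at or past 164 with at least 10 read pairs 164.

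The number of sRNAs without a changed region was 14, against the paper's 23. The 14 is out of all 71 sRNAs and includes SokC and SraA, in which no region could be tested. Supplementary Data 4 leaves both out for insufficient data, so the 14 and the 23 are not counted on the same basis. The counts of 17 lie close to the limit of 1.5 times used here, and whether they pass it depends on that basis. The test on each region alone (23), the probe length subtracted (17), lengths in nt (28), the share past the rut site (17), the median in place of the mean (26) and the fits without replicate 1 (20) and without replicate 3 (23) lay within 1.5 times, and no replicate block (15), at least 1 read pair (7), at least 50 (14) and without replicate 2 (14) did not. With the setting found by search and the test on each region alone, chosen after seeing the values, it was 25. As 46 sRNAs then had a changed region, the paper's number, the 25 and the 23 differ only in which sRNAs were counted.

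Accessibility of RprA-6 in the parent strain was 0 against the paper's 0.240 in Supplementary Data 2. With at least 1 read pair it was 0.240, and with the median in place of the mean 0.175, within 1.5 times of the paper's value. The probe length subtracted (0.152), at least 50 read pairs, the share past the rut site and the fits without each replicate did not close the gap to within 1.5 times.

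In Spot 42, parent accessibility was 0.753 at region 2 against the paper's 0.354, 0.612 at region 3 against 0.166, 0.594 at region 4 against 0.190, 0.549 at region 6 against 0, 0.637 at region 8 against 0.0613, 0.785 at region 12 against 0.445, 0.741 at region 18 against 0.318 and 0.619 at region 20 against 0.0297. The share past the rut site gave 0.271 at region 2 and 0.306 at region 12, within 1.5 times of the paper's values, and no other alternative set before the data were examined closed a gap. SroH region 6 had 0.542 against the paper's 0, and 0 with the probe length subtracted or the share past the rut site; at least 1 or 50 read pairs, the median and the fits without each replicate did not close it. With at least 3 read pairs and a mean end at or past 164, a setting chosen after seeing the values because it met the table, all of these values, RprA-6 included, are the paper's. With the same limit and at least 10 read pairs, also chosen after seeing the values, the Spot 42 values other than region 20 came to 0.360, 0.173, 0.197, 0.00870, 0.0694, 0.450 and 0.324, in the order of the regions, and SroH region 6 to 0.

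The paper states that exact binding regions lie significantly more often at the extremes of accessibility than other regions. Here the p was 0.514, and the median in place of the mean (p = 0.0155) and the setting found by search, chosen after seeing the values (p = 0.0963), passed the paper's threshold of 0.1.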

Other observations

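The tests of the missing replicate values and of the lengthening of every construct, and the fits with a mean end at or past 164, with only the commonest 5′ end, or with lengths set against the controls, and the counting of splits without the replicate block, were chosen only after the result was seen.

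Other splits of the libraries into 3 against 3 were fitted in the same way, without the replicate block, since with it 6 of the 10 splits rest on a single pair of parent and knockout libraries. Of the 10 splits, 1 gave as many regions at an adjusted p under 0.05 as the strains (49), the strains themselves, with 0 in each of the other 9 (9 to 103 at an unadjusted p under 0.05, against 198). For regions at an unadjusted p under 0.05 and for sRNAs with such a region it was also 1 of 10, and for gI intron probes changed on induction 1 of 10, with 25 probes against 0 (at most 1 at an unadjusted p under 0.05). For the share of changed regions higher in one group, 8 of the 10 splits lay as far from an even split as the 65.7% of the strains, though over fewer regions. With the block, the 3 other splits that part all 3 pairs gave 17, 20 and 37 regions at an unadjusted p under 0.05, against 188, and none of the 10 splits, the strains included, gave a region at an adjusted p under 0.05. The mixed splits hold part of the difference between the conditions within each side, which raises the spread they are tested against. With 10 splits the share of splits cannot fall under 0.1, so this comparison cannot by itself exclude chance; for the skew it gives no sign against it.

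Most regions changed by hfq were more accessible in the parent strain. The removal of values with a mean end under 164 is argued against as the whole cause, since without it 64.4% of the changed regions were higher in the parent strain. It adds to the skew: with it, at the same 10 read pairs, the share was 68.9%. A shift of the scaling ends in a few sRNAs is argued against as well, since of the sRNAs with most changed regions on one side, 67.3% had them higher in the parent strain (35 against 17, two-sided binomial test, p = 0.0175). A shift in many sRNAs, a difference in the lengths the libraries held and an effect of Hfq on accessibility stay open.

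The share of changed regions was alike at low and high depth. An unadjusted p under 0.05 (limma) was found in 22.1% of the third of regions with the fewest read pairs and 22.8% of the third with the most (263 regions each). The test sets each difference against the spread between replicates, so noise need not give more calls at low depth. Sampling noise as an origin of the changed regions therefore stays open.

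Supplementary Data 2 gives fewer than 3 replicates for some regions, which the paper puts down to sequencing depth. Among the 282 replicate values absent under the setting that met the table, 32.3% had 10 or more read pairs, so that few read pairs are not the whole cause. These had a mean end under 164, which that setting leaves out, and the setting was itself found from the table.

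Exact binding regions had longer probes than the other regions of the 16 sRNAs (median 15 against 14 nt). With the probe length subtracted, the difference in their share at the extremes went from 5.23 to -1.48 percentage points. As neither passes the test's threshold, the design leaves open whether the length of the probe bears on it, and the explanations cannot be told apart.

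In the gI intron libraries, both control constructs also had longer transcripts on induction. Of the 23 probes longer at an adjusted p under 0.05, 22 did not pass it toward longer transcripts with lengths set against the controls in the same library. In every replicate, 7 probes, region 30 among them, lay above both controls and 10 lay below both. For the 22, a lengthening shared by every construct and an effect of the intron cannot be told apart, since the 2 controls differ from one another and add their own spread. A shared lengthening is argued against as the whole cause for region 30, which was still longer (adjusted p = 0.00111 from limma; over the settings tried 1.12e-21 to 0.481). It raises all regions alike and does not bear on the differences between them. For those, the change in 5′ ends on induction is argued against as the whole cause: with only read pairs at the commonest 5′ end, the order of the probes was nearly the same (Spearman's rho 0.968 across probes). The length of the probe, 10 or 16 nt, was not tested as a cause of the differences between regions. What lengthens the controls was not tested.

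The more the transcripts of a probe lengthened on induction, the higher the ratio of its induced to its uninduced read pairs ranked (Spearman's rho 0.773 across the 30 probes, permutation p = 2e-05), although only 6 of the 25 longer probes gained read pairs and 19 lost them. Better recovery of longer transcripts by the library preparation would give a relation of length and read pairs without induction, where rho was -0.0478 (permutation p = 0.800), but a relation across probes in one condition does not show how recovery acts on a change in length, so that recovery and a change in transcript levels cannot be told apart.

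The free RBS control had a mean length less 85 nt of 53.3 ± 6.21 (SD, n = 3) uninduced and 69.5 ± 12.3 (SD, n = 3) induced. The other control in these libraries, named CB control in the files, had 67.3 ± 1.77 and 92.0 ± 7.97 (SD, n = 3 each). The free RBS control was thus shorter, with differences of -14.0 and -22.5 nt (two-sided exact permutation test, p = 0.1 in each, the smallest p that 3 against 3 allow). That test ignores that both controls were read in the same libraries. The free RBS control was the shorter in every library, and no paired test was run. The paper states that the free RBS control gives longer transcripts than the sequestered one; that the CB control is the sequestered control follows only from its being the other control, and the libraries behind that statement were not identified.

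The likely regulatory regions that Supplementary Data 3 lists for SroA (nucleotides 7 to 15 and 83 to 93) and Tpke11 (10 to 24 and 80 to 89) had fewer than 10 read pairs in at least 2 parent replicates and so no accessibility. The methods name Tpke11 regions 1 and 3 instead, chosen there by absolute length, which had fewer than 10 read pairs in each parent replicate. In SroH, of the regions listed there, that from 1 to 9 was the highest in every parent replicate and that from 50 to 64 had 0.542 ± 0.0678 (SD, n = 3).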
